# Synovial sarcoma reprograms transcription by GBAF activation of polycomb targets and loss of CBAF enhancers

**DOI:** 10.1038/s41467-025-67841-y

**Published:** 2025-12-21

**Authors:** Jinxiu Li, Li Li, Kyllie Smith-Fry, Muhammad Zaki Fadlullah, Lara Carroll, Linda Morrison, Xinyi Ge, Mary L. Nelson, Lesley A. Hill, Yixuan Guo, George Davenport, Xiaoyang Zhang, Torsten O. Nielsen, Martin Hirst, T. Michael Underhill, Bradley R. Cairns, Kevin B. Jones

**Keywords:** Cancer epigenetics, Cancer models, Disease model

## Abstract

Synovial sarcoma is a cancer driven by a fusion oncoprotein, SS18::SSX, that links SS18, a subunit of BAF-family chromatin remodeling complexes, to the carboxy terminus of SSX, which avidly binds nucleosomes with the histone post-translational modification H2AK119ub. Here, we show in mice that SS18::SSX expression redistributes non-canonical GBAF complexes broadly to promoters and distal enhancers marked by H2AK119ub, which causes developmental loci to lose H3K27me3 and become transcriptionally active. Canonical BAF containing SS18::SSX abandons its typical binding sites, is largely absent from H2AK119ub-marked sites, and instead distributes narrowly to transcription start sites with PBAF. Disruption of Arid1a or Arid1b (both CBAF-specific) retains synovial sarcoma character, while Smarcb1 (PBAF- and CBAF-specific) or Pbrm1 (PBAF-specific) disruption does not, although all accelerate SS18::SSX-driven tumorigenesis in mice. Thus, the synovial sarcomagenesis mechanism involves SS18::SSX reprogramming transcription positively through GBAF redistribution to activate polycomb-targeted developmental genes, and negatively by loss of normal CBAF localization and function.

## Abstract (web summary)

Synovial sarcoma (SyS) is a cancer driven by a fusion oncoprotein, SS18::SSX, but the mechanism underlying the oncoprotein-mediated tumorigenesis remains unclear. Here, the authors employ transgenic mouse models and multi-omics to show how SS18:SSX modifies the activity and recruitment of BAF-family chromatin remodeling complexes to drive SyS tumorigenesis.

## Introduction

Synovial sarcoma (SyS) is a dangerous malignancy of the soft-tissues, primarily affecting adolescents and young adults^1^. Initially characterized by the expression of epithelial cell markers, SyS arises in mesenchymal tissue compartments^2^. SyS consistently associates with a chromosomal translocation between chromosomes 18 and X, which produces one of three specific fusion genes: *SS18::SSX1*, *SS18::SSX2*, or *SS18::SSX4*^3,4^. In mice, expression of one of these fusion oncogenes (*SS18::SSX1* and *SS18::SSX2* have been tested) in mesenchymal progenitors independently initiates tumorigenesis, strongly recapitulating human SyS, histopathologically and molecularly^5–7^.

Defining the targets and mechanisms of transcriptional reprogramming by chromatin-associated fusion oncoproteins presents many challenges^8–11^. Transcriptional signatures have been identified as shared among large cohorts of human SySs^12–15^ and even shared between mouse and human sarcomas initiated by SS18::SSX expression^5,6,16^, but the ideal control cell type/condition for comparison has not been available. Differential expression between SyS cell lines with depleted or intact fusion expression introduces the potential artifact that removing fusion expression does not necessarily revert a cell to its pre-transformed state^17,18^. These fusion oncoproteins may powerfully reprogram transcription in ways similar to Yamanaka factors, which prompt a transition to an epigenetically induced cellular state that, for at least part of the transcription program, may no longer require the expression of the reprogramming factors. Interrogating the distribution of SS18::SSX across chromatin genome-wide in cell lines has also been difficult. It has generally been performed using CRISPR/Cas9-inserted tags into the fusion oncogene itself, which may or may not introduce artifactual adjustments to its distribution and function^19,20^. From these varied sources of uncertainty, competing models for transcriptional impact of SS18::SSX have been proposed, ranging from transcriptional activation solely through direct oncoprotein targeting (with indirect transcriptional repression), or a mixture of direct and indirect targets activated and repressed by the fusion.

The oncoprotein that drives SyS consists of the SSX carboxy terminal tail that recognizes/binds nucleosomes with ubiquitylated histone H2A (H2AK119ub)^15,21–23^, fused to the SS18 component of both canonical (CBAF, also cBAF) and non-canonical (GBAF, GLTSCR1-containing, also ncBAF) BAF-family chromatin remodeling complexes (Fig. 1a)^20,24–27^. In non-SyS contexts, H2AK119ub, a polycomb repressive complex (PRC1)-placed post-translational modification associates with the PRC2-placed transcription-silencing trimethylation of lysine 27 on histone H3 (H3K27me3, Fig. 1b)^15,21,22,28^. Developmental genes that are poised for transcription, but not actively transcribed, have promoters marked by both transcription-repressing H3K27me3 and transcription-enabling trimethylation of lysine 4 on histone H3 (H3K4me3, Fig. 1c)—termed “bivalent” promoters^29–31^. Conversely, the promoters of actively transcribed genes bear H3K4me3 accompanied by acetylated lysine 27 of histone H3 (H3K27ac, Fig. 1d)^32^. Active enhancers (distal from the promoters they enhance) are typically marked by monomethylation of lysine 4 of histone H3 (H3K4me1) as well as H3K27ac (Fig. 1e)^33^. BAF complexes remodel (slide or eject) the nucleosomes marked by these varied post-translational modifications, with the polybromo subtype (PBAF) focused primarily at transcription start sites (TSSs) in promoters and CBAF and GBAF distributed predominantly to distal enhancer loci.^25^ PRC2-placed H3K27me3 is anti-correlated with the binding of BAF family remodelers^34^, whereas H3K4me3 and H3K27ac marks are generally correlated. Thus, the SS18::SSX oncoprotein fuses a component of CBAF and GBAF (SS18) to a protein domain (SSX) that binds it directly to nucleosomes marked for silencing, creating a chromatin conflict.

**Fig. 1:**
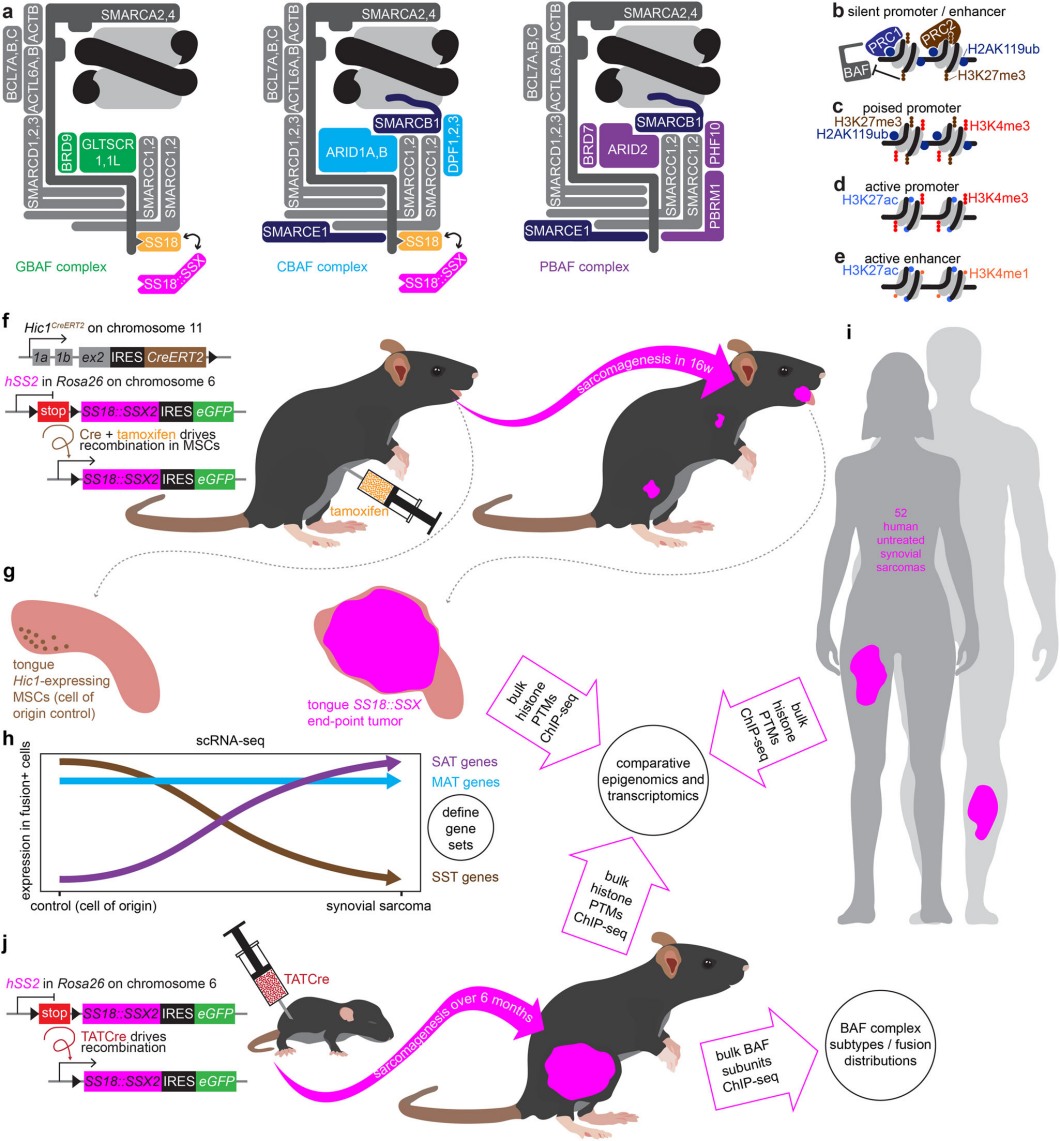
SS18::SSX incorporates into GBAF and CBAF complexes and drives specific transcriptional signatures and epigenomic patterns across a range of mammalian contexts. **a** Schematic of the three BAF complex subtypes, non-canonical GLTSCR1-containing (GBAF), canonical BAF (CBAF), polybromo BAF (PBAF). **b** Schematic of two nucleosomes with transcription silencing histone marks, placed by polycomb repressive complexes, PRC1 and PRC2. **c** Histone marks of poised but not expressed bivalent promoters, **d** active promoters, and **e** active distal enhancers. **f** Schematic of the *Hic1*^*CreERT2*^ knock-in allele, which expresses tamoxifen-inducible Cre-recombinase in mesenchymal stromal cells (MSCs), and the *hSS2* allele in *Rosa26*, from which the SS18::SSX2 cDNA is expressed followed Cre-mediated recombination of a floxed stop cassette. Mice injected intraperitoneally with tamoxifen at 6 weeks age develop tumors in a variety of anatomic locations, but most consistently in the tongue over 16 weeks. **g** *Hic1*+ cells isolated from the tongues of 6 week old mice provide a cell of origin control comparison for predictable tongue SyS cells, rendering **h** lists of genes whose transcription is activated by sarcomagenesis (SAT), silenced by sarcomagenesis (SST), or maintained between control cells and SyS cells (MAT). These tongue tumors also provide material for bulk epigenomics that can be compared with **i** human SySs for validation. **j** Mice bearing the *hSS2* allele injected at 8 days of life in the hindlimb with TATCre develop larger tumors that provide the material for epigenomics assessments as well as BAF component ChIP-seq.

We explore the mechanism of this conflict, revealing how the fusion impacts CBAF and GBAF differently to result in the inappropriate activation of developmental genes that define and promote SyS. The study of synovial sarcomagenesis in the mouse has provided a tractable and faithful platform for experimentation, testing elements of the biology observed in human SyS^7,14,16,35–37^. Although epigenomics assessments of whole tumors add computational complexity from the infiltrating immune, endothelial, and supporting stromal cells, such non-tumor cell populations comprise a small fraction of the overall cells in SyS in humans and mice^38^, permitting robust interrogation of biology using these methods applied to whole tumors.

Here, we begin from a foundation set by comparing single cell transcriptomes from a discrete cell of origin to cellular states that punctuate the range of states across SyS development that are consistent between mice and humans and explored in detail in companion articles (Fig. 1f-j)^29,31^. Through this approach, we generate a catalog of genes associated with sarcomagenesis, facilitating the assignment of discrete roles to mapped SS18::SSX positions across the genome. Having previously established that the observed altered prevalence of BAF subtypes in SyS cells is achieved by the incorporation of SS18::SSX into both GBAF and CBAF^7^, we here leverage these insights to help determine the basic role of BAF complexes in SyS transcriptional reprogramming.

## Results

### SS18::SSX distributes to proximal and distal regulatory elements bearing ubiquitylated histone 2 A

In order to evaluate SS18::SSX distribution across chromatin, genome-wide, we performed immunoprecipitation followed by DNA sequencing of chromatin samples (ChIP-seq) from mouse SyS tumors expressing human *SS18::SSX2* (herein denoted as *hSS2*), using an antibody specific for the fusion oncoprotein^39^. SyS tumors were generated by expressing the fusion in mouse hindlimb tissues, initiated by TATCre protein injection at 8 days of life (Fig. 1j). Tumors included a range of histomorphologies across the spectrum of SyS (monophasic, biphasic, and poorly differentiated). ChIP-seq was also employed to assess SyS genome profiles of specific chromatin histone marks, and chromatin conformation by HiChIP was evaluated using an antibody against H3K27ac to identify enhancer loops for the purpose of assigning distal regulatory elements to specific genes (Supplementary Fig. 1a-d).

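HiChIP joins chromatin conformation capture to immunoprecipitation, and with an antibody against H3K27ac it enriches contacts between active promoters and enhancers. Chromatin from 2 hSS2 tumors, each initiated by TATCre injection at day 8 of life, was digested with MboI, filled in with biotin-labeled dATP, ligated and then immunoprecipitated. The authors mapped the read pairs to mm10 with HiC-Pro, called loops with hichipper and its Mango statistics, and merged the loops of both tumors into a single list. For each loop the list gives a pair of anchors, the count of paired-end tags that join them and an FDR, and the counts are not normalized. The merged list held 24244 loops with a total count of 41574, which is a mean of 1.71 and a median of 1 tag per loop. The loop with the most tags had 74. All loops joined anchors on the same chromosome, and every anchor lay within the length of its chromosome in GRCm38, the assembly that mm10 denotes. Loop density was highest on chromosome 11, with 21.3 loops per Mb, and lowest on chromosome X, with 1.74 loops per Mb. The distance between anchor midpoints ranged from 5.00 kb to 2.00 Mb with a median of 500.3 kb (lower quartile 248.9 kb, upper quartile 908.7 kb). The 16864 distinct anchors had a median width of 2.59 kb (5th to 95th percentile, 1.55 to 4.61 kb). They contained a median of 5 MboI sites, and 16 of them contained none.
The list was made of 2 parts, each sorted by position and placed one after the other. The first part held 13683 loops with a total count of 28657, and the second held 10561 loops with a total count of 12917. The parts carry no tumor name and were not assigned to tumors, so the merged list gives no spread between replicates. The loop numbers that the paper reports for the individual tumors, 28706 and 18633, are not those of either part. Intervals of shares are Wilson 95% intervals, which cover counting error only, and other intervals are named where they are given. A loop was assigned to a gene when one of its anchors reached within 2 kb of the TSS of any GENCODE vM21 transcript of that gene. The other anchor of the loop was taken as the distal anchor, and the loop score of a promoter was the sum of the counts of its loops.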

In our associated paper, we defined three categories of genes determined by comparison of single cell RNA sequencing (scRNA-seq) of mesenchymal stromal cells that give rise to SyS upon expression of the fusion (MSC, cells of origin) and fully transformed SyS cells (Fig. 1h)^31^. These gene categories comprise: 1) genes that transition from no significant expression in MSCs to expression in SyS (sarcomagenesis activated transcription, SAT genes), 2) genes that are expressed in both the MSCs and the transformed SyS cells (maintained active transcription, MAT genes), and 3) genes that transition from active expression in MSCs to negligible expression in transformed SyS cells (sarcomagenesis silenced transcription, SST genes).

In order to identify direct targets of SS18::SSX among the genes that increase expression with sarcomagenesis, we evaluated each of the promoters in the SAT genes for the fusion oncoprotein ChIP-seq enrichment surrounding the transcription start site (TSS ± 2kB) and the distal anchors of HiChIP loops that have loop anchors within the same proximal locus (Fig. 2a). 

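The promoters compared were those of the SAT and MAT genes plotted in Fig. 2a. H3K27ac HiChIP loops reached the promoters of 104 SAT genes (56.2% of the category, 49.0 to 63.2%) and 283 MAT genes (76.3%, 71.7 to 80.3%). The SAT share was lower by 20.1 percentage points, a larger deficit than in any of 10000 random relabellings of the 556 genes. Genes are not replicates, so this percentile describes the merged loop list and is not a p-value. Restricting the list to loops with an FDR under 0.001 moved the result most, to 17.3% of SAT and 14.6% of MAT promoters, and this difference of 2.74 points lay at percentile 79.3 of the relabellings. The 518 loops at SAT promoters had a total count of 1390, and 68.9% of them rested on a single tag. At MAT promoters there were 1338 loops with a total count of 2102, and 79.1% rested on a single tag. Loops in both parts of the list were found for 43 SAT genes (23.2%) and 164 MAT genes (44.2%).
The median loop score was 1 for SAT and 3 for MAT genes, a difference at percentile 0.015 of the relabellings. With the promoter window narrowed to 1 kb the difference shrank by 1 tag and lay at percentile 5.19, inside the central 95%. Among looped genes alone the median loop score was 4 in both categories. Over all genes of each category the mean was 8.08 for SAT and 5.77 for MAT genes, a difference at percentile 85.8, inside the central 95%. The SAT mean rested on the Hox genes. In settings chosen after the values were seen, it was 6.03 without Hoxc5, 6.07 with RefSeq transcripts, and 4.48 without the Hox clusters, which is below the MAT mean. A loop score of at least 50 was found for 10 SAT genes (5.41%, 2.96 to 9.66%) and 5 MAT genes (1.35%, 0.577 to 3.12%), a difference at percentile 99.5 of the relabellings. This comparison was added after the values were seen, so its percentile is not that of a planned test. The intervals and relabellings take genes as independent, but 5 of these 10 are Hox genes that share anchors (Hoxb3, Hoxb4, Hoxc4, Hoxc5 and Hoxc6). Without the Hox clusters, a setting also chosen after the values were seen, 5 SAT genes were left (2.82%, 1.21 to 6.44%), at percentile 87.0 and inside the central 95%. With RefSeq transcripts 9 were left, since Ppfia3 fell below 50. The median span of the loops of a gene had a median of 600.3 kb over looped SAT genes and 552.4 kb over looped MAT genes. That difference lay at percentile 81.6, and at percentile 98.4 when only loops up to 1 Mb were used.

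**Figure D1:**
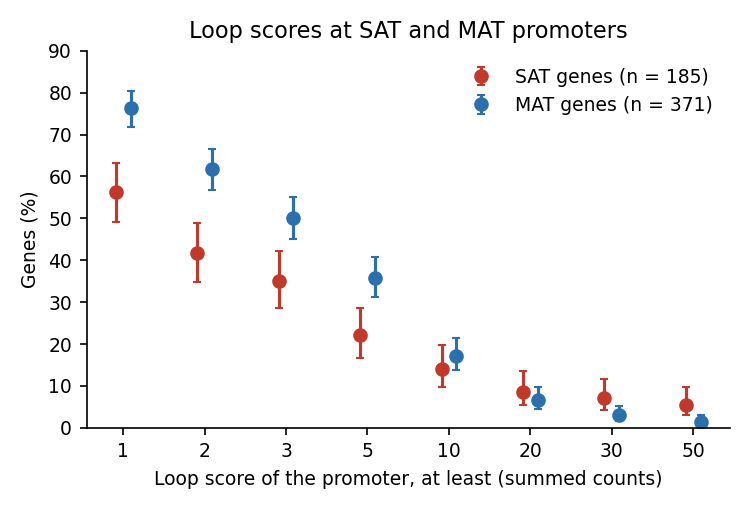
Share of SAT (red) and MAT (blue) genes, in percent, whose promoter had at least the loop score on the horizontal axis, in summed tag counts. Bars are Wilson 95% intervals. SAT genes lay below MAT genes up to a score of 10 and above them from a score of 20, where the intervals overlap, and without the Hox clusters they lay below at 20 as well (5.65 against 6.74%).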

MAT genes served as housekeeping gene controls in these populations of cells. We then profiled all the called SS18::SSX ChIP-seq peaks (q-value < 0.001) that intersected any TSS in the genome for peak width and enrichment score. Two very distinct patterns emerged among promoter associated peaks: broad peaks, among which the SAT genes were included, and narrow peaks, some of which had very strong fusion enrichment, and among which, MAT genes were included (Fig. 2b). This immediately suggested that SS18::SSX targets promoters in two patterns, narrow and broad, with broad promoter binding designating genes whose transcription was activated across the time course of fusion-driven transformation.

**Fig. 2:**
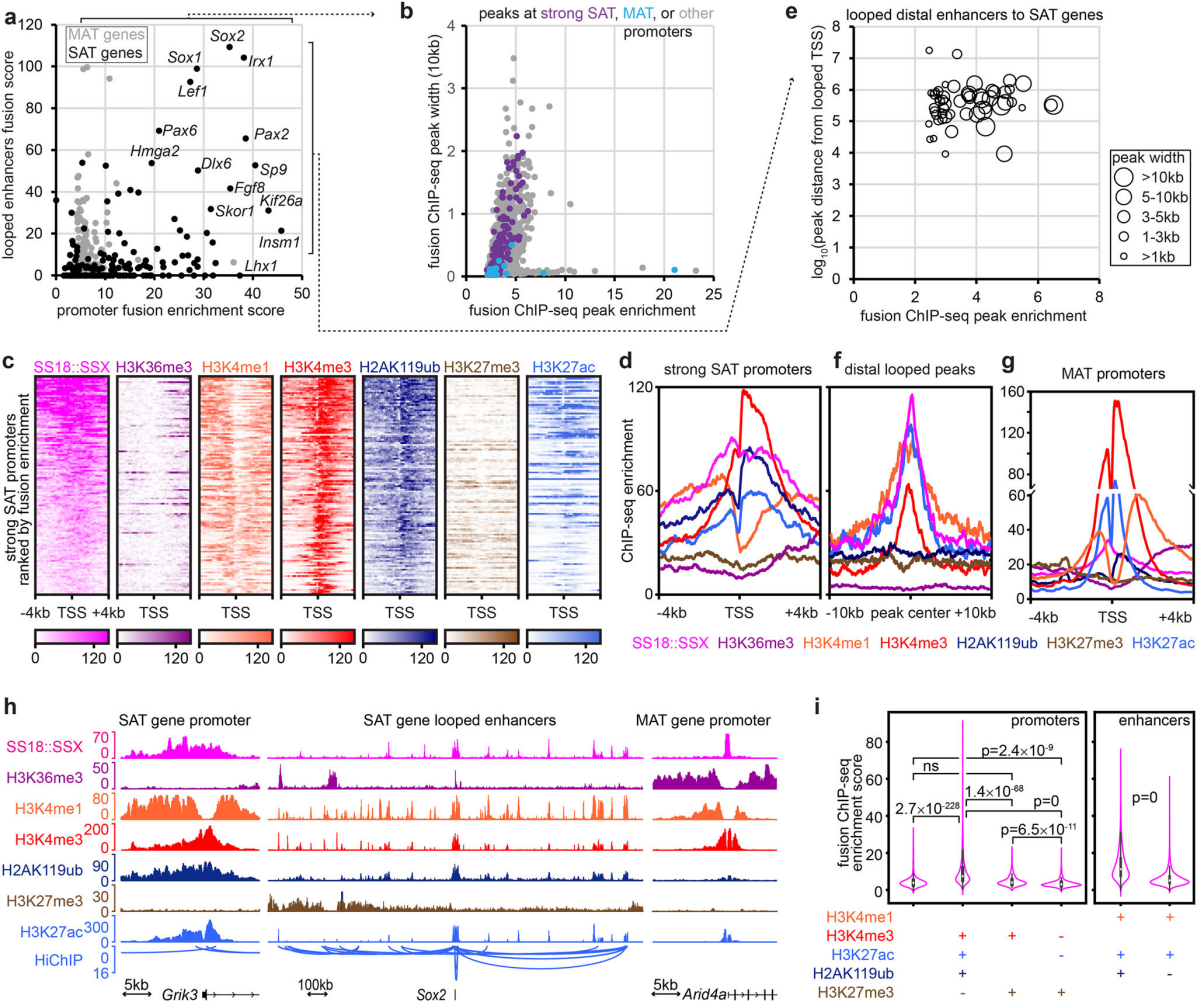
SS18::SSX distributes to transcriptional regulatory elements with monoubiquitylated histone H2A bearing nucleosomes. **a** Fusion ChIP-seq summed enrichment at enhancer loci (distal anchors ±2 kb of H3K27ac-HiChIP loop to selected promoters, with enrichment multiplied by loop score) versus promoter enrichment (transcription start site, TSS ± 2 kb) for genes discretely associated with sarcomagenesis activated transcription (SAT) and maintained active transcription (MAT). **b** Fusion ChIP-seq peak width versus enrichment for all peaks that are within 2 kb of any TSS, with those near MAT or strong SAT gene promoters indicated. **c** Heatmaps for ChIP-seq enrichment centered at the TSS of each strong SAT gene promoter. **d** ChIP-seq enrichment plots for histone marks at strong SAT gene promoters. **e** Distal fusion ChIP-seq peak width and distance from its looped SAT gene TSS versus enrichment. **f** ChIP-seq enrichment plots at distal fusion peaks looped to SAT gene promoters. **g** ChIP-seq enrichment plots for MAT gene promoters. **h** Example tracks of a histone promoter signature for an SAT gene promoter and looped enhancers, as well as an MAT gene promoter. **i** Violin plots of fusion enrichment at promoters and enhancers with different patterns of intersected peaks called for histone marks or randomly selected promoters across the genome. Any column missing a plus or minus was simply not specified for ChIP-seq in that category (Violin plots show data distribution with embedded box plots indicating median, 25^th^–75^th^ percentiles, and whiskers for minimum and maximum. Sample sizes by types of loci: triple positive, *n* = 3381; random, *n* = 977; negative, *n* = 940; bivalent, *n* = 325. Kruskal–Wallis test for unbalanced data, rank-based). Source data are provided as a Source Data file.

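In Fig. 2a the enrichment of each distal anchor is multiplied by the loop score. The loop scores recomputed from the H3K27ac HiChIP list and the looped enhancer scores that the paper reports for Fig. 2a had a Spearman rho of 0.820 across the SAT and MAT genes (bootstrap 95% interval over genes, 0.774 to 0.854). These are genes of one merged list and not independent replicates. Over the 381 genes above 0 in both measures rho was 0.538. The Sox2 gene (ENSMUSG00000074637.7) lies on chromosome 3 of mm10 from 34650405 to 34652461 on the plus strand. Its promoter had 13 loops with a loop score of 39, of which 26 tags came from the first part of the list. The strongest of these loops had 16 tags (FDR 9.18e-05) and reached the anchor from 34660393 to 34665630, 12.8 kb away, where TSSs of the long noncoding RNA gene Sox2ot and of Gm42693 are annotated. Of the distal anchors of Sox2, 5 lay near the TSS of another gene and 8 did not.
Lef1 (ENSMUSG00000027985.14, chromosome 3, 131110471 to 131224356) had 9 loops and a loop score of 51, and all but 1 of these tags came from the first part of the list. Its strongest loop, with 22 tags, spanned 5.31 kb to an anchor from 131104660 to 131107741 with no TSS within 2 kb. Dlx6 (chromosome 6, 6863334 to 6868568) had a loop score of 54, led by a loop of 21 tags to the TSS of Dlx6os1. Sox1 (chromosome 8, 12395295 to 12400126) had 21 loops and a loop score of 53. Fewer tags were found at other labeled genes. Fgf8 had a single loop of 1 tag, and no loop reached Lhx1 (chromosome 11, 84518284 to 84525535). The list holds only called loops, so tags at Lhx1 in loops that were not called remain unseen. For the genes of the example tracks in Fig. 2h, Grik3 (chromosome 4, 125490700 to 125714173), a SAT gene, had 4 loops and Arid4a (chromosome 12, 71015990 to 71098592), a MAT gene, had 7. Every one of these loops rested on a single tag, so a difference between Grik3 and Arid4a was not detectable at this depth. The distal anchors of Grik3 all lay near TSSs of other genes, as did 6 of those of Arid4a.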

In order to characterize the epigenetic attributes of SS18::SSX-occupied SAT gene promoters, we next profiled the distribution of specific histone marks by ChIP-seq (Fig. 2c-d, Supplementary Fig. 1e). Specifically, in addition to the histone marks introduced above, trimethylation of lysine 36 on histone H3 was used as a control to mark actively transcribed gene bodies, as opposed to proximal or distal regulatory elements. These ChIP-seq experiments for histone marks revealed a pattern of strong H2AK119ub and H3K4me3 – but curiously lacking H3K27me3 – supporting the observation that these typically silent/poised/bivalent developmental gene promoters are converted towards activated transcription, identified in human and mouse SySs^29,31^.

We also sought to characterize the distal (enhancer) binding sites of the fusion that contributed to the regulation of sarcomagenic transcription. Although most loop anchors distant from the promoters of SAT genes colocalized proximally near the TSSs of other genes, others arose from loci distal to all promoters. These distal loci were both broad in width and had strong fusion enrichment (Fig. 2e). 

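The loops at SAT promoters ended in 478 distinct distal anchors of the H3K27ac HiChIP list. Of these, 366 (76.6%, 72.6 to 80.1%) lay within 2 kb of the TSS of another gene. The remaining 112 (23.4%) lay farther from every annotated TSS, at a median distance of 19.3 kb to the nearest one, with 52 inside gene bodies and 60 outside. They belonged to 50 SAT genes. Among the anchors near a TSS, 335 lay at the TSS of a protein-coding gene. SAT promoters were met at 11 of them, MAT promoters at 8, and promoters outside both categories alone at 347. Counting only the second part of the list moved the share most, to 67.1% (60.7 to 72.9%), and the first part alone gave 85.3% (80.5 to 89.0%). The share was above 50% in every setting that was tried.
For MAT promoters, 1097 of 1238 distal anchors (88.6%, 86.7 to 90.3%) lay near the TSS of another gene, an interval above that of the SAT promoters. Over all looped promoters in the genome the share was 78.7% (12133 of 15407 anchors). Lists of looped promoters drawn at random with the gene density of the SAT promoters, counted within 500 kb, had a median share of 85.9%, and the SAT share lay at percentile 0.02 of 10000 such lists. With loops at an FDR under 0.001 it lay at percentile 3.33 of its matched lists (57 of 76 anchors) and with at least 4 tags at 10.9 (43 of 57 anchors), both inside the central 95%. The SAT share itself changed little, to 75.0% (64.2 to 83.4%) and 75.4% (62.9 to 84.8%), on far fewer anchors. The MAT shares in these settings were 95.3% (88.5 to 98.2%) and 93.8% (86.4 to 97.3%), with intervals above those of the SAT shares. Loops from SAT promoters to the anchors far from every TSS had a mean count of 2.10 tags and those to anchors near a TSS 2.85 tags. This comparison was added after the values were seen. Its difference of -0.752 tags had a bootstrap 95% interval over genes of -2.22 to 0.504, so an order of the means was not detectable. In settings chosen after the values were seen, the means were 2.05 and 2.17 tags without Hoxc5 and 1.80 and 2.25 with RefSeq transcripts. Without the Hox clusters the mean to far anchors was the higher one, by 0.264 tags (bootstrap 95% interval over genes, -0.528 to 1.00). For MAT loops they were 1.42 and 1.59 tags. A single tag supported 67.2% of the SAT loops and 91.8% of the MAT loops to far anchors, and 69.6% and 77.5% of those to near anchors. From the loops at SAT promoters the paper states that most distal anchors colocalize with the TSSs of other genes, and it takes the remaining loci as the distal fusion binding sites characterized in Fig. 2e and Fig. 2f.

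**Figure D2:**
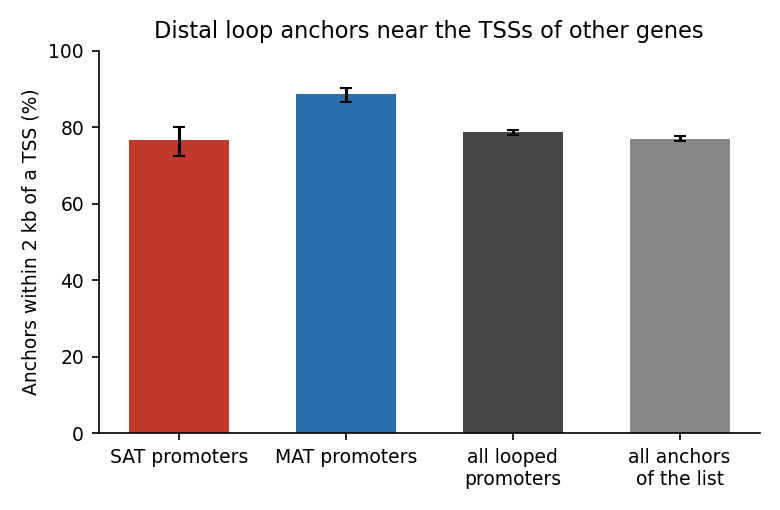
Percent of distal loop anchors within 2 kb of the TSS of another gene for SAT, MAT and all looped promoters, and percent of all anchors of the list within 2 kb of any TSS. Bars start at 0 and the whiskers are Wilson 95% intervals; the MAT bar is the highest.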

H2AK119ub was present at a few of these distal loci (Fig. 2f, Supplementary Fig. 1e). However, in striking contrast, the MAT and SST gene promoters had very different patterns of associated histone mark ChIP-seq enrichment, as they lacked significant and strong H2AK119ub enrichment (Fig. 2h, Supplementary Fig. 1f-h).

We next interrogated these signature histone ChIP-seq enrichment patterns across the entire genome to identify other promoters and distal loci that might interact with the fusion with respect to sarcomagenesis. Promoters were therefore defined by the intersection of called peaks (q-value < 0.001) for this SAT pattern of H2AK119ub + , H3K4me3 + , H3K27ac + , H3K27me3– marks, by the classic bivalent promoter signature (H3K4me3 + , H3K27me3 + ), by H3K27me3+ alone, or as random promoters across the genome as a control. We also defined distal active enhancers by called intersection peaks for H3K4me1 and H3K27ac, then divided these between those with or without additionally called peaks for H2AK119ub. SS18::SSX ChIP-seq enrichment at promoters and distal enhancers that included called peaks for H2AK119ub were significantly stronger than the comparison controls (Fig. 2i, Supplementary Fig. 1i-o). Thus, histone mark and fusion ChIP-seq enrichment profiles at these SAT pattern-defined promoters and distal enhancers identified strong coincidence of H2AK119ub and the fusion, consistent with SSX tail-H2AK119ub interaction as the dominant mode of fusion targeting. We next confirmed the pattern of broad fusion promoter peaks coinciding with H2AK119ub and the few narrow promoter peaks less so, by performing ChIP-seq for SS18::SSX and H2AK119ub on two human patient SySs that had been expanded as patient derived xenografts prior to whole tumor epigenomics (Supplementary Fig. 1p-r).

### GBAF with fusion distributes to broad proximal and distal regions; CBAF and PBAF distribute narrowly to active TSSs

The distribution of each BAF family subtype across chromatin was interrogated using ChIP-seq with antibodies against BAF subunits. Single crosslinking was sufficient for BRD9 (a GBAF subunit), SMARCA4 (also known as BRG1, the principal ATPase subunit common to most BAF-family subtypes), and SMARCC1 (also known as BAF155, a subunit incorporating into all BAF-family subtypes), while PBRM1 (a PBAF subunit) and DPF2 (a CBAF subunit) required double cross-linking, and ARID1A (another CBAF subunit), did not achieve strong, reproducible ChIP-seq with single or double cross-linking (Supplementary Fig. 2a-b). Strong concordance among biological replicates was confirmed for each antibody. Importantly, strong correlations were found between PBAF and CBAF distributions, as well as between fusion and GBAF distributions (Fig. 3a, Supplementary Fig. 2b-c). The stronger correlation of fusion with GBAF than with CBAF (r = 0.73, r = 0.32, Pearson correlation coefficients, respectively) was reflected in strikingly distinct annotation distributions between CBAF/PBAF and GBAF/SS18:SSX. CBAF distributes heavily to promoter regions in SyS, contrasting its distribution in murine stem cells, wherein CBAF predominantly distributes to distal intragenic or intergenic loci (Fig. 3b-c)^34^. Notably, CBAF in SyS experienced a near-total depletion at distal loci, positions where it typically plays a vital role in remodeling chromatin at enhancers across various cell types, including stem cells (Fig. 3d)^34^.

**Fig. 3:**
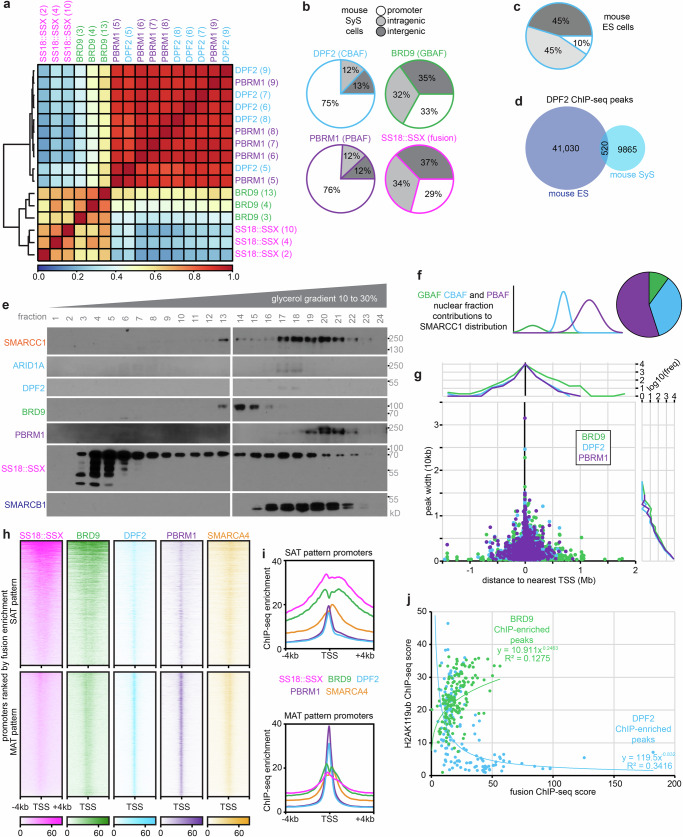
BAF family complex subtypes distribute across chromatin relative to SS18::SSX. **a** Correlation heatmap for genome-wide distributions by ChIP-seq of fusion, BRD9, PBRM1, and DPF2 for individual tumors tested. **b** Chromatin annotation discrepancy between CBAF, PBAF, GBAF, and the fusion. **c** Distribution of chromatin annotations for DPF2 ChIP-seq in mouse embryonic stem cells from Zhang et al., 2019. **d** Venn diagram of overlap for DPF2 ChIP-seq peaks in mouse embryonic stem cells (ES)^34^, versus mouse synovial sarcomas (SyS). **e** Western blots following glycerol size fractionation of nuclear extracts in a mouse SyS tumor **f** showing contributions of GBAF, CBAF, and PBAF to the overall SMARCC1 distribution calculated for each fraction (This was repeated on two biological replicates, presenting the aggregate clearest blots for one sample). **g** Called peaks width versus distance and histograms from TSS for BRD9, DPF2, and PBRM1. **h** Enrichment heatmaps for SS18::SSX, BRD9, DPF2, PBRM1, and SMARCA4 ChIP-seqs at SAT and MAT pattern promoters. **i** Enrichment plots for SAT and MAT pattern promoters. **j** Plot of the ChIP-seq enrichment scores for fusion versus H2AK119ub, noted for those peaks that are in the top 1% of DPF2 enrichment or BRD9 enrichment, showing divergent relationships in these two populations of peaks. Source data are provided as a Source Data file.

As previously reported, we confirmed a profound loss of CBAF levels in SyS, using glycerol gradient fractionation of nuclear extracts (Fig. 3e-f)^7^. The relative abundance of GBAF, CBAF, and PBAF in nuclear extracts must be interpreted with the understanding that these assays measure proteins/levels derived from the nucleoplasm, not protein tightly bound to insoluble chromatin. Specifically, the preponderance of SS18::SSX-bearing GBAF (GBAF^SS18::SSX^) that is avidly bound to insoluble chromatin underlies GBAF’s underrepresentation in the non-chromatin-bound nucleoplasm that is resolved by the glycerol gradient. Notably, the CBAF-specific subunits DPF2 and ARID1A are difficult to identify in SyS nuclear protein gradients, but are not enriched in the chromatin bound fraction, as we previously reported^7^.

GBAF peaks were broader than CBAF or PBAF peaks (p = 2.88×10^-13^, p = 0.035, 2-tailed heteroscedastic t-tests, respectively for GBAF-to-CBAF and GBAF-to-PBAF), especially at TSSs, but also comprised the great majority of distal peaks for all BAF complexes (Fig. 3g). Profiling of BAF components at SAT and MAT pattern promoters identified striking contrasts, with CBAF and PBAF narrowly occupying the TSS of both types of promoters, and stronger fusion and GBAF enrichment at SAT pattern than at MAT pattern (H2AK119ub-lacking) or SST promoters (Fig. 3h-i, Supplementary Fig. 2d-e). Distal loci with H2AK119ub show strong enrichment for H2AK119ub, fusion and GBAF. However, certain loci lacking called H2AK119ub peaks also contained GBAF and fusion (and even sub-threshold presence of H2AK119ub) in a similar, albeit diminished enrichment pattern (Supplementary Fig. 2f-i). These data suggest that SS18::SSX distributes with GBAF primarily to the regulatory elements of sarcomagenesis-associated genes. The narrow pattern of CBAF at the TSS (often with accompanying fusion), correlates with gaps in the H2AK119ub and H3K4me3 distribution; GBAF instead co-distributes with H2AK119ub in promoter CpG islands, identified loosely by high GC content of these promoter sequences (Supplementary Fig. 2j-k). Hypomethylated CpG islands are strongly correlated with developmental genes for bivalency as we report in our collaborative study in human SyS^29^. In this fashion, H2AK119ub enrichment inversely correlated with CBAF presence among fusion peaks (Fig. 3j). For confirmation in human cell lines, SS18 ChIP-seq that was performed before and after depletion of SS18::SSX in the Aska SyS cell line, as reported in a prior paper demonstrated a more normal annotation distribution of wild-type CBAF in fusion depleted cells (which the SS18 antibody represents in the absence of the fusion), as well as the particular gain of predominantly distal enrichments in comparison to the presence of SS18::SSX (Supplementary Fig. 2l)^13^.

### Synovial sarcoma transcriptional trajectories define gene sets

In order to profile the transcriptional changes that accompany SyS development along disparate epithelial, mesenchymal, or poorly differentiated trajectories, we performed single cell transcriptome profiling (scRNA-seq) on mouse SyS tumors comparable to those profiled epigenomically (Fig. 1j). The tumors exhibited a variety of histomorphologies, indicated in hematoxylin and eosin tumor sections of tissue immediately adjacent to that submitted for scRNA-seq (Fig. 4a, Supplementary Fig. 3a). Clusters of tumor-infiltrating fibroblasts, endothelial cells, and immune cells were easily identified by their expression signatures (Fig. 4b-c). Expression profiles of mouse SyS cells were checked against published human SyS scRNA-seq using the SyS expression profile published, which demonstrated strong correlation across species (Supplementary Fig. 3b)^12^. Spatial profiling of transcription in additional mouse SyS tumor samples identified reference genes across histologically-specified cell types (confirmed by immunohistochemistry at the protein level for two examples) and permitted assignment of clustered malignant cells to specific categories (Fig. 4d-f, Supplementary Fig. 3c and 4). We then performed a pseudo-time trajectory from the likely earliest transformed cells to those that displayed mesenchymal spindle cell morphology, epithelial cell morphology, and poorly differentiated morphology (Fig. 4g). These trajectories revealed positively associated genes in both the SAT pattern (sarcomagenesis linked) and MAT pattern (housekeeping) gene sets (Fig. 4h, Supplementary Fig. 5).

**Fig. 4:**
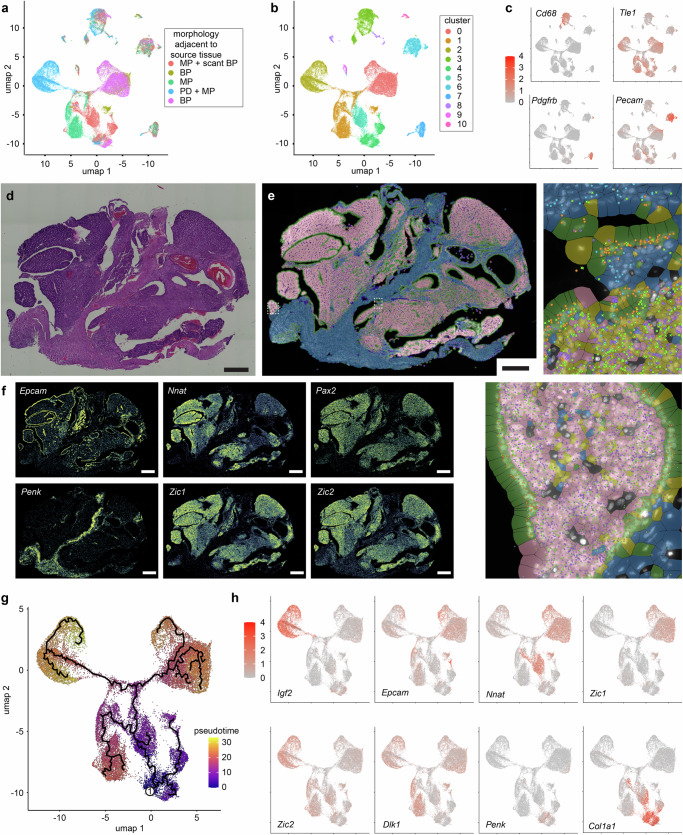
Single cell transcriptomics reveal gene sets associated with specific differentiation states of synovial sarcoma cells. **a** Seurat clustering by UMAPs in 2 dimensions noting 5 source samples (MP, monophasic; BP, biphasic; PD, poorly differentiated) and clusters **b** of mouse synovial sarcomas initiated by SS18::SSX2 expression by TATCre limb injection at 8 days of life. **c** Heatmaps for expression of marker genes across the clusters, identifying cluster 3 as monocytes/macrophages, 7 as fibroblasts, 6 as endothelial cells, and 0, 1, 2, 4, and 5 as SyS cells, 8, 9, and 10 represent other supporting non-neoplastic cell types. **d** H&E stained photomicrograph of Xenium spatial transcriptomics sample of an hSS2 mouse tumor (all magnification bars are 500 µm; the additional biological replicates of this analysis are presented in Supplementary Fig. 4 in their entirety). **e** Xenium cluster calls for SyS cell types of monophasic (blue), epithelial and poorly differentiated (pink), glandular epithelial cells (green), endothelial cells (purple) with expanded sections demonstrating the positional expression of *Penk* (cyan sunbursts), *Epcam* (orange sunbursts), *Nnat* (purple squares), and *Zic1* (green Xs) transcripts. **f** Xenium heatmap expression data for marker genes of distinct histological cell types. **g** Whole transcriptome scRNA-seq of neoplastic cell clusters demonstrate divergent pseudotime trajectories into the varied Seurat UMAP clusters, beginning at the circled 1. **h** Heatmap expression of individual marker genes that distinguish between different neoplastic cell clusters.

### *Smarcb1* disruption disables the expression of SS18::SSX-driven developmental target genes

Next, we sought to determine the functional contribution of the narrow CBAF and PBAF localization at TSSs to SyS tumor phenotypes. Both of these BAF sub-families incorporate SMARCB1 and ARID components. We therefore began by interrogating the impact of *Smarcb1* genetic disruption^40^ in *hSS2*-driven tumors (Supplementary Fig. 6a-b). We previously demonstrated that *Smarcb1* knockout significantly shortened latency to tumorigenesis and altered cell morphology away from typical SyS features, with a distinct increase in nuclear atypia (Fig. 5a-b)^7^. This suggests that biology associated with SMARCB1 loss is not included in fusion-only-driven oncogenesis. Transcriptional profiling by RNA-seq demonstrated significantly reduced expression of the majority of SAT pattern genes, inconsistent directional change in many MAT pattern genes, and a minimal change in the SST genes, which are already relatively lowly expressed in the *Smarcb1* wildtype tumors, or the pseudotime associated genes (Fig. 5c-f, Supplementary Fig. 6c). We confirmed that the loss of SMARCB1 leads to profound loss of PBAF complexes and restored the preponderance of CBAF complexes (Fig. 5g-h, Supplementary Fig. 6d), further confirming our prior observation that CBAF complexes can readily assemble in the absence of the SMARCB1 subunit.^7^ We previously interpreted similar findings as demonstrating that PBAF loss at the TSS was solely responsible for the acute alteration in tumor phenotype. However, considering the tight correspondence of CBAF and PBAF distributions across the SyS genome, we further propose that CBAF fails to compensate PBAF loss at the TSS of SAT pattern gene promoters in the context of SMARCB1 loss. A conspicuous dip at these sites in *Smarcb1*-silenced tumors represents focal loss of general BAF complex ChIP-seq signal here. This dip strongly mirrors that of GBAF distribution in *Smarcb1*-wildtype tumors (Fig. 5i-l). Taken together, in SyS tumors, GBAF abandons the TSS whereas CBAF and PBAF focally occupy the TSS in a SMARCB1-dependent manner.

**Fig. 5:**
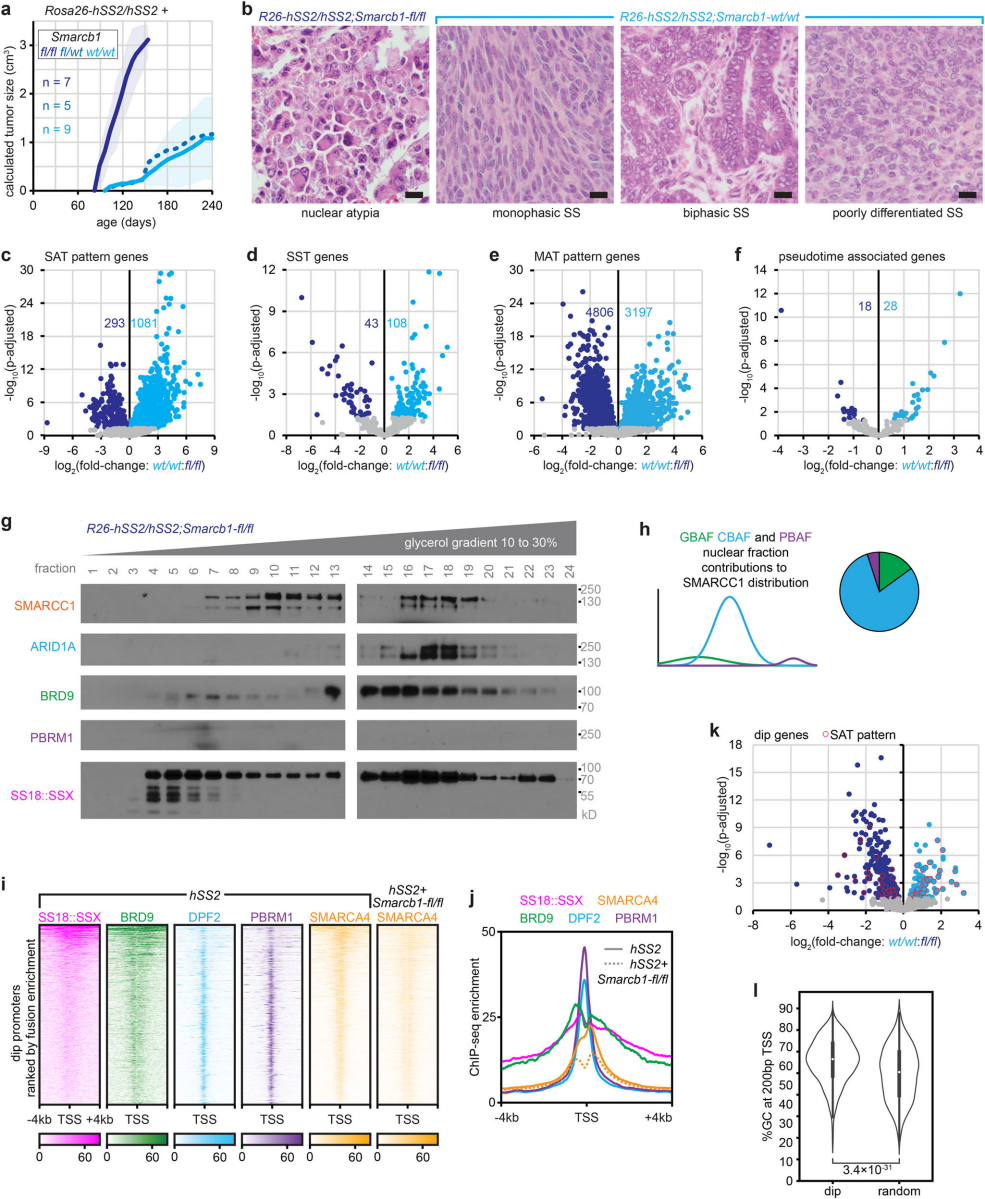
SMARCB1 loss limits PBAF assembly in SyS and blocks CBAF from TSS binding. **a** Growth trajectories of mean tumor size (sample sizes indicated are biological replicates: individual tumors developing in individual mice, where shading indicates ± standard deviations, p-values from two-tailed, heteroscedastic *t* tests) in *hSS2* mice injected with TATCre at day 28 of life, comparing littermates with varied *Smarcb1-fl* genotypes. **b** Example photomicrographs of the bizarre nuclear atypia apparent in an *hSS2* tumor with homozygous floxed *Smarcb1* and the three typical categories of SyS histology identified in *Smarcb1* wildtype tumors (An H&E stained section of each of the tumors produced was reviewed at the same sample size as the tumorigenesis experiments in (**a**) but representative photomicrographs were procured secondarily; each magnification bar is 10 µm). **c** Differential expression (by bulk tumor RNA-seq) of SAT pattern genes, **d** SST genes, **e** MAT pattern genes, and **f** the genes associated with the pseudo-time trajectory noted in scRNA-seq (see Fig. 3g) of *hSS2* tumors bearing *wildtype* versus homozygous floxed *Smarcb1*. **g** Western blots and **h** graphical histograms indicating the relative contribution of GBAF, CBAF and PBAF in glycerol nuclear fractions of an *hSS2*, *Smarcb1-*disrupted tumor (This experiment was repeated on two biological replicates, presenting the aggregate clearest blots for one sample). **i** Enrichment heatmaps and **j** enrichment plots for BAF components ChIP-seq at promoters defined as having focal loss (dip) of SMARCA4 in *hSS2*;*Smarcb1-fl/fl* tumors. **k** Differential expression of genes defined by the dip at the promoter comparing *hSS2;Smarcb1-wt/wt* and *hSS2;Smarcb1-fl/fl* tumors. **l** Violin plots of the GC content of the 200 bp surrounding the TSS with dip genes or random other promoters across the genome (Violin plots show data distribution with embedded box plots indicating median, 25^th^–75^th^ percentiles, and whiskers for minimum and maximum. Sample sizes: dip sites, *n* = 1217; random sites, *n* = 977; Kruskal-Wallis test for unbalanced data, rank-based; p-value from Dunn test for pairwise comparisons). Source data are provided as a Source Data file.

### *Pbrm1* disruption blocks SS18::SSX reprogramming, encouraging alternate oncogenic pathways

Silencing the PBAF specific subunit *Pbrm1*^41^ in *hSS2*-driven tumorigenesis also led to faster tumor development (Fig. 6a, Supplementary Fig. 7a-c) which lacked the full array of SyS histomorphologies observed in *Pbrm1*-wildtype tumors, instead exhibiting increased nuclear atypia (Fig. 6b-c). Compared to the strong impact of *Smarcb1* on SAT pattern gene expression in SyS tumors, *Pbrm1* silencing was comparatively subtle (Fig. 6d). This argues that CBAF (with SMARCB1 intact) can compensate for PBAF disruption at the narrow TSS binding positions in SyS, remodeling chromatin to enable gene expression. More striking was the reduced expression of MAT pattern genes in *Pbrm1*-silenced tumors (compared to *Smarcb1* silencing) (Fig. 6e). *Pbrm1* silencing in these *hSS2* tumors achieved the anticipated loss of *Pbrm1* transcripts by RNA-seq and the reduction in the presence of PBAF complexes in nuclear extracts (Fig. 6f-h). Because CBAF and PBAF ChIP-seq enrichments are strongly correlated across the entire genome (Fig. 6i), the modest (relative to *Smarcb1* disruption) differential expression in the context of *Pbrm1* disruption argues that CBAF can compensate for PBAF loss at the TSSs of many expressed genes.

**Fig. 6:**
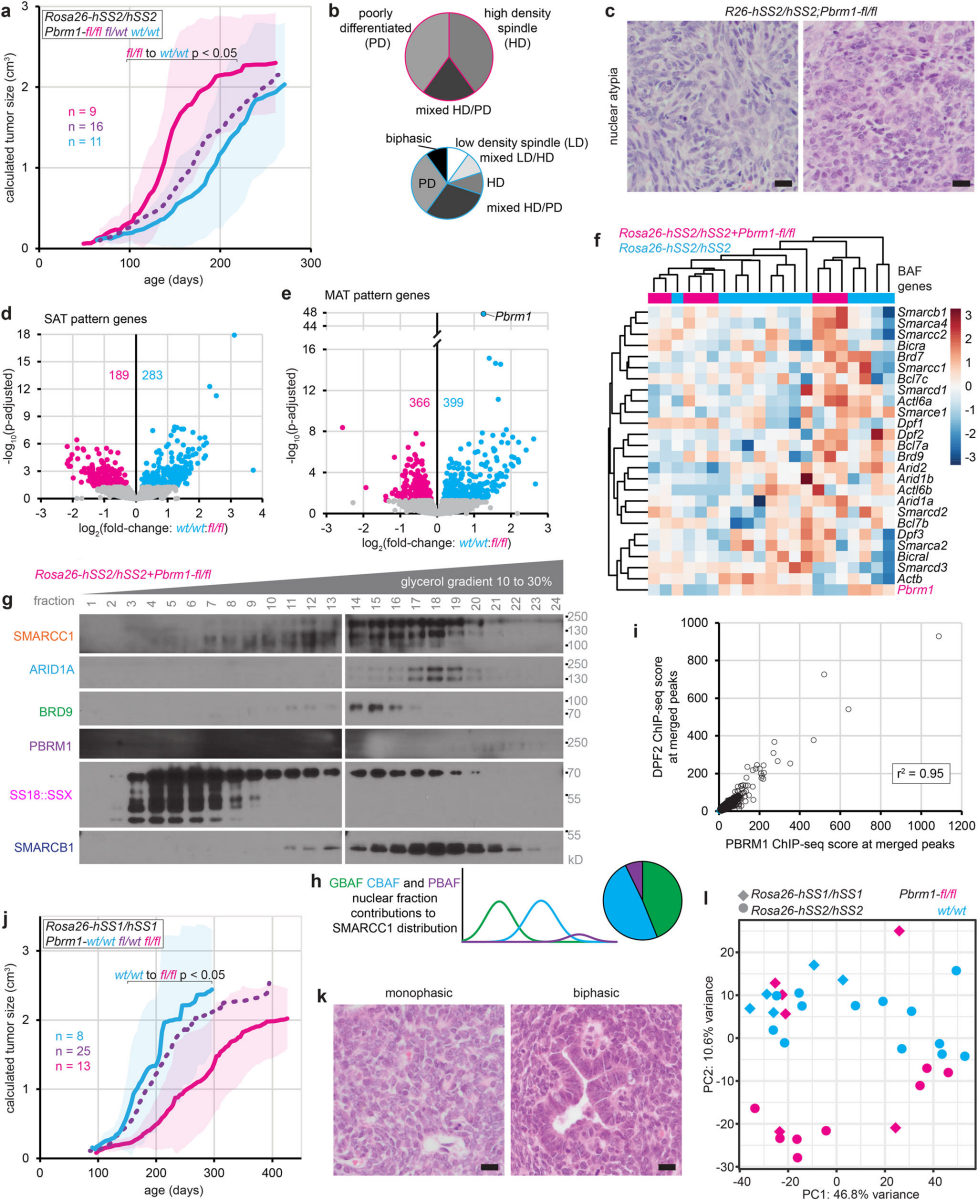
PBRM1 loss prohibits PBAF assembly and blocks the synovial sarcoma phenotype. **a** Growth trajectories of mean tumor size (sample sizes indicated are biological replicates: individual tumors developing in individual mice; shading indicates ± standard deviations; p-values from two-tailed, heteroscedastic *t* tests, with individual p-values listed in Source Data file.) in *hSS2* mice injected with TATCre at day 8 of life comparing littermates with varied *Pbrm1-fl* genotypes. **b** Pie charts indicating the histomorphology of *hSS2*;*Pbrm1-fl/fl* versus *hSS2*;*Pbrm1-wt/wt* tumors (*n* = 15, *n* = 10, biological replicates of individual tumors). **c** Example photomicrographs of the modest nuclear atypia noted in *hSS2*;*Pbrm1-fl/fl* (An H&E stained section of each of the tumors produced was reviewed at the same sample size as in (**b**) but representative photomicrographs were procured secondarily; each magnification bar is 10 µm). **d** Differential expression (by bulk tumor RNA-seq) of SAT pattern genes and **e** MAT pattern genes of *hSS2* tumors with *wildtype* versus homozygous floxed *Pbrm1*. **f** Expression heatmap of BAF component genes in *hSS2* tumors with or without *Pbrm1* disruption. **g** Western blots for BAF components after glycerol gradients of nuclear fractions of a *hSS2;Pbrm1-fl/fl* tumor (This experiment was repeated on two biological replicates, presenting the aggregate clearest blots for one sample). **h** Graphical histograms indicating the relative contribution of GBAF, CBAF, and PBAF to SMARCC1 distributions in an *hSS2*, *Pbrm1*-disrupted tumor. **i** DPF2 versus PBRM1 ChIP-seq enrichment across merged peaks between the two. **j** Growth trajectories of mean tumor size in *hSS1* mice littermates with varied *Pbrm1-fl* genotypes (sample sizes indicated are biological replicates: individual tumors developing in individual mice; shading indicates ± standard deviations; p-values from two-tailed, heteroscedastic *t* tests, with individual p-values listed in Source Data file.) **k** Photomicrograph examples demonstrating retained SyS phenotypes without nuclear atypia in the *hSS1;Pbrm1-fl/fl* tumors which develop more slowly than tumors in *hSS2;Pbrm1-fl/fl* mice (An H&E stained section of each of the tumors produced was reviewed at the same sample size as the tumorigenesis experiments in (**j**) but representative photomicrographs were procured secondarily; each magnification bar is 10 µm). **l** PCA plot in two dimensions from bulk RNA-seq of whole tumor transcriptomes in *hSS1;Pbrm1-fl/fl*, and *hSS2;Pbrm1-fl/fl*, mice. Source data are provided as a Source Data file.

For optimal rigor, we also performed the experiments in the *hSS1* background, expressing SS18::SSX1 from *Rosa26* via TATCre injection, which drives slightly slower synovial sarcomagenesis^6^. While *Pbrm1* loss decreased latency to tumorigenesis in *hSS2* tumors, homozygosity for floxed *Pbrm1* in *hSS1* tumors paradoxically slowed tumorigenesis (Fig. 6j, Supplementary Fig. 7d-f). Tumors arising more slowly in *hSS1;Pbrm1-fl/fl* mice retained normal SyS histomorphologies and lacked the nuclear atypia seen in *hSS2;Pbrm1-fl/fl* (Fig. 6k). Tumors developing in *hSS1;Pbrm1-fl/fl* mice also depleted *Pbrm1* expression (by RNA-seq) less than did *hSS2* tumors (Supplementary Fig. 7g, see also Fig. 6f), suggesting that tumor cells recombining only one of the two floxed *Pbrm1* alleles experienced stronger positive selection in the *hSS1* background. Principal component analysis (PCA) of entire transcriptomes determined by RNA-seq of *Pbrm1-fl/fl* and *wt/wt* tumors from both *hSS1* and *hSS2* mice demonstrated disparate clustering of the *hSS2;Pbrm1-fl/fl* tumors, but retained clustering of most *hSS1;Pbrm1-fl/fl* tumors with *Pbrm1* wildtype tumors from both backgrounds (Fig. 6l). Overall, this apparent paradox suggests that *Pbrm1* silencing similarly blunted synovial sarcomagenesis programs in both SS18::SSX backgrounds. This blunting of SyS programs tipped the faster growing *hSS2* tumors^6^ into an alternate tumorigenesis program, but merely slowed *hSS1* tumor development, causing selection for alleles that escaped recombination. The expression of hSS1 and hSS2 tumors has been tested previously, but again did not show significant alterations in important pathways, only a shift in proliferation and latency (Supplementary Fig. 7h)^6^.

### *Arid1a* or *Arid1b* disruption enhances the transcriptional silencing derived from SS18::SSX expression

Silencing of *Arid1a* or *Arid1b* sped tumorigenesis in both backgrounds (insignificantly in *hSS2*/*Arid1b*-loss mice, but significantly in all others), without significant change in the histomorphology of the developing tumors (Fig. 7a-f, Supplementary Fig. 8a-h)^42,43^. Tumors with homozygous disruption of *Arid1a*, especially, demonstrated rounder nuclei and higher cellular density (Fig. 7e). *Arid1a* or *Arid1b* silenced tumors still exhibited strong epithelial features, with or without epithelial gland formation (Fig. 7f). Similar to *Pbrm1*-silenced *hSS2* tumors, more of the SAT pattern genes had higher expression in *Arid1a*-wildtype *hSS2* tumors than in tumors with silenced *Arid1a*, but the difference was even more subtle (Fig. 7g). MAT genes were similarly not impacted to any large degree (Fig. 7h), even less so than in *Pbrm1*-silenced *hSS2* tumors. More strikingly, with *Arid1a* disruption, the expression of synovial sarcoma transcriptional silenced (SST) genes was further reduced (Fig. 7i-j). Although there was no appreciable further depletion of CBAF complexes in *Arid1a*-silenced tumors beyond that of wildtype *hSS2* tumors, there was also no apparent compensatory increase in expression of either paralog upon deletion of the other (Fig. 7k, Supplementary Fig. 8i). Among the genes exhibiting increased expression along the scRNA-seq pseudo-time trajectory toward more reprogrammed states, most of those that were MAT pattern genes had higher expression in *Arid1a*-silenced tumors (Fig. 8a). Overall, *Arid1a* or *Arid1b* disruption rendered tumor transcriptomes that clustered within the *hSS2* tumor transcriptomes, unlike *Pbrm1* disrupted tumors (Fig. 8b). Similarly, Xenium assessments of *Pbrm1*-silenced tumors showed a wider departure from the core clusters of neoplastic cell types than an *Arid1a*-silenced tumor (Fig. 8c, Supplementary Fig. 9). Having firmly established the expression of SAT gene signatures in human SyS in our related manuscripts^29,31^, we next sought to confirm that these CBAF-loss related signatures of gene expression and repression are also conserved between species with SS18::SSX-driven malignancy. The SST genes that were silenced more profoundly by *Arid1a* genetic disruption were found to be very lowly expressed in 52 human SyS transcriptomes. Inversely, the pseudo-time trajectory associated MAT pattern genes that were further upregulated by *Arid1a* silencing were highly expressed in the same human SyS tumors and their elevated expression correlated with worse prognosis, as well (Fig. 8d, Supplementary Fig. 10a).

**Fig. 7:**
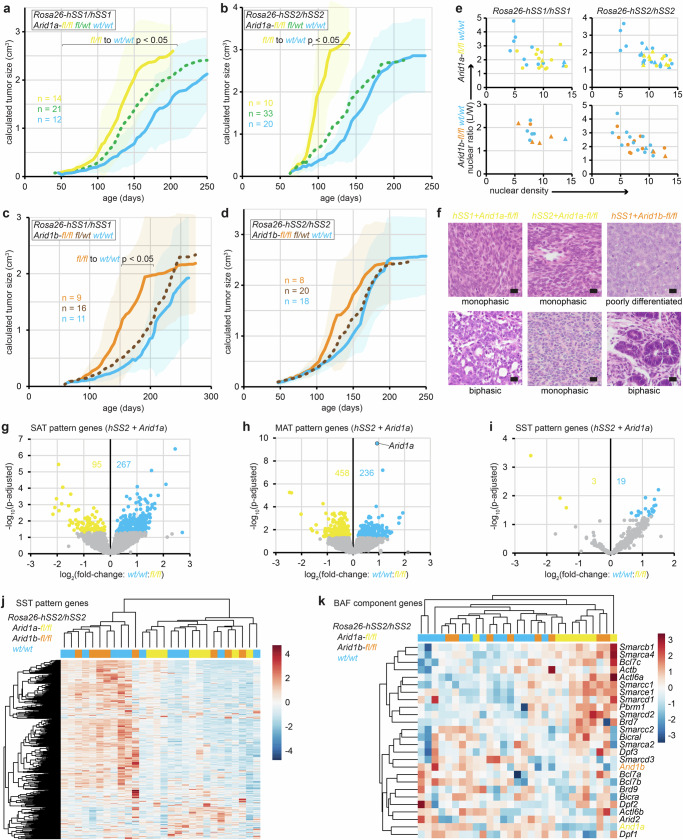
CBAF disruption enhances tumorigenesis without compromising the synovial sarcoma phenotype. **a** Growth trajectories of mean tumor size (sample sizes indicated are biological replicates: individual tumors developing in individual mice; shading indicates ± standard deviations, p-values from two-tailed, heteroscedastic *t* tests, with individual p-values listed in Source Data file.) in *hSS1* and **b** *hSS2* mice injected with TATCre at day 8 of life comparing littermates with varied *Arid1a-fl* genotypes. **c** Similar tumor growth curves for *hSS1* and **d** *hSS2* for littermates with varied *Arid1b-fl* genotypes. **e** plots of nuclear shape ratios (closer to 1 indicates roundness) and density for tumors from the different genetic cohorts, with monophasic and poorly differentiated tumors across the spectrum in round dots and tumors with epithelial histomorphology indicated by triangles. **f** Example photomicrographs of tumors with retained SyS histomorphological features following varied *Arid1* genotypes (An H&E stained section of each of the tumors produced was reviewed at the same sample size as the tumorigenesis experiments in **a**–**d** but representative photomicrographs were procured secondarily; each magnification bar is 10 µm). **g** Differential expression of SAT, **h** MAT, and **i** SST pattern genes comparing *hSS2* tumors with *wildtype* versus homozygous floxed *Arid1a* genotypes. **j** Expression heatmap of bulk RNA-seq for SST pattern genes and **k** BAF component genes among *hSS2* tumors with either *Arid1a* homozygous floxed, *Arid1b* homozygous floxed, or *wildtype* for both. Source data are provided as a Source Data file.

**Fig. 8:**
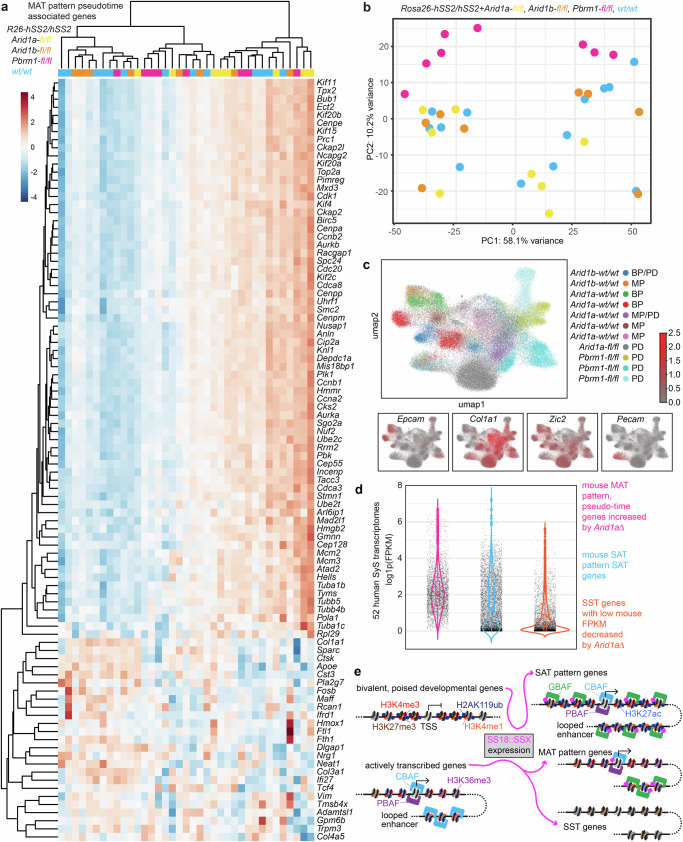
Unlike Arid1a disruption, Pbrm1 disruption alters synovial sarcoma transcriptional features. **a** Expression heatmap for non-SAT pattern genes identified as associated with pseudo-time trajectories, tested by bulk RNA-seq of *hSS2* tumors with varied *Arid1a*, *Arid1b*, and *Pbrm1* genotypes. **b** PCA plot of whole transcriptomes for *hSS2* tumors with varied *Arid1a*, *Arid1b*, and *Pbrm1* genotypes. **c** Xenium In Situ single cell transcriptomic UMAPs, indicating specific clusters that are epithelial or mesenchymal neoplastic populations of cells, versus endothelial cells, and how much each of the unique sample sources contribute to the varied clusters. **d** Expression of three gene sets among 52 human SyS transcriptomes (biological replicates, individual tumors arising in individual patients) from our human dataset, showing conserved expression of CBAF-loss associated gene activations and repressions (boxes indicate 25^th^ to 75^th^ percentile range and median; diamond indicates mean; whiskers indicate minima and maxima; each two-way comparison had *p* < 2.22×10^-16^ on Wilcoxon rank sum tests. Sample sizes of 52 independent human tumor samples for MAT genes, *n* = 68, SAT genes, *n* = 113; SST genes, *n* = 332). **e** Working model of transcriptional regulation by SS18::SSX, wherein genes with promoters and enhancers that are poised, exhibiting H3K27me3/H3K4me3 bivalency in development, are shifted towards expression by the presence of SS18::SSX in cells, which promotes H3K4me3 monovalency following the redistribution of GBAF complexes containing the fusion. Other genes that are expressed at baseline, are silenced during sarcomagenesis from expression of the fusion and subsequent CBAF desertion from its typical distribution across the genome-wide chromatin of normal cells. Other genes maintain expression and retain CBAF enrichment, but only narrowly near TSSs, where PBAF is also present.

## Discussion

Like SS18, the SS18::SSX fusion incorporates into both GBAF and CBAF (but not PBAF), and is found coincident with both subfamilies of BAF complexes on chromatin—all of which was predicted by biochemical and cell line based experiments by ourselves and others previously. Here, we have learned in the in vivo context that SS18::SSX has distinct relationships at gene regulatory elements bearing specific epigenomic patterns with each of these complexes.

Fusion oncoprotein distribution follows H2AK119ub patterns, displaying broad peaks both within and outside promoters, and appears to be the driving force behind GBAF distribution (Fig. 8e). Following fusion expression, this gain of targeting and functional activity for GBAF complexes involves promoters (and distal elements) that transition from bivalency in progenitor cells to active histone marks in the tumor cells^31^, likely in part through chromatin opening by GBAF. The changing patterns of histone marks over time and tumor development were demonstrated through comparisons with a known cell of origin in our collaborative mouse experiments (Fig. 1 f-h)^31^. The particular patterns we identified across a series of developmental target genes supports interpretations of the human profiles of SyS tumors that exhibit variable retention of bivalency for H3K27me3 and H3K4me3 versus complete conversion to H3K4me3 coincident with H2AK119ub occupancy, though curiously lacking H3K27me3 (Fig. 1i)^29^. Here, we demonstrate that the strong relationship between H2AK119ub and H3K4me3 is at least coincident—if not driven by—the presence of GBAF (with incorporated SS18::SSX, Fig. 3). These genes, that we designated as SAT pattern genes, comprise the direct target genes of the fusion oncoprotein, which are driven toward elevated transcription during transformation. Gene targets of GBAF^SS18::SSX^ comprise an activated expression signature that is strongly shared across species (human and mouse)^29,31^. As much as these SAT pattern genes are targeted by GBAF^SS18::SSX^, their expression also depends on the functional presence of either PBAF or CBAF (each incorporating SMARCB1) narrowly at the TSS. Whereas GBAF is apparently retained at SAT promoters in the absence of SMARCB1, *Smarcb1* silencing causes CBAF and PBAF to abandon the TSS, which is coincident with transcriptional attenuation and loss of SyS identity (Fig. 5i-j). This finding suggests that GBAF^SS18::SSX^ has limited capacity to bind to and remodel chromatin at the TSS itself, and instead may open the region for the action of transcription factors, along with CBAF and PBAF, ultimately to activate the genes. Therefore, target genes that are transcriptionally activated by the fusion oncoprotein are marked broadly by H2AK119ub, H3K4me3, and GBAF, but additionally require either PBAF or CBAF narrowly at the TSS.

In contrast to GBAF, the distribution of the residual CBAF^SS18::SSX^ complexes in SyS appears to be directed primarily by CBAF itself (or interacting transcription factors), with the fusion accompanying as a passenger. Consistently, CBAF^SS18::SSX^ is found in narrow peaks near TSSs of promoters lacking H2AK119ub altogether, or at least lacking H2AK119ub focally near TSSs (Fig. 3). This is not the normal distribution of CBAF, as the typically-distal enhancer positions of CBAF are almost completely abrogated in SyS. We cannot interpret these data to indicate that CBAF^SS18::SSX^ is not recruited to H2AK119ub sites—biochemical experiments have clearly demonstrated that it is—only that it does not remain there in enriched abundance at steady state. There are still some very broad H2AK119ub-decorated loci with marked abundance of all the BAF family subtypes, such as the *Hoxb* cluster (Supplementary Fig. 2j), but most CBAF sites in the SyS in vivo context avoid H2AK119ub, at least focally. Curiously, this focal localization of CBAF and PBAF at the TSS requires SMARCB1. Here, future work will determine how SMARCB1 helps CBAF and PBAF recognize histone determinants at active gene TSSs in SyS, but potentially conflicts with H2AK119ub.

The overall reduction in CBAF complex protein levels directed by SS18::SSX is considerable, but incomplete^7^, as a small—but still significant—fraction of CBAF complexes remains, usually bearing the fusion oncoprotein SS18::SSX and SMARCB1. Importantly, we report the near complete redistribution of these CBAF complexes on chromatin. The observation that disruption of *Arid1a*, which codes for a critical subunit of CBAF, reduced the latency to tumorigenesis without significantly altering tumor phenotype, argues that CBAF-dysfunction only furthers or enhances aspects of the tumorigenesis process that are otherwise intrinsic to SS18::SSX expression. While ARID1B might compensate for ARID1A absence in these cells, as these are paralogous members of CBAF and ARID1B blunts the effect of ARID1A loss in biochemical assembly experiments, the loss of ARID1B had an even smaller effect on tumors. There was no noticeable change in the expression of either component when the other was silenced, casting some doubt on any compensatory role. Considered in total, each of these individual genes is a powerful single-gene tumor suppressor across many types of cancer^44,45^. That even the singular loss of each has such little impact on the phenotype of SyS—beyond reducing latency to tumorigenesis—suggests that the CBAF complex in which they function is important mostly to SyS by its incident dysfunction.

The key observation of the varied impacts of *Arid1a*, *Arid1b*, *Pbrm1*, and *Smarcb1* disruptions on synovial sarcomagenesis in the mouse cannot be observed in other readily available experimental platforms. Although disruptions of their homologous genes are each observed in human SyS, and at somewhat elevated preponderance in the population of human SySs compared to other soft-tissue sarcomas (Supplementary Fig. 10b), we cannot understand their contribution to the speed of tumorigenesis or even in the retention of true transcriptional phenotypes from observed single cases in humans, which were diagnosed not by a strict pattern of histology or transcriptome, but by the presence of the SS18::SSX fusion itself. Further, the dependency (on *Smarcb1* and *Pbrm1*) for true synovial sarcomagenesis and lack thereof (on *Arid1a* and *Arid1b*) would not be reflected in a dependency such as has been explored in the RNA interference and CRISPR-mediated single gene depletions reported by the DepMap^46^ (Supplementary Fig. 10c), which only reflect gene dependencies for basic proliferation rates or cell survival in vitro.

Taken together, our in vivo work reveals two main and distinct mechanisms for SS18::SSX-mediated transcriptional reprogramming via BAF complexes in SyS: 1) upregulation of gene targets of GBAF with SS18::SSX, that bear H2AK119ub in their promoters and looped enhancers, and 2) silencing/attenuation of CBAF targets due to diminished and redistributed CBAF. Here, transcriptional silencing likely involves loss of typical CBAF distributions to distal regulatory elements (enhancers), which rely on ARID1A (thus, CBAF distribution losses from fusion expression are amplified by *Arid1a* silencing). As the impact of the fusion is pronounced, the effect of CBAF dysregulation within cells expressing the fusion may vary across different cells of origin and possibly contribute heavily to the cell death phenotype driven by SS18::SSX expression in many cell types^6^. This may be attributable to the toxicity that is typically associated with BAF disruptions, and raises the interesting question regarding how cell context shapes the in vivo survival and adaptation of mesenchymal stromal cells to SS18::SSX fusion expression. Importantly, both the CBAF-loss silenced genes and a proposed list of CBAF-loss upregulated genes lacking typical features of Polycomb targeting, show highly conserved trajectories of differential expression among human SySs and correlate with prognosis (Fig. 8d, Supplementary Fig. 10a). We propose that these CBAF-dysfunction associated changes are another important aspect of the transcriptional reprogramming that accompanies expression of SS18::SSX. As future therapeutic efforts variably target each of these mechanisms (gain of GBAF function at polycomb targets or loss of CBAF function), the gene sets we have identified as associated with each constitute vital datasets to interrogate mechanisms and efficacies of therapeutics.

Notably, any additional genetic perturbation added to SS18::SSX expression led to at least slight reductions in the expression of SAT pattern genes. Although profoundly reduced expression of these genes in tumors lacking *Smarcb1* may be explained by loss of PBAF and CBAF at the TSS (where GBAF^SS18::SSX^ may be incapable of binding), the disruptions of either PBAF or CBAF by other subunit silencing experiments also diminished expression of subsets of SAT pattern genes at least slightly. This observation fits a model for heterogeneity in human SyS, where tumors that have more genomic copy number variation also have more retained bivalency, as shown in our human datasets^29^. It may be that CBAF dysregulation (or alternative oncogenic mechanisms) in SyS reduce the dependence on GBAF^SS18::SSX^ for complete reprogramming at developmental genes, since oncotransformation may also be fundamentally enabled by CBAF-dysfunction-induced transcriptional dysregulation.

Most of the efforts to develop SyS-directed epigenetic therapies have targeted biology that has been identified during the almost decade-long pursuit of the mechanism of gained transcriptional activity by the fusion. These have included bifunctional degraders of BRD9, a member of GBAF, and WDR5, which places the H3K4me3 histone mark that is amplified at SAT genes^20,26,47^. The impact of the first of these was modest at best and produced unexpected toxicities in clinical trials^48,49^, both of which phenomena have yet to be fully explained mechanistically. DNA methyltransferase inhibition was pursued because DNA hypomethylation determines the genome-wide distribution of H2AK119ub by PRC1, which strategy was effective pre-clinically, but prompted more recovery of genes silenced in SyS (SST genes) than reduced activation of SAT genes^50^. The role of BAF remodeling enzymatic activity itself has also been minimally explored, but represents a complex relationship with nuances, as it is not strictly a dependency in human SyS cell lines (Supplementary Fig. 10b-c)^21^. A recent report targets SUMOylation, which leads to the recovery of otherwise depleted CBAF complexes, which may provide additional targetable vulnerabilities as the biology of CBAF dysfunction in SyS is more deeply explored^51^.

## Methods

### Ethical approval

The research described herein complies with all relevant ethical regulations. The University of Utah Institutional Animal Care and Use Committee approved all the vertebrate animal experiments. The maximal tumor size permitted in our approved protocols is 10% of the mouse’ body mass, which size was not exceeded in our study. Any mouse reaching this size is humanely euthanized, having reached end-point. Mice were housed at a controlled ambient temperature of 68–78 °F with a relative humidity of 30–70%. Animals were maintained on a 12-hour light/dark cycle, with lights on at 6:00 AM and off at 6:00 PM.

### Animal studies

Tumor growth rates in mice carrying *Arid1a-fl/fl*^43^, *Arid1b-fl/fl*^42^, or *Pbrm1-fl/fl*^41^, on an *hSS2* (*SS18::SSX2*)^5^ or *hSS1* (*SS18::SSX1*)^6^ background were interrogated. Spontaneous tumors with each combination genotype were generated by limb injection with TATCre protein at 8 days of age. Caliper measurements started when tumors became visible. Tumor volumes were calculated using the following formula: tumor volume = (D x d^2^)/2, in which D and d refer to the long and short tumor diameter, respectively. All males and females from experimental litters were included in each group. Genotyping primer sequences are in the Key Resources Table.

### Histology

Time of morbidity was variable across individuals and groups, at which point mice were euthanized and tumors harvested at necropsy. Tissues were fixed in 4 percent paraformaldehyde, dehydrated in increasing ethanol gradients, embedded in paraffin, and sectioned at 10μm thickness for standard H&E staining. For the quantitative assessments of histological features in the different groups, slides were reviewed after randomization for order, blinded regarding the genotype of the mouse from which the tumor was harvested. Nuclear ratios were determined dividing the length of the long axis of each nucleus over the length of the orthogonal axis. These were averaged from three measurements in each histomorphologically distinct area of the tumor section, then multiplied by the fractional contribution of that histomorphological area to the whole section. Nuclear density was calculated for each histomorphologically distinct region as a count of nuclei in a 500 µm^2^ square on the photomicrograph.

### Immunofluorescence

Slides were deparaffinized in Xylene 2 x 5 min then rehydrated in 100% ethanol 2 x 2 min, in 70% ethanol 1 x 2 min then washed in PBS 2 x 5 min. Antigen retrieval was performed by boiling slides in 0.01 M citrate buffer for 10 min then an additional 20 min on the bench top as the citrate buffer cooled. Slides were then washed in PBS 1 x 5 min and incubated in block solution containing 2.5% BSA (Sigma A7030) and 2.5 Goat serum (Gemini 100-190) for 1 hour at room temperature prior to incubation in primary antibody (see antibody list) overnight at 4 °C. Slides were then incubated in Alexa flour conjugated secondary antibodies (Supplementary Table 1) diluted 1:500 for 1 hour at room temperature. After secondary antibody staining, slides were washed 3 x 5 min in PBS and counterstained with DAPI (600 nM) before mounting with Aqua Polymount (Polysciences, Inc. 18606).

### Mouse tumor nuclear extraction

Tumors were pulverized at −80 °C in Covaris TT1 tissue tubes (Covaris). Tissue pellets were washed and lysed with Buffer A (20 mM HEPES pH 8.0, 1.5 mM MgCl2, 10 mM KCl, 0.25% NP-40, 0.5 mM DTT with 2x protease inhibitor cocktail). Pelleted nuclei were then resuspended in Buffer C (20 mM HEPES pH 8.0, 25% glycerol, 1.5 mM MgCl2, 420 mM KCl, 0.25% NP-40, 0.2 mM EDTA, 0.5 mM DTT, and 2x protease inhibitor cocktail) and disrupted using a dounce homogenizer (Sigma).

### Density sedimentation gradients and calculation of BAFs abundances

Nuclear extractions from tumors were diluted 1:1 with dilution buffer (20 mM HEPES pH 8.0, 1.5 mM MgCl2, 0.2 mM EDTA, 0.5 mM DTT, and 2x protease inhibitor cocktail). Samples were loaded onto tubes (Beckman) with 11 ml 10-30% glycerol gradients containing 20 mM HEPES pH 8.0, 1.5 mM MgCl2, 200 mM NaCl, 0.2 mM EDTA, 0.5 mM DTT, and 2x protease inhibitor cocktail. Tubes were then loaded into a SW41 rotor and centrifuged at 40,000 rpm (approximately 280,000 x g) for 20 hours at 4 °C. 24 fractions were automatically collected with a BioComp fractionation system (BioComp), with each fraction containing 466 µL of sample. Fractions were run on an SDS-PAGE gel for Western blot analysis. The western blot were quantified by ImageJ software. The abundances of BAF-family subtypes were normalized across gradient levels for each protein component, represented by gradient fractions 12–24. For each subtype-specific component (BRD9 for GBAF, DPF2 for CBAF, and PBRM1 for PBAF), a normal distribution curve with a specified mean and standard deviation was fitted to the protein’s blot data. These distributions were used to calculate the contribution of each BAF subtype to the total BAF complex across gradient fractions by multiplying the fraction of each subtype’s complexes by their abundance in that gradient fraction. The total predicted BAF for each gradient fraction was then compared to the observed distribution of SMARCC1 (common to all BAF subtypes), testing various integer percentages of GBAF, CBAF, and PBAF. The optimal fit minimized the sum of squared differences between predicted and observed BAF distributions across fractions 12–24. The best-fit fractional abundances of GBAF, CBAF, and PBAF were calculated.

### Western blotting

Primary antibodies used for western blots are listed in the Key Resources Table. Tumor protein samples were separated by 10% PAGE gel electrophoresis and transferred to PVDF membranes. Membranes were blocked with 5% milk TBST and incubated with primary antibodies overnight. After four TBST washes, blots were incubated with HRP-conjugated species-specific secondary antibodies, washed four times with TBST and developed with SuperSignal^TM^ West Dura Extended Duration Substrate (Thermo).

### RNAseq

Fresh frozen tumor tissue was disrupted using a Tissue-Tearor (BioSpec) in 1 ml of TRIzol™ reagent (ThermoFisher). 200 µL isopropanol was added to the sample, followed by brief vortexing, and centrifugation. Supernatants were transferred into fresh tubes, to which 1 volume of Ethanol was added. Further RNA cleanup was performed using Direct-zol^TM^ RNA Miniprep kit (Zymo), starting at step 2 of the Zymo protocol. RNA-seq libraries were prepared with the NEBNext Ultra II Directional RNA Library Prep with rRNA Depletion Kit, and sequenced on a NovaSeq using the 2 x 150 bp protocol (Illumina) for approximately 25-30 million reads per sample. Read alignment was accomplished with the STAR (2.7.11) against the mm10 version of the mouse genome^52^. Count matrices were generated using featureCounts (version 1.6.3), while differential expression analysis was performed with DESeq2 version 3.11^53^. Genes displaying a false discovery rate (FDR) below 0.05 were considered statistically significant. For the purpose of visual representation, expression levels were transformed to regularized logarithm (rlog) counts. Principal Component Analysis (PCA) plots were derived from the first two principal components based on the rlog-transformed data of the selected gene set. Additionally, heatmaps reflecting this gene set were created through unsupervised hierarchical clustering, utilizing sample Euclidean distances.

### Chromatin Immunoprecipitation (ChIP)

ChIP-seq was performed according to our previously published protocols^7^. Snap frozen tumor specimens were pulverized as previously described. Tumor pellets were crosslinked with 1% formaldehyde and quenched with 0.125 M of glycine. For double cross-linking (on samples undergoing ChIP with DPF2, PBRM1, and control samples of for SS18::SSX and ARID1A), pulverized tumors were thawed in HBSS and cross-linked with fresh 20 mM dimethyl pimelimidate (dissolved in 0.2 M Triethanolamine pH 8.2) prior to formaldehyde crosslinking. After three washes in cold PBS, nuclei were incubated in mild lysis buffer (10 mM Tris-HCl pH8.5, 10 mM NaCl, 0.5% NP-40) containing protease inhibitor (PI, Sigma), followed by wash buffer (10 mmol/L Tris-HCl pH8.5, 200 mM NaCl, 1 mM EDTA and 1% SDS with PI), and strong lysis solution step (50 mM Tris-HCl pH8.0, 10 mM EDTA and 1% SDS with PI) immediately followed by dilution 1:10 with buffer (16.7 mM Tris-HCI pH8.1, 16.7 mM NaCl, 1.2 mM EDTA, 1.1% Triton X-100, 0.01% SDS with PI). Samples were then sonicated with an EpiShear Probe Sonicator (Active Motif). 5 µg of primary antibody was then added to the sonicated chromatin for incubation at 4 °C overnight. The next day, 100 µL of washed Dynabead slurry was incubated with the IPed chromatin for 4.5 hours. Following subsequent wash and reverse crosslinking steps, DNA was purified with a DNA clean & concentrator kit (Zymo). Sequencing libraries were prepared with the NEBNext Ultra II DNA Library Prep Kit, and sequenced with a NovaSeq sequencing system using the 2 x 150 bp protocol (Illumina) for approximately 25-30 million reads per sample.

Native ChIP-seq was performed according to previously published protocols^54^. Sample were lysed and digested by MNase. Immunoprecipitation was performed using validated antibodies against H3K4me1, H3K4me3, H3K27ac, H3K27me3, H3K36me3 and H2AK119ub. DNA fragments were stripped from histones, purified, and subjected to sequencing.

Reads were aligned to mm10 mouse genome version using Novoalign (Version 3.00) for paired-end reads. Peaks were called from each of the aligned bam files against input reads using MACS2^55^, (version 2.2.9) with the parameters: callpeak -B --SPMR --qvalue  =  1e-3 --mfold 15 100. ChIP input was used as the background for MACS2. MACS was used to produce normalized bedgraphs, which were subsequently converted to bigWig files. Peaks were filtered to remove peaks that are in blacklist, including ENCODE blacklisted regions^56^. Duplicate reads were removed using samtools rmdup for all downstream analyses^57^. Merged bigWig enrichment files for each condition with multiple replicas were generated in an average manner followed by normalization of read depth.

Heatmaps and profile plots that illustrate the scores corresponding to genomic regions were produced using the plotHeatmap function in deepTools (version 3.5.6)^58^. This followed the computation of scores for each genomic region, a process which was executed using the computeMatrix function.

Correlation analyses of various ChIP-Seq datasets were conducted using the multiBigwigSummary function from the deepTools suite, focusing specifically on Brg1 binding sites. The Pearson correlation coefficient was employed to quantify the strength and direction of the relationship between the datasets.

### HiChIP

*hSS2* mouse tumors were harvested and digested to single cell suspension with the Miltenyi mouse tumor dissociation kit (Miltenyi Biotec). Approximately 5-10 million cells were crosslinked with 1% of formaldehyde, quenched with 0.125 M of glycine, and lysed with Hi-C lysis buffer (10 mmol/L Tris-HCl pH 7.5, 10 mmol/L NaCl, 0.2% NP40) supplemented with protease inhibitors. Cross-linked chromatin was digested by MboI restriction enzyme. The digested overhangs were then filled with dCTP, dGTP, dTTP, and biotin-labeled dATP, followed by ligation with T4 DNA ligase. Nuclei were then resuspended in nuclear lysis buffer (50 mmol/L Tris-HCl pH7.5, 10 mmol/L EDTA, 1% SDS) supplemented with protease inhibitors and sonicated with Qsonica (Q800). The sonicated chromatin was then diluted with ChIP dilution buffer (16.7 mM Tris-HCl pH 7.5, 1.2 mM EDTA, 1.1% Triton X-100, 167 mM NaCl, 0.01% SDS) prior to DNA fragment capture with H3K27ac antibody. Streptavidin C1 magnetic beads were applied to capture ligated DNA fragments, and HiChIP libraries were prepared using Illumina Tagment DNA Enzyme and Buffer Kit. Sequencing was performed with the NovaSeq sequencing system using the 2 x 150 bp protocol (Illumina).

For alignment, the HiChIP sequencing data were mapped to the mouse mm10 reference genome utilizing the HiC-Pro pipeline^59^. 

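In the merged H3K27ac HiChIP list the FDR of the loops ranged from 0 to 0.04998. An FDR under 0.01 was reached by 3693 loops (15.2%) and an FDR under 0.001 by 1955. Most loops rested on few read pairs. A single tag supported 18916 loops (78.0%), which together carried 45.5% of all tags, while 2959 loops had 2 tags, 736 had 3 and 1633 had at least 4. No loop with a single tag had an FDR below 0.0118, and none spanned less than 108.8 kb, so the loops with a single tag were all long-range. The 1244 loops shorter than 100 kb had a median of 9 tags, with 10 in the first part of the list (812 loops) and 4 in the second (432 loops). Single-tag loops made up 69.5% of the first part of the list, where they began at a span of 344.2 kb, and 89.1% of the second. The median span was 624.1 kb in the first part and 327.9 kb in the second.

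**Figure D3:**
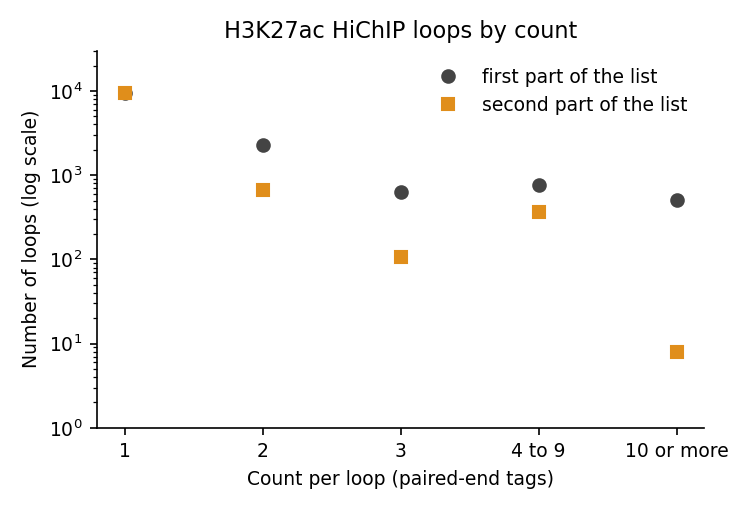
Number of loops (log scale) by the count of paired-end tags per loop, for both parts of the list (circles, first; squares, second). Loops with at least 10 tags numbered 506 in the first part and 8 in the second.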

Chromatin loops were determined using the Hichipper pipeline^60^ and those with an FDR value of less than 0.05 were selected as high-confidence loops for further investigation.

Promoter regions and distal loop anchors, each spanning a 4 kb length, were pooled to define the target genomic intervals. For every target, we calculated the cumulative score (which includes both fusion and H2AK119ub markers) of the loop-associated distal enhancers and promoter region.

### Single cell RNA-seq

*hSS2* mouse tumors were harvested at morbidity. Half of the tissue was digested (as described above) using the Miltenyi mouse tumor dissociation kit (Miltenyi Biotec). The remaining tissue from each sample was embedded in OCT for H&E staining in order to classify the corresponding tumor phenotype. After dissociation the cell suspension was filtered through a 40 µm strainer and treated with red blood cell lysis solution (Miltenyi Biotec). Lastly, cells were resuspended in PBS + 0.04% BSA at a concentration of ∼1,000 cells/μL for single-cell sequencing. 10,000 cells per sample were targeted. scRNA-seq libraries were prepared using Chromium Next GEM Single Cell 3ʹ Reagent Kits v3.1 according to the User Guide (CG000204), followed by amplification with paired-end dual-indexing (28 cycles Read 1, 10 cycles i7, 10 cycles i5, 90 cycles Read 2). The cellranger count command was employed for demultiplexing, barcode processing, and single-cell 3’ gene counting, resulting in a filtered matrix of gene expression counts for individual cells.

Quality control, normalization, and downstream analysis were performed using the Seurat package (v5.0.3) in R. We plotted the distribution of mitochondrial percentages and nFeature_RNA values to guide threshold selection, and then tested different cutoffs to remove poor-quality and artifactual events. Very stringent cutoffs (5–10%) tended to exclude an excessive number of cells, including metabolically active populations such as malignant and stromal cells. Key results remained stable across thresholds of 20–30%. Because our samples were derived from fresh solid tumors, enzymatic dissociation likely led to elevated mitochondrial transcript fractions by preferentially depleting cytosolic RNA. We therefore applied a relaxed global filter of %mt ≤ 25%, which removed overtly damaged cells while retaining true tumor and microenvironmental populations. To further avoid including low-quality cells, cells with fewer than 750 detected genes were removed, and DoubletFinder was applied to identify and discard putative doublets. Data were then normalized using the SCTransform function^61^. Cluster markers were identified using the FindMarkers function, with a minimum log-fold change of 1, pct.1 of 0.3 (expression of a gene in more than 30% of cells within the target cluster) and an adjusted p-value threshold of 0.01.

For pseudotime analysis, processed scRNA-seq data were imported into Monocle 3 (version 1.3.4) (http://cole-trapnell-lab.github.io/monocle-release/monocle3), and converted to cell data set format with the SeuratWrappers Package (version 0.3.2).

### **Xeniu**m in situ

Seven *hSS2* mouse tumors (with histologically different morphology), one *hSS2; Ariad1a*^*fl/fl*^ and three *hSS2; Pbrm1*^*fl/fl*^ tumors were selected for Xenium In Situ analysis on FFPE tumor sections. 348 genes were designed for cell type identification (248 of Xenium pre-designed mouse Brain Panel and 100 customer designed SAT genes^31^). Five-μm-thickness FFPE sections were placed onto a Xenium slide, followed by deparaffinization and permeabilization for mRNA accessibility. Probe hybridization, Ligation and amplification were performed according to the Xenium In Situ GeneExpression User Guide (CG000582) prior to processing within the the Xenium Analyzer Instrumentation pipeline. Data generated by this pipeline was further analyzed downstream. Cell segmentation processing was performed using the cell segmentation user guide (CG000749), and post-Xenium tissue H&E staining was performed according to user guide CG000613.

Data integration and normalization steps were carried out in python package Scanpy^62^ to correct for technical variance and to normalize expression counts. Spatial expression data were merged across different sections, with normalization to align gene expression levels.

### Single cell clustering and UMAP visualization

Cell clustering was performed using a shared nearest neighbor (SNN) modularity optimization algorithm^63^. Louvain community detection was applied to the PCA-reduced data (30 principal components) to identify distinct transcriptional clusters within the tissue. For spatial data visualization, UMAP (Uniform Manifold Approximation and Projection) was applied to generate two-dimensional embeddings that reflect the spatial gene expression patterns.

### Access to human databases

Human genomics data from SySs was accessed via cBioPortal using the AACR Project Genie data and the Memorial Sloan-Kettering combined cohorts^64–66^. The single gene dependencies for human SyS cell lines were accessed on the DepMap web interface at https://depmap.org/portal using 25Q2 public data^46^.

### Statistics and reproducibility

For the comparison of means between two independent groups, we utilized the two-tailed Student’s t-test, as facilitated by GraphPad Prism software (version 9.0). We established statistical significance at p-values of less than 0.05 or 0.01, which are specified accordingly in the legends accompanying each figure. All data are depicted as the mean ± standard deviation. The determination of sample sizes was guided by the variability observed in preliminary experiments. Notably, the numbers **n**, referenced in the figure legends correspond to the count of biological replicates rather than repeated measures of the same specimen. We have employed additional statistical methods as necessary, with the specifics of these analyses noted within the legends of each figure. Furthermore, statistical procedures pertinent to genomic data have been detailed in the respective analysis subsections under the Methods section.

Statistical significance in RNAseq data was determined using the Wald test for pairwise comparisons, and P-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. Genes with an adjusted P  <  0.05 (FDR  <  0.05) were considered significantly differentially expressed. Non-parametric Kruskal-Wallis H tests were applied to assess the statistical significance of independent groups where the assumption of normality was not met. Dunn’s test was used for post-hoc analysis after a Kruskal-Wallis H test indicated a significant result. Bonferroni correction was used to adjust the significance levels.

All key experiments were independently repeated 3 times with consistent results. For genomic, imaging, and animal studies, biological replicates were performed using independent samples.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All data supporting the findings of this study are available within the paper and its Supplementary Information. All sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under the following accession codes: GSE269770 (ChIP-Seq and HiChIP) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269770; GSE269772 (RNA-Seq) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269772; GSE269773 (scRNA-Seq) https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269773 Processed signal files (BigWig format) are publicly accessible through GEO. All other processed datasets and source data supporting the figures are provided in the Supplementary Information. No restrictions apply to data availability. Source data are provided with this paper.

# Supplementary material for: Synovial sarcoma reprograms transcription by GBAF activation of polycomb targets and loss of CBAF enhancers
**Source:** Nat Commun. 2025 Dec 21;17:1081. doi: 10.1038/s41467-025-67841-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Figures with Legends**

Synovial sarcoma reprograms transcription by GBAF activation of polycomb targets and loss of CBAF enhancers

Jinxiu Li, Li Li, Kyllie Smith-Fry, Muhammad Zaki Fadlullah, Lara Carroll, Linda Morrison, Xinyi Ge, Mary Nelson, Lesley A. Hill, Yixuan Guo, George Davenport, Xiaoyang Zhang, Torsten O. Nielsen, Martin Hirst, T. Michael Underhill, Bradley R. Cairns, Kevin B. Jones

**Supplementary Table 1. Key resources and materials.**

| Reagent or resource                        | SOURCE         | IDENTIFIER                             |
|--------------------------------------------|----------------|----------------------------------------|
| <b>Antibodies</b>                          |                |                                        |
| Anti-SMARCA4 antibody (Western)            | Abcam          | Cat# ab4081, RRID:AB_304271            |
| Anti-SMARCA4 antibody (ChIP)               | Abcam          | Cat# ab110641, RRID:AB_10861578        |
| Anti-SMARCB1 antibody (Western)            | Bethyl         | Cat# A301-087A, RRID:AB_2191714        |
| Anti-SMARCC1 antibody (Western)            | Proteintech    | Cat# 17722-1-AP, RRID:AB_2191987       |
| Anti-SMARCC1 antibody (ChIP)               | Invitrogen     | Cat# PA5-30174, RRID:AB_2547648        |
| Anti-SS18 antibody (Western)               | Cell Signaling | Cat# 21792, RRID:AB_2728667            |
| Anti-SS18-SSX antibody (Western and ChIP)  | Cell Signaling | Cat# 72364                             |
| Anti-PBRM1 antibody (Western)              | Bethyl         | Cat# A301-591A, RRID:AB_1078808        |
| Anti-PBRM1 antibody (ChIP)                 | Cell Signaling | Cat# 89123, RRID:AB_2936366            |
| Anti-ARIAD1A antibody (Western, ChIP)      | Cell Signaling | Cat# 12354, RRID:AB_2637010            |
| Anti-BRD9 antibody (Western and ChIP)      | Proteintech    | 24785-1-AP                             |
| Anti-DPF2 antibody (Western and ChIP)      | Abcam          | Cat# ab134942, RRID:AB_2728668         |
| H3K4me1 (ChIP)                             | Diagenode      | Cat# C15410037-50, CiteAb: pAb-037-050 |
| H3K4me3 (ChIP)                             | Cell Signaling | Cat# 9751S, RRID:AB_2616028            |
| H3K27ac (ChIP and HiChIP)                  | Abcam          | Cat# ab4729, RRID:AB_2118291           |
| H3K27me3 (ChIP)                            | Diagenode      | Cat# C15410069, CiteAb: pAb-069-050    |
| H3K36me3 (ChIP)                            | Abcam          | Cat# ab9050, RRID:AB_306966            |
| H2AK119ub (ChIP)                           | Cell Signaling | Cat# 8240T, RRID:AB_10891618           |
| Goat Anti-Rabbit IgG (H + L)-HRP Conjugate | BIO-RAD        | Cat# 170-6515, RRID:AB_11125142        |

|                                                                       |            |                                 |
|-----------------------------------------------------------------------|------------|---------------------------------|
| Goat Anti-Mouse IgG (H + L)-HRP Conjugate                             | BIO-RAD    | Cat# 170-6516, RRID:AB_11125547 |
| SOX2 (IF)                                                             | Abcam      | Cat# ab97959, RRID:AB_2341193   |
| TLE1 (IF)                                                             | Abcam      | ab183742                        |
| Goat Anti-Rat IgG (H+L) Antibody, Alexa Fluor™ 647 Conjugated (IF)    | Invitrogen | Cat# A-21247, RRID:AB_141778    |
| Goat Anti-Rabbit IgG (H+L) Antibody, Alexa Fluor™ 594 Conjugated (IF) | Invitrogen | Cat# A-11012, RRID:AB_141359    |
| Goat anti-Chicken IgY (H+L) Secondary Antibody, Alexa Fluor™ 488 (IF) | Invitrogen | Cat# A-11039, RRID:AB_2534096   |
| GFP (IF)                                                              | Abcam      | Cat# ab13970, RRID:AB_300798    |

### Chemicals, Peptides, and Recombinant Proteins

|                                                              |                    |           |
|--------------------------------------------------------------|--------------------|-----------|
| HSBB                                                         | Gibco              | 14025092  |
| PBS, pH 7.4                                                  | Gibco              | 10010023  |
| Bovine Serum Albumin (BSA) DNase- and Protease-free Powder   | Fisher Scientific  | BP9706100 |
| Paraformaldehyde 16% (w/v) in aqueous solution Methanol free | Alfa Aesar         | 43368     |
| Trizma® base                                                 | Sigma-Aldrich      | T6066     |
| Glycine                                                      | Sigma-Aldrich      | G8898     |
| TT1                                                          | Covaris            | 520001    |
| TT1 Adapter milliTUBE                                        | Covaris            | 520142    |
| TC13 Tube                                                    | Covaris            | 520010    |
| Protease Inhibitor Cocktail                                  | Sigma-Aldrich      | P8340-5ML |
| Dynabeads™ M-280 Sheep Anti-Rabbit IgG                       | Invitrogen         | 11204D    |
| streptavidin C1                                              | Invitrogen         | 65001     |
| Power SYBR™ Green PCR Master Mix                             | Applied Biosystems | 4367659   |
| Thinwall Polypropylene Tubes, 14 x 89mm                      | Beckman            | 331372    |

|                                                                |                      |          |
|----------------------------------------------------------------|----------------------|----------|
| SuperSignal™<br>West Dura<br>Extended<br>Duration<br>Substrate | Thermo<br>Scientific | 34076    |
| 2-<br>Mercaptoethanol                                          | Sigma-Aldrich        | M3148    |
| 30%<br>Acrylamide/Bis<br>Solution, 37.5:1                      | BIO-RAD              | 1610158  |
| Proteinase K                                                   | Invitrogen           | 25530049 |
| Cre<br>Recombinase                                             | Excellgen            | EG-1001  |
| Mbol restriction<br>enzyme                                     | NEB                  | R0147M   |
| biotin-dATP                                                    | Invitrogen           | 19524016 |
| DNA Polymerase<br>I, Large (Klenow)<br>Fragment                | NEB                  | M0210L   |
| T4 DNA ligase                                                  | NEB                  | M0202    |
| streptavidin C1                                                | Invitrogen           | 65001    |

### Critical Commercial Assays

|                                                                               |              |            |
|-------------------------------------------------------------------------------|--------------|------------|
| Direct-zol™<br>RNA Miniprep kit                                               | Zymo         | R2050      |
| DNA Clean &<br>Concentrator-5                                                 | Zymo         | D4004      |
| NEBNext<br>Ultra II<br>Directional<br>RNA Library<br>Prep Kit for<br>Illumina | NEB          | E7760L     |
| NEBNext<br>Ultra II DNA<br>Library Prep<br>kit                                | NEB          | E7634L     |
| Next GEM<br>Single Cell<br>3' Kit v3.1                                        | 10x Genomics | PN-1000268 |
| NovaSeq X<br>Series 10B<br>Reagent Kit                                        | Illumina     | 20085594   |

### Deposited data

|                                     |         |           |
|-------------------------------------|---------|-----------|
| This work<br>(ChIP-Seq,<br>Hi-ChIP) | NIH GEO | GSE269770 |
| This work<br>(RNA-Seq)              | NIH GEO | GSE269772 |
| This work<br>(scRNA-<br>Seq)        | NIH GEO | GSE269773 |

## Software and Algorithms

|                         |                                                                   |                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| imageJ                  | Open Source/National Institutes of Health                         | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                                                                 |
| GraphPad Prism software | GraphPad Software, Inc.                                           | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a>                               |
| Adobe Illustrator       | Adobe                                                             | <a href="http://www.adobe.com/products/illustrator.html">http://www.adobe.com/products/illustrator.html</a>                                         |
| igv                     | Broad Institute                                                   | <a href="http://software.broadinstitute.org/software/igv/">http://software.broadinstitute.org/software/igv/</a>                                     |
| deepTools               | Max Planck Institute for Immunobiology and Epigenetics, Freiburg. | <a href="https://github.com/deeptools/deepTools/blob/develop/docs/index.rst">https://github.com/deeptools/deepTools/blob/develop/docs/index.rst</a> |
| bedtools                | Quinlan laboratory at the University of Utah                      | <a href="https://github.com/arq5x/bedtools2">https://github.com/arq5x/bedtools2</a>                                                                 |
| UCSC Genome Browse      | UCSC                                                              | <a href="http://genome.ucsc.edu/">http://genome.ucsc.edu/</a>                                                                                       |

## Other

|            |                           |
|------------|---------------------------|
| mgHES1-F   | CCTGGCACCCGTATCACAAA      |
| mgHES1-R   | AGTTGTACCCTGGCAGAGAGA     |
| mgCCND1-F  | ACACGCAAGCCAAGGAAGAA      |
| mgCCND1-R  | GCACCCATTCTCCCGGTTTA      |
| mgCCND2-F  | ACCATGTGGATGAGTTCAGATAACT |
| mgCCND2-R  | GGTTTGCGAGGTTGCAATT       |
| mgSOX2-F   | CTTGGGTCTAACTTCTCGTCTG    |
| mgSOX2-R   | GTGGTGTGCCATTGTTTCTG      |
| Smarchb1 F | CACCATGCCCCACCTCCCCTACA   |
| Smarchb1 R | CAGGAAAATGGATGCAACTAAGAT  |
| Arid1a F   | TGGGCAGGAAAGAGTAATGG      |
| Arid1a R   | AACACCACTTTCCCATAGGC      |
| Arid1b F   | CTTGGTCTTACCCATTTGCAC     |
| Arid1b R   | ATCGATGGAGCCAGACAGGT      |
| Pbrm1 F    | GACATGGCTTCTCCCAAAC       |
| Pbrm1 R    | TGCAACTCTTTGTCCTTACACG    |
| ROSA-WS268 | GTTATCAGTAAGGGAGCTGCAGTGG |
| ROSA-WS270 | AAGACCGCGAAGAGTTTGTCTC    |
| ROSA-WS271 | GGCGGATCACAAAGCAATAATAACC |

# Supplementary Fig. 1 (associated with Fig. 2): SS18::SSX distributes to the transcriptional regulatory elements of monoubiquitylated histone H2A bearing nucleosomes.

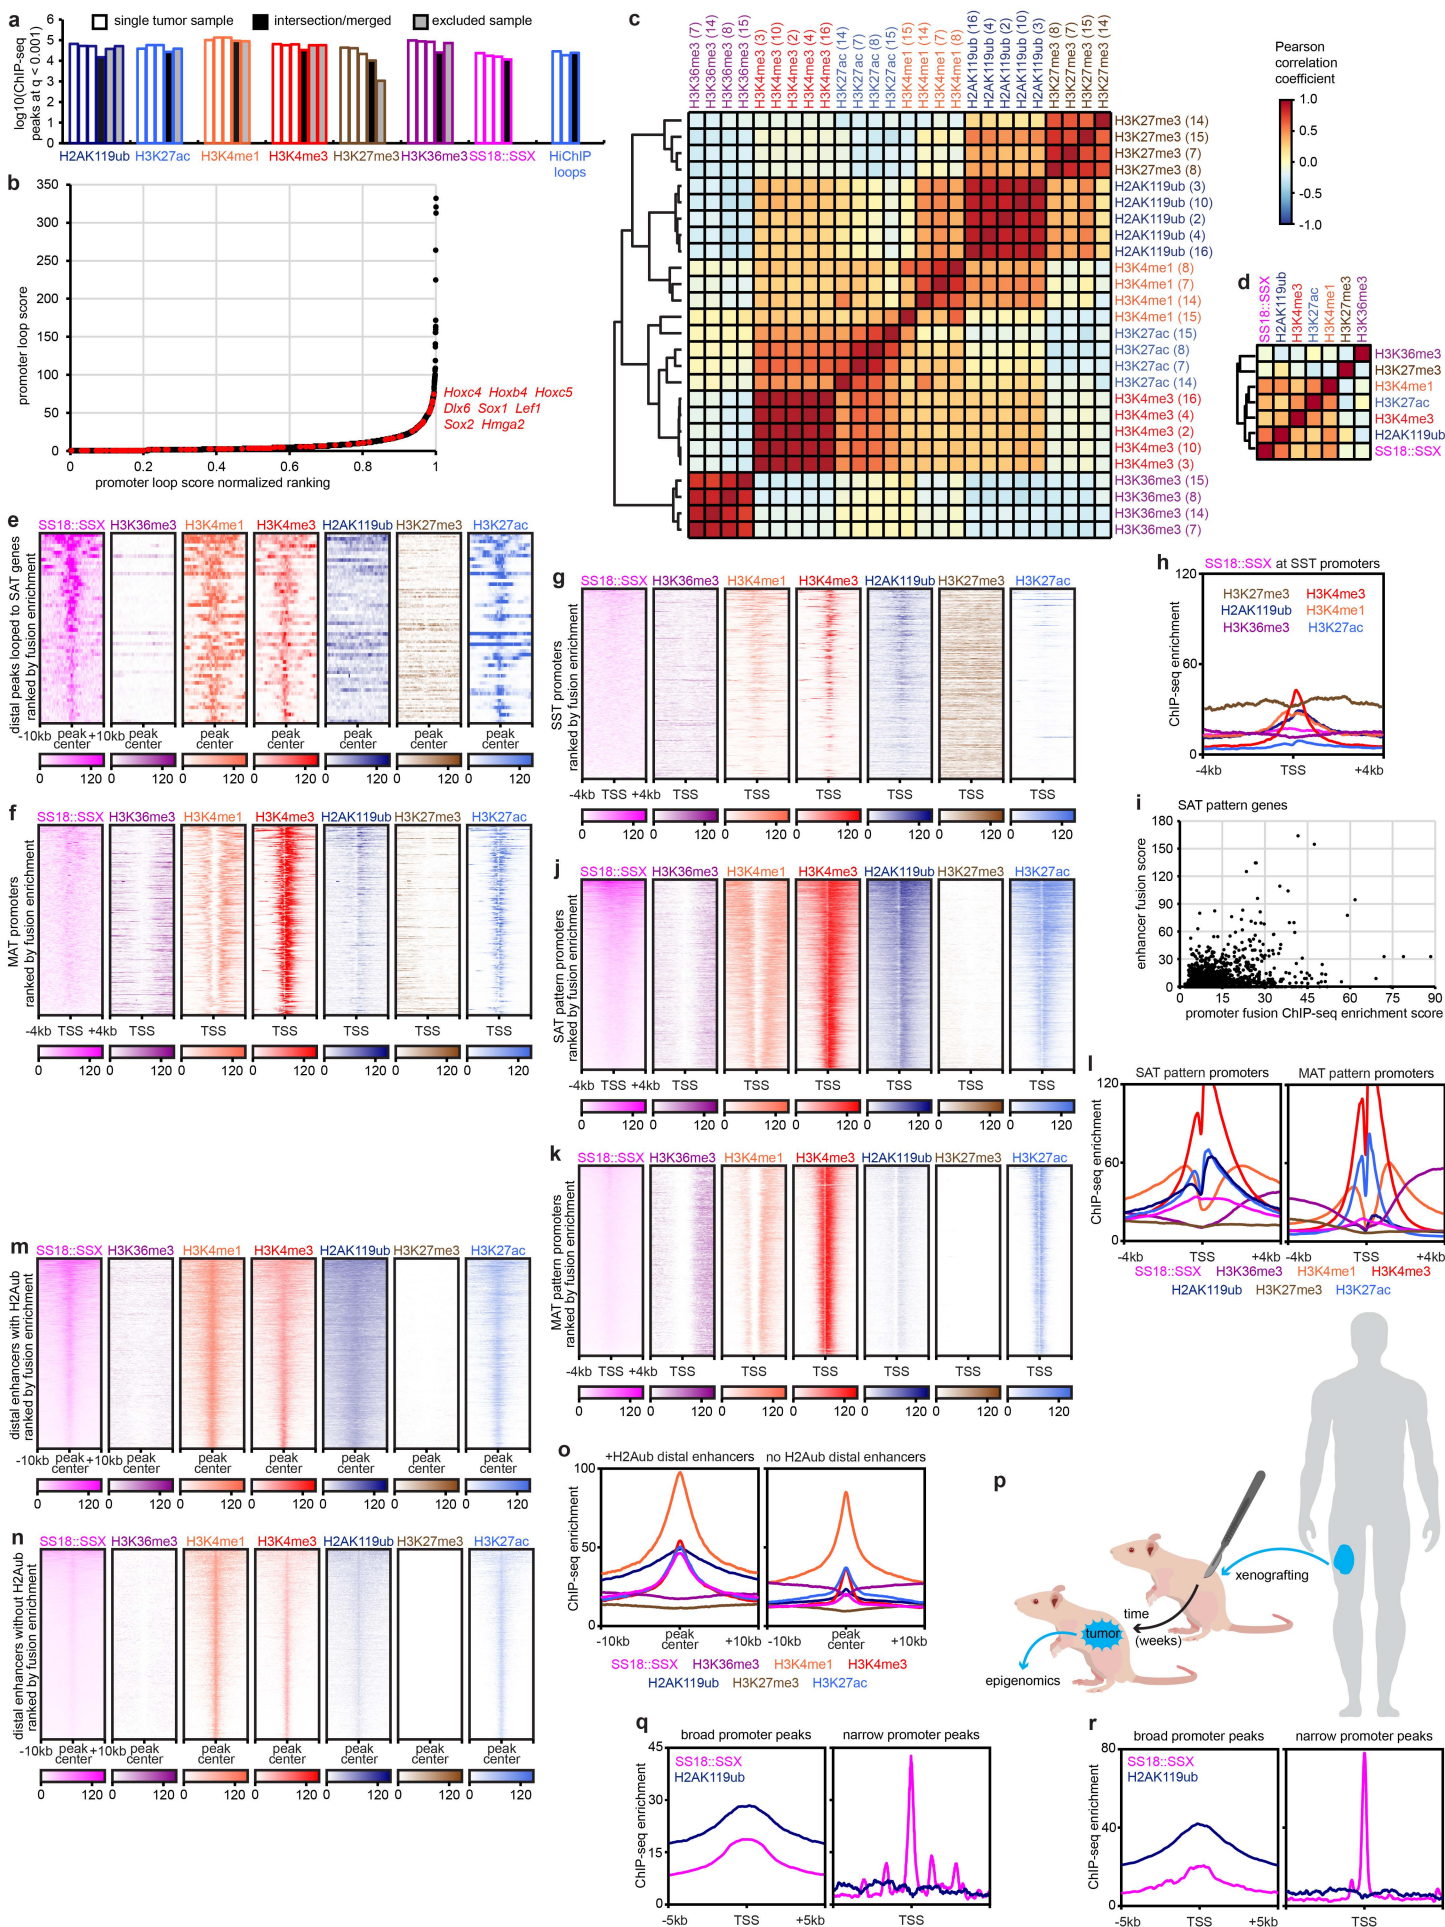

**a** Peak counts after calling in MACS2 with q-value < 0.001, noting which three of each antibody's ChIP-seq were intersected for a merged ChIP-seq peaks number shown with black filling, as well as any not included other samples. Also shown is the number of loops called for two tumors in H3K27ac HiChIP at FDR < 0.01 in Mango, then merged. **b** The H3K27ac HiChIP loops score for each looped promoter in the genome reflecting both score and a normalized ranking of the score, with SAT genes indicated in red. **c** Pearson correlation heatmap of individual samples of ChIP-seq for each indicated antibody, with the tumor numbers noted in parentheses. **d** Pearson correlation heatmap of intersection samples of each histone mark ChIP-seq with the fusion. **e** ChIP-seq enrichment heatmaps at distal fusion peaks looped to SAT gene promoters. **f** ChIP-seq enrichment heatmaps for the promoters of MAT genes. **g** ChIP-seq enrichment heatmaps and plots **h** for synovial sarcomagenesis silenced transcription genes. **i** Plot of looped distal fusion enrichment against promoter enrichment for all genes with SAT patterns in their promoters (or called peaks for H3K4me3<sup>+</sup>, H3K27ac<sup>+</sup>, H2AK119ub<sup>+</sup>, and not H3K27me3<sup>-</sup>). **j** ChIP-seq enrichment heatmaps for SAT pattern promoters and MAT pattern promoters, **k**, as well as enrichment plots for both, **l**. **m** ChIP-seq enrichment heatmaps for distal enhancers with called peaks for H3K4me1, H3K27ac, and H2AK119ub versus the same **n** for those lacking H2AK119ub called peaks and **o** enrichment plots for each. **p** Schematic of patient derived xenografting (PDXing) of human SySs grown in immunocompromised mice to develop sizeable samples of tumors for bulk epigenomics. **q** SS18::SSX and H2AK119ub ChIP-seq enrichment plots for broad and narrow promoter fusion peaks in a PDX. **r** The same in a second PDX.

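Loops of the merged H3K27ac HiChIP list reached 13200 promoters, with a median loop score of 4. The copy of the source data used here holds 1998 of the 10173 promoters that the paper lists for panel b. The paper marks 106 of these as SAT promoters, of which 97 are among the SAT genes of Fig. 2a. For 91 of the 106 (85.8%, 78.0 to 91.2%) the summed tag counts of all loops within 2 kb of a TSS were equal to the loop score that the paper reports, and for 15 they were higher. The number of loops in place of the summed counts was equal for 55 (51.9%), and RefSeq transcripts in place of GENCODE, a choice made after the values were seen, gave 99 (93.4%). Among the SAT genes labeled in panel b, Hoxb4 (chromosome 11, 96318267 to 96321638) had a loop score of 63 and Hoxc4 (chromosome 15, 103018934 to 103036852) a loop score of 72. Hoxc5 (chromosome 15, 102967443 to 103017429) had the largest loop score of all promoters, 385. One of its GENCODE transcripts begins within 2 kb of the Hoxc10 TSS, and with RefSeq transcripts its loop score was 57. Outside the Hox clusters, a large loop score was that of the SAT gene Efna3 (chromosome 3, 89313899 to 89322965), with 75 tags in 17 loops, of which 35 tags joined it to the promoters of Adam15 and Efna4, 16.6 kb away. Ppfia3 (chromosome 7, 45339122 to 45367019) had 20 loops, 30 tags of which reached the TSSs of Hrc and Trpm4, and its loop score was also 57 with GENCODE but 1 with RefSeq transcripts.

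**Figure D4:**
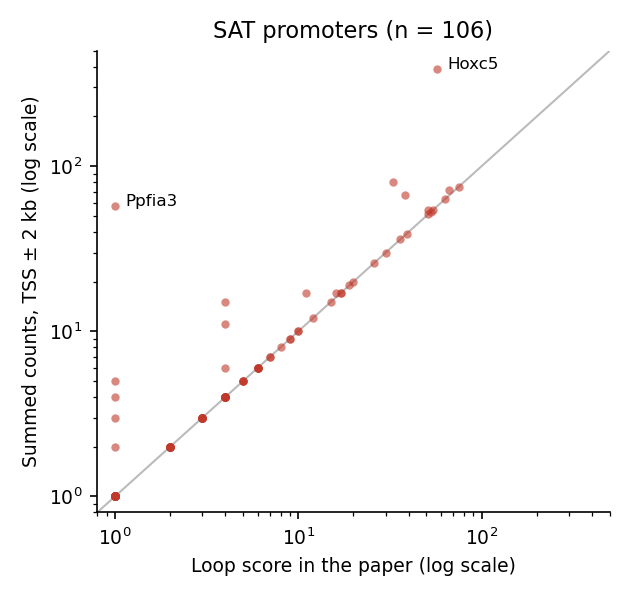
Loop score that the paper reports for each of the 106 SAT promoters in the copy of its source data used here (horizontal axis, log scale). The vertical axis (log scale) gives summed tag counts within 2 kb of a GENCODE TSS. Points on the line are equal, and no point lies below it.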

# Supplementary Fig. 2 (associated with Fig. 3): BAF family complex subtypes distribute across chromatin relative to SS18::SSX.

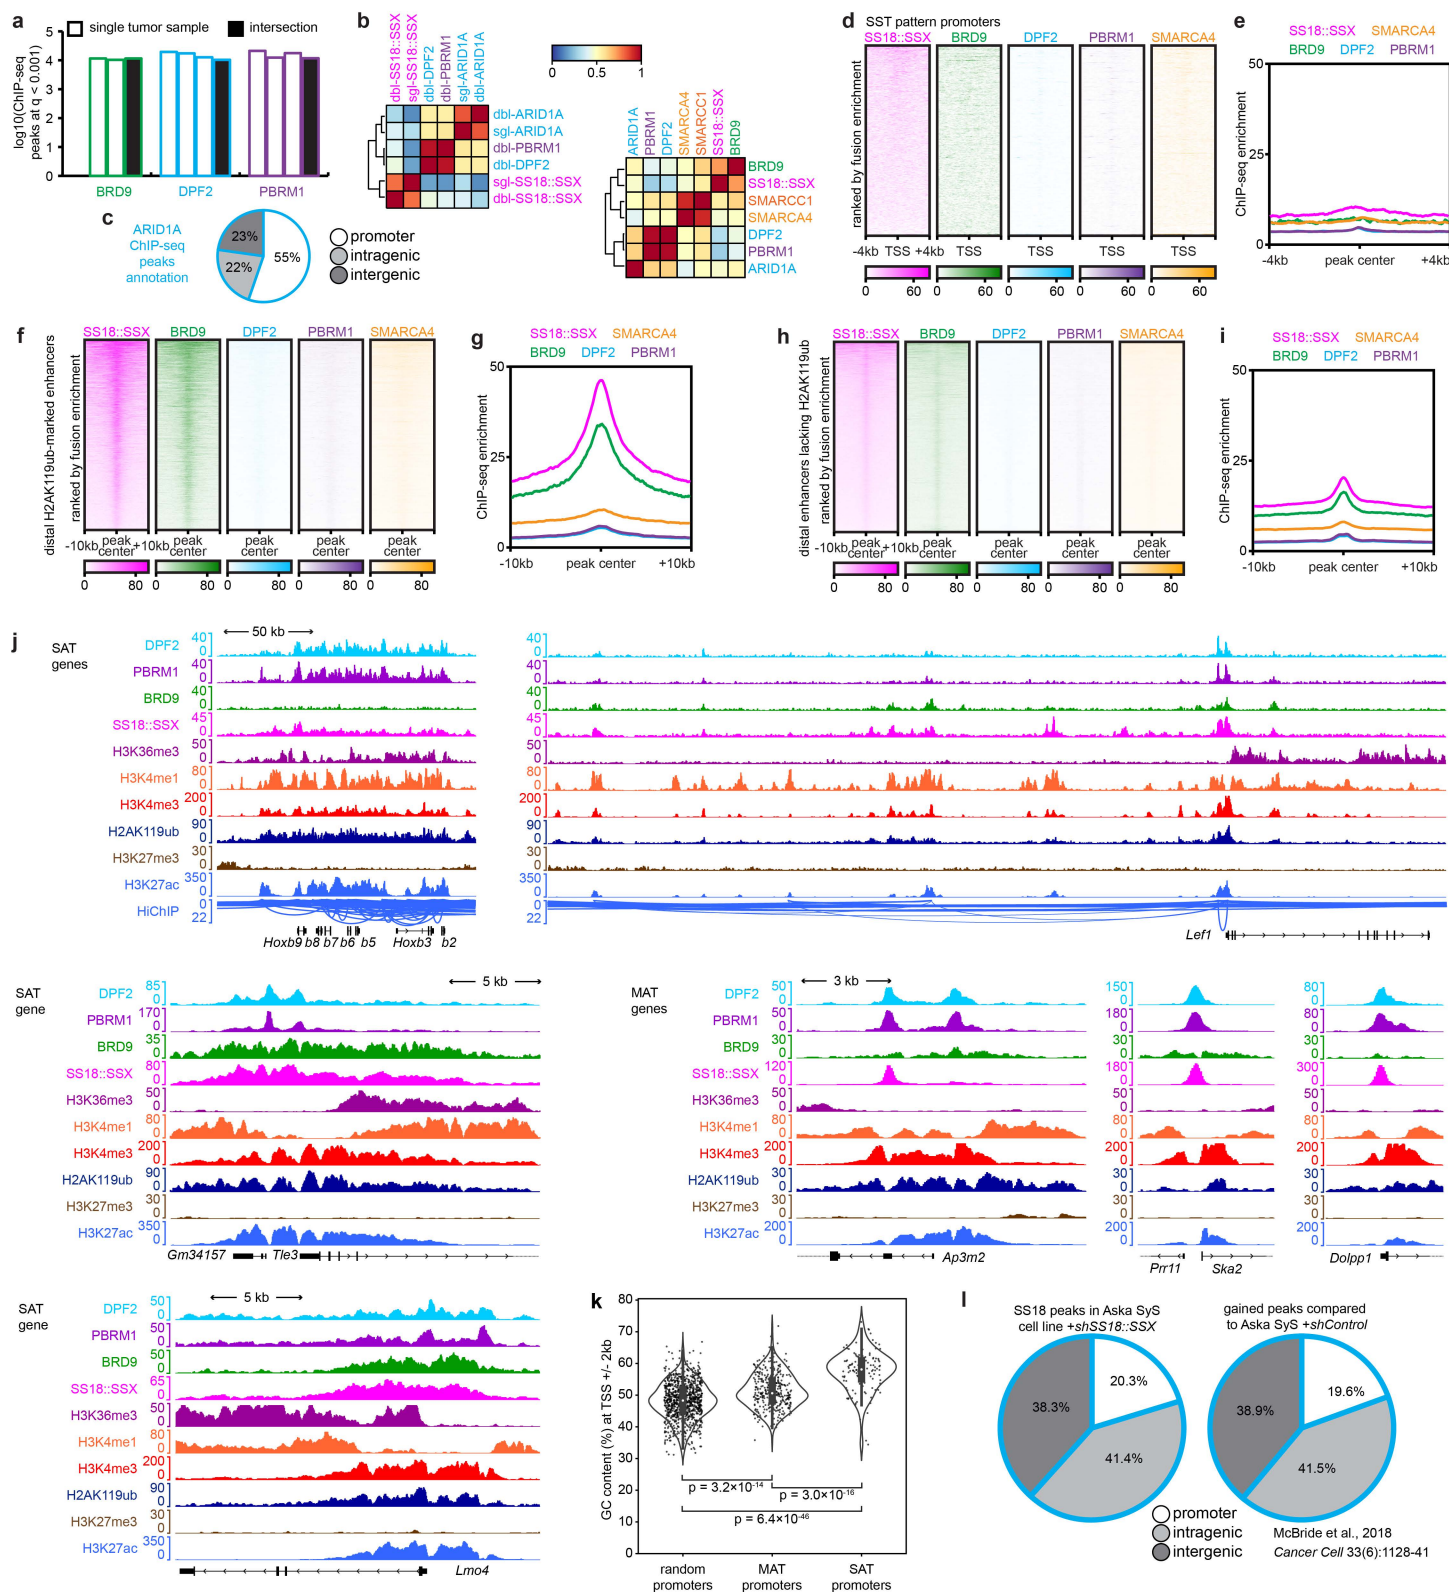

**a** Peak counts called for BAF component ChIP-seq in individual samples, and the intersection merged peaks set. **b** Pearson correlation heatmap for (left) individual ChIP-seq runs for the indicated antibodies after either single (sgl) or double (dbi) crosslinking and (right) intersection merged ChIP-seq for the indicated antibodies. **c** Annotation distribution of ARID1A ChIP-seq peaks, also demonstrating a predominance of promoter proximal peaks for CBAF. **d** ChIP-seq enrichment heatmaps for BAF components at SST gene promoters and **e** plots of the same. **f** ChIP-seq enrichment heatmaps and **g** plots for distal peaks that were determined by called peaks for H3K4me1, H3K27ac, and H2AK119ub, as well as those **h, i** lacking a called peak for H2AK119ub. **j** Example ChIP-seq enrichment tracks for SAT pattern genes with and without significant distal looped enhancers, as well as MAT genes. **k** Violin plot of the GC content in promoters of each pattern (Violin plots show data distribution with embedded box plots indicating median, 25<sup>th</sup>–75<sup>th</sup> percentiles, and whiskers for minimum and maximum. Sample sizes: Random sites, n = 977; MAT sites, n = 339; SAT sites, n = 126. Kruskal-Wallis test for unbalanced data, rank-based; p-value from Dunn test for pairwise comparisons). **l** Annotation distribution of SS18 ChIP-seq peaks after fusion depletion in the Aska human SyS cell line (representing CBAF peaks, generally) as well as the annotation distribution of gained peaks from control shRNA.

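The H3K27ac HiChIP list was also read at the genes whose tracks are drawn in panel j. The HoxB cluster lies on chromosome 11 of mm10 from 96194316 to 96368256. Hoxb9 had 16 loops and a loop score of 26, Hoxb3 a loop score of 80 and Hoxb2, with 30 loops, a loop score of 108. The genes between Hoxb9 and Hoxb4 had loop scores of 34 (Hoxb8), 54 (Hoxb7), 47 (Hoxb6) and 54 (Hoxb5). A promoter window of 1 kb lowered Hoxb2 to 60, Hoxb3 to 33, Hoxb5 to 22, Hoxb7 to 26 and Hoxb8 to 28. Hoxb9 and Hoxb6 kept their scores. RefSeq transcripts, chosen after the values were seen, gave 60 for Hoxb2 and 103 for Hoxb3 and left the others unchanged. Neighboring genes share anchors, so the scores within the cluster are not independent. One loop of 15 tags joined the anchor at Hoxb4 and Mir10a (96317196 to 96320154) to an anchor from 96345282 to 96349185 at the TSSs of Hoxb2 and Hoxb3. The parts of the list weighed differently within the cluster, since 28 of the tags of Hoxb8 came from the first part and 41 of those of Hoxb6 from the second. Lmo4 (chromosome 3, 144188530 to 144205220) had 12 loops with 28 tags, and 7 of its distal anchors were far from every TSS. Its strongest loop, of 9 tags, spanned 6.11 kb. Tle3 (chromosome 9, 61372366 to 61418497) had 3 loops with 4 tags in all. At Dolpp1 (chromosome 2, 30392254 to 30400529) 4 loops held 5 tags. Ska2 (chromosome 11, 87109234 to 87124635) had 2 loops and its neighbor Prr11 had 1, each of a single tag. No loop reached Ap3m2 (chromosome 8, 22787354 to 22805622). At these counts, differences among Tle3, Dolpp1, Ska2, Prr11 and Ap3m2 were not detectable.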

Supplemental Figure 3 (associated with Fig. 4). Single cell transcriptomics reveal distinct cell type clusters within synovial sarcoma tumors.

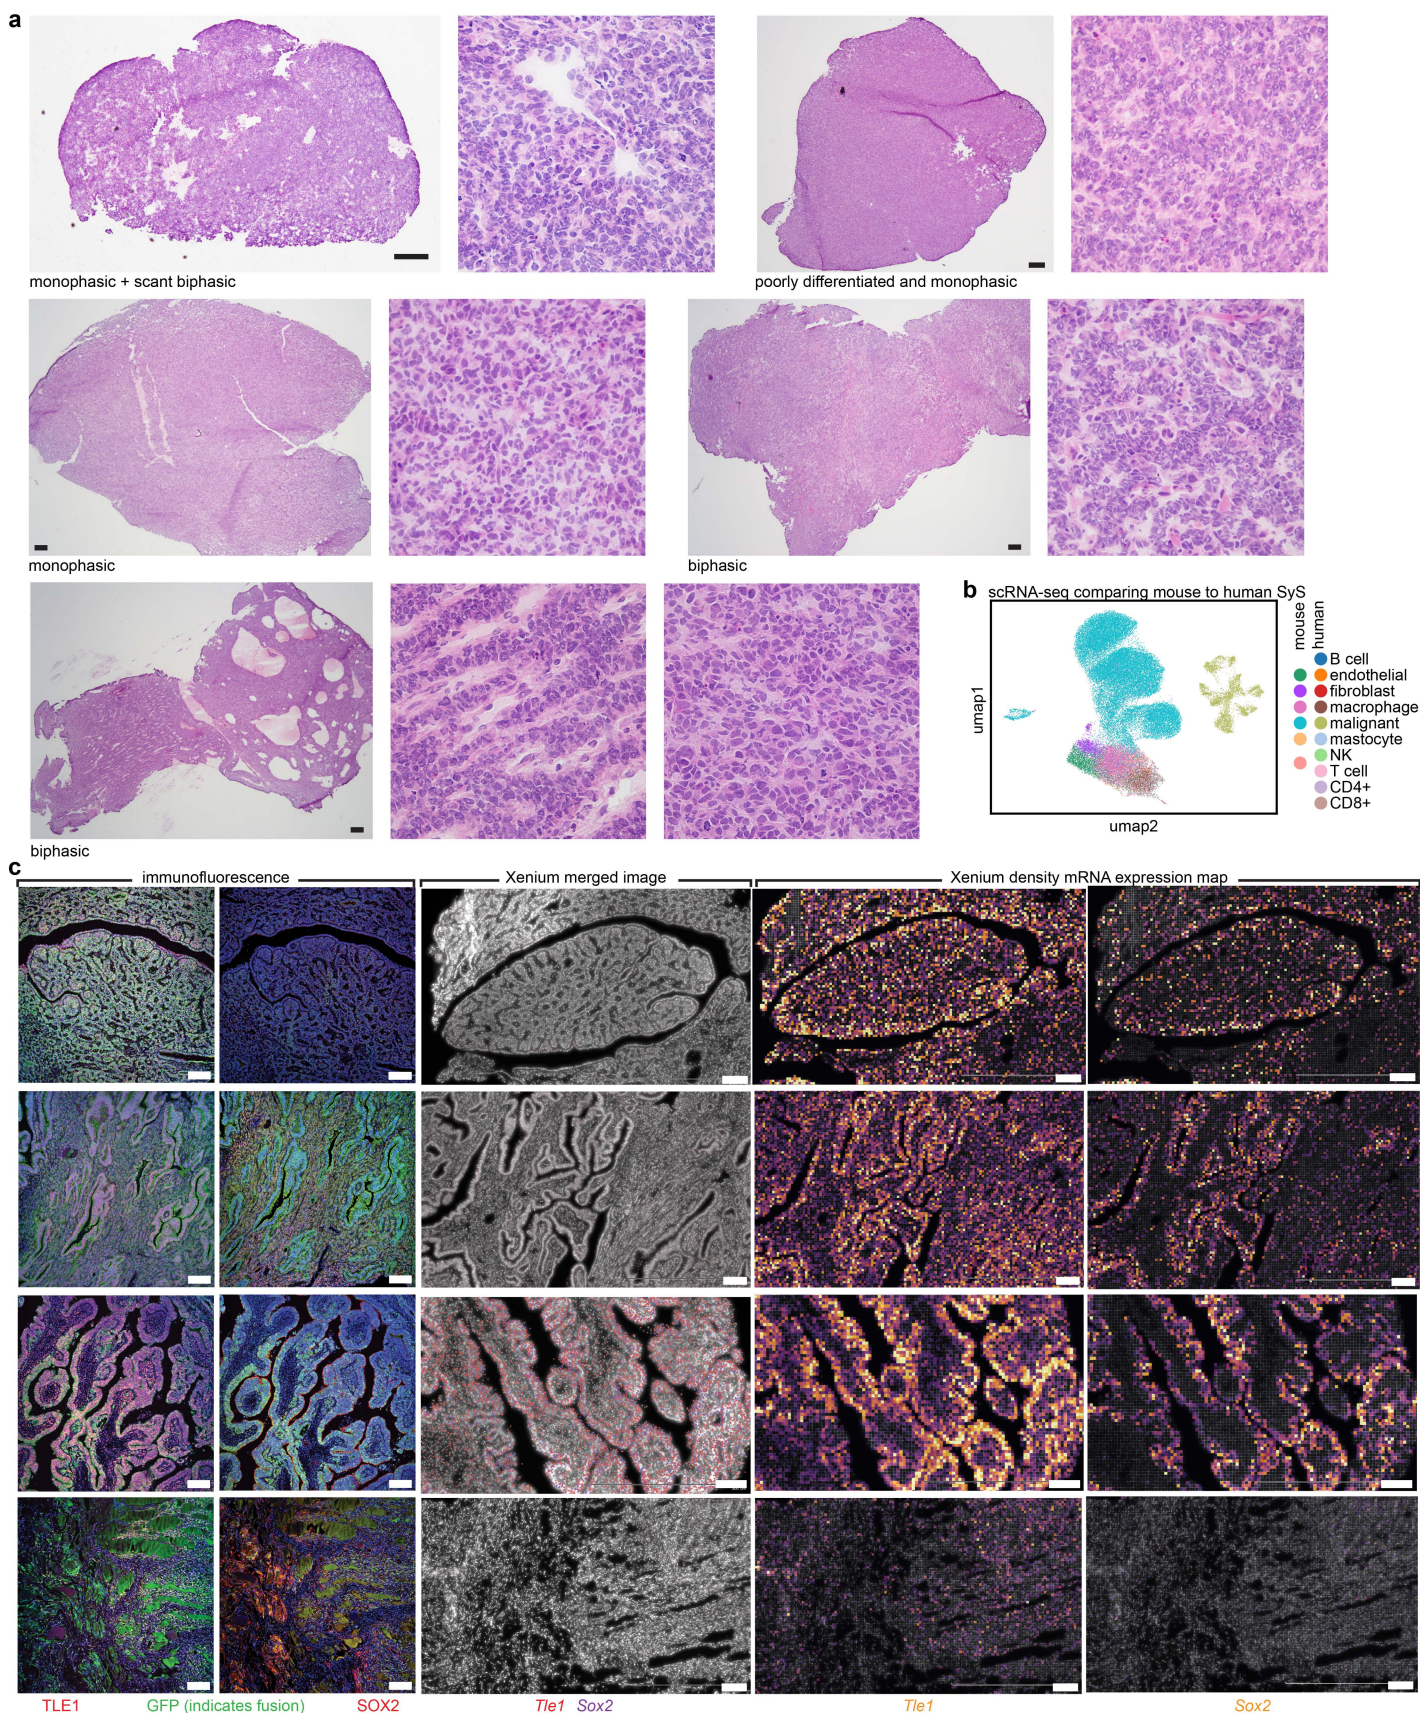

**a** Representative photomicrographs showing histomorphology of snap frozen tissue sections adjacent to areas sampled by single cell RNA-seq (Magnification bars, 250 $\mu$ m; square panel sides, 250 $\mu$ m. Note that snap freezing creates artifacts resembling nuclear atypia.) **b** correlation of mouse SyS scRNA-seq with human scRNA-seq using data and SyS gene list reported by Jerby-Arnon et al. *Nat Med.* 2021 Feb;27(2):289-300. **c** Immunofluorescence with antibodies against proteins coded for by two highly expressed SAT genes, TLE1 and SOX2 are marked to correlate with the Xenium spatial resolution transcriptomics (Magnification bars, 100 $\mu$ m).

**Supplementary Fig. 4 (associated with Fig. 4): Xenium spatial transcriptomics identifies cell markers for each synovial sarcoma tissue type.**

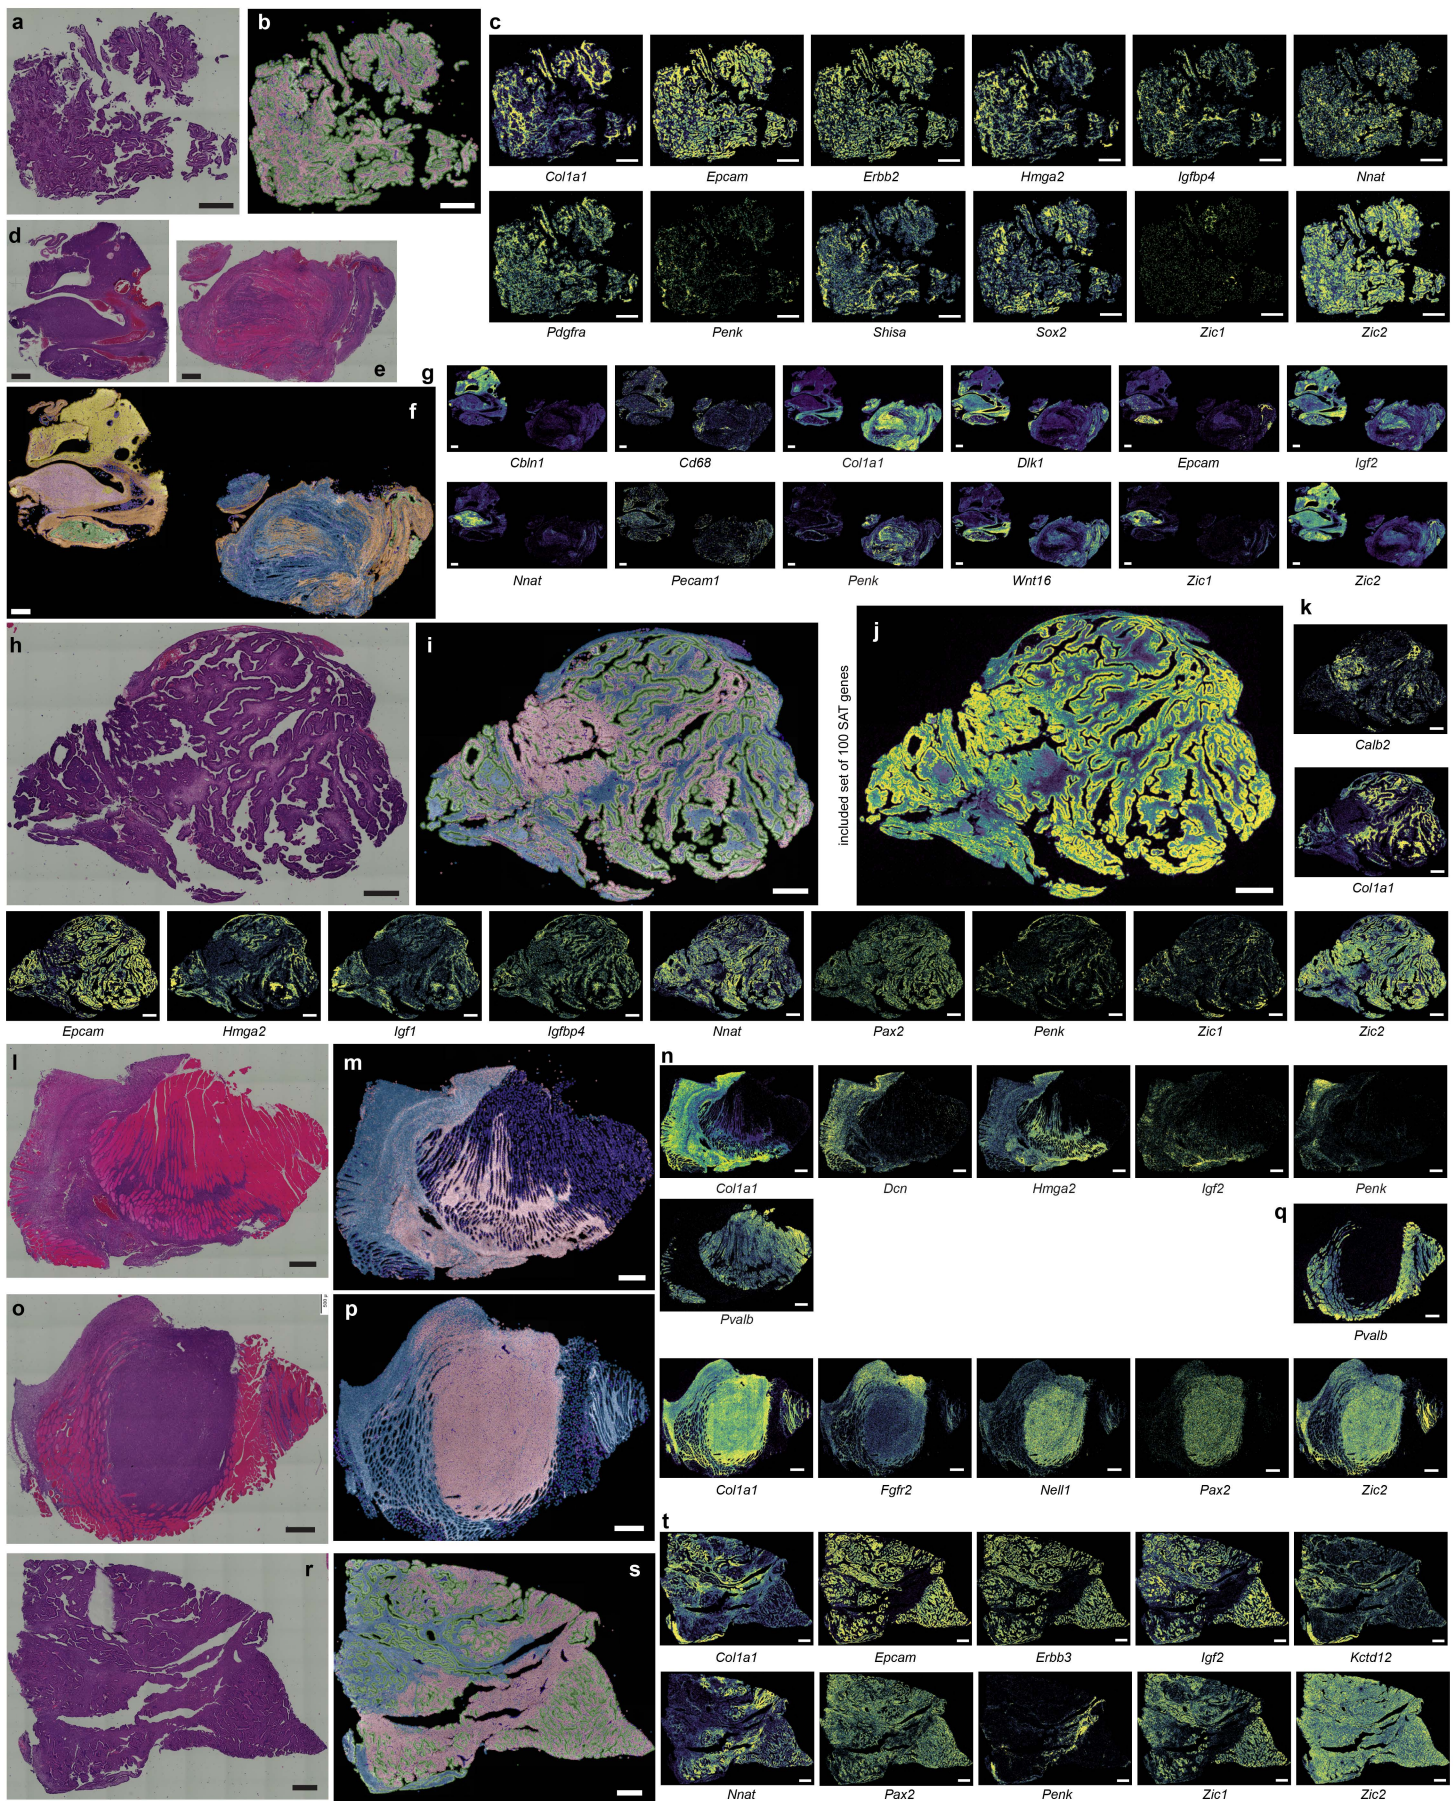

**a, d, e, h, i, o, r** Photomicrographs of *hSS2* mouse tumor sections stained with hematoxylin and eosin (H&E). **b, f, i, m, p, s** Xenium In Situ pseudo-colored spatial representation of clusters of cells: monophasic (blue), epithelial and poorly differentiated (pink), glandular epithelial cells (green), endothelial cells (purple). **c, g, j, k, n, q, t** Spatial heat maps of gene expression following Xenium In Situ. (Magnification bars, 500µm).

Supplementary Fig. 5 (associated with Figure 4): Pseudo-time analysis defines gene sets associated with reprogramming.

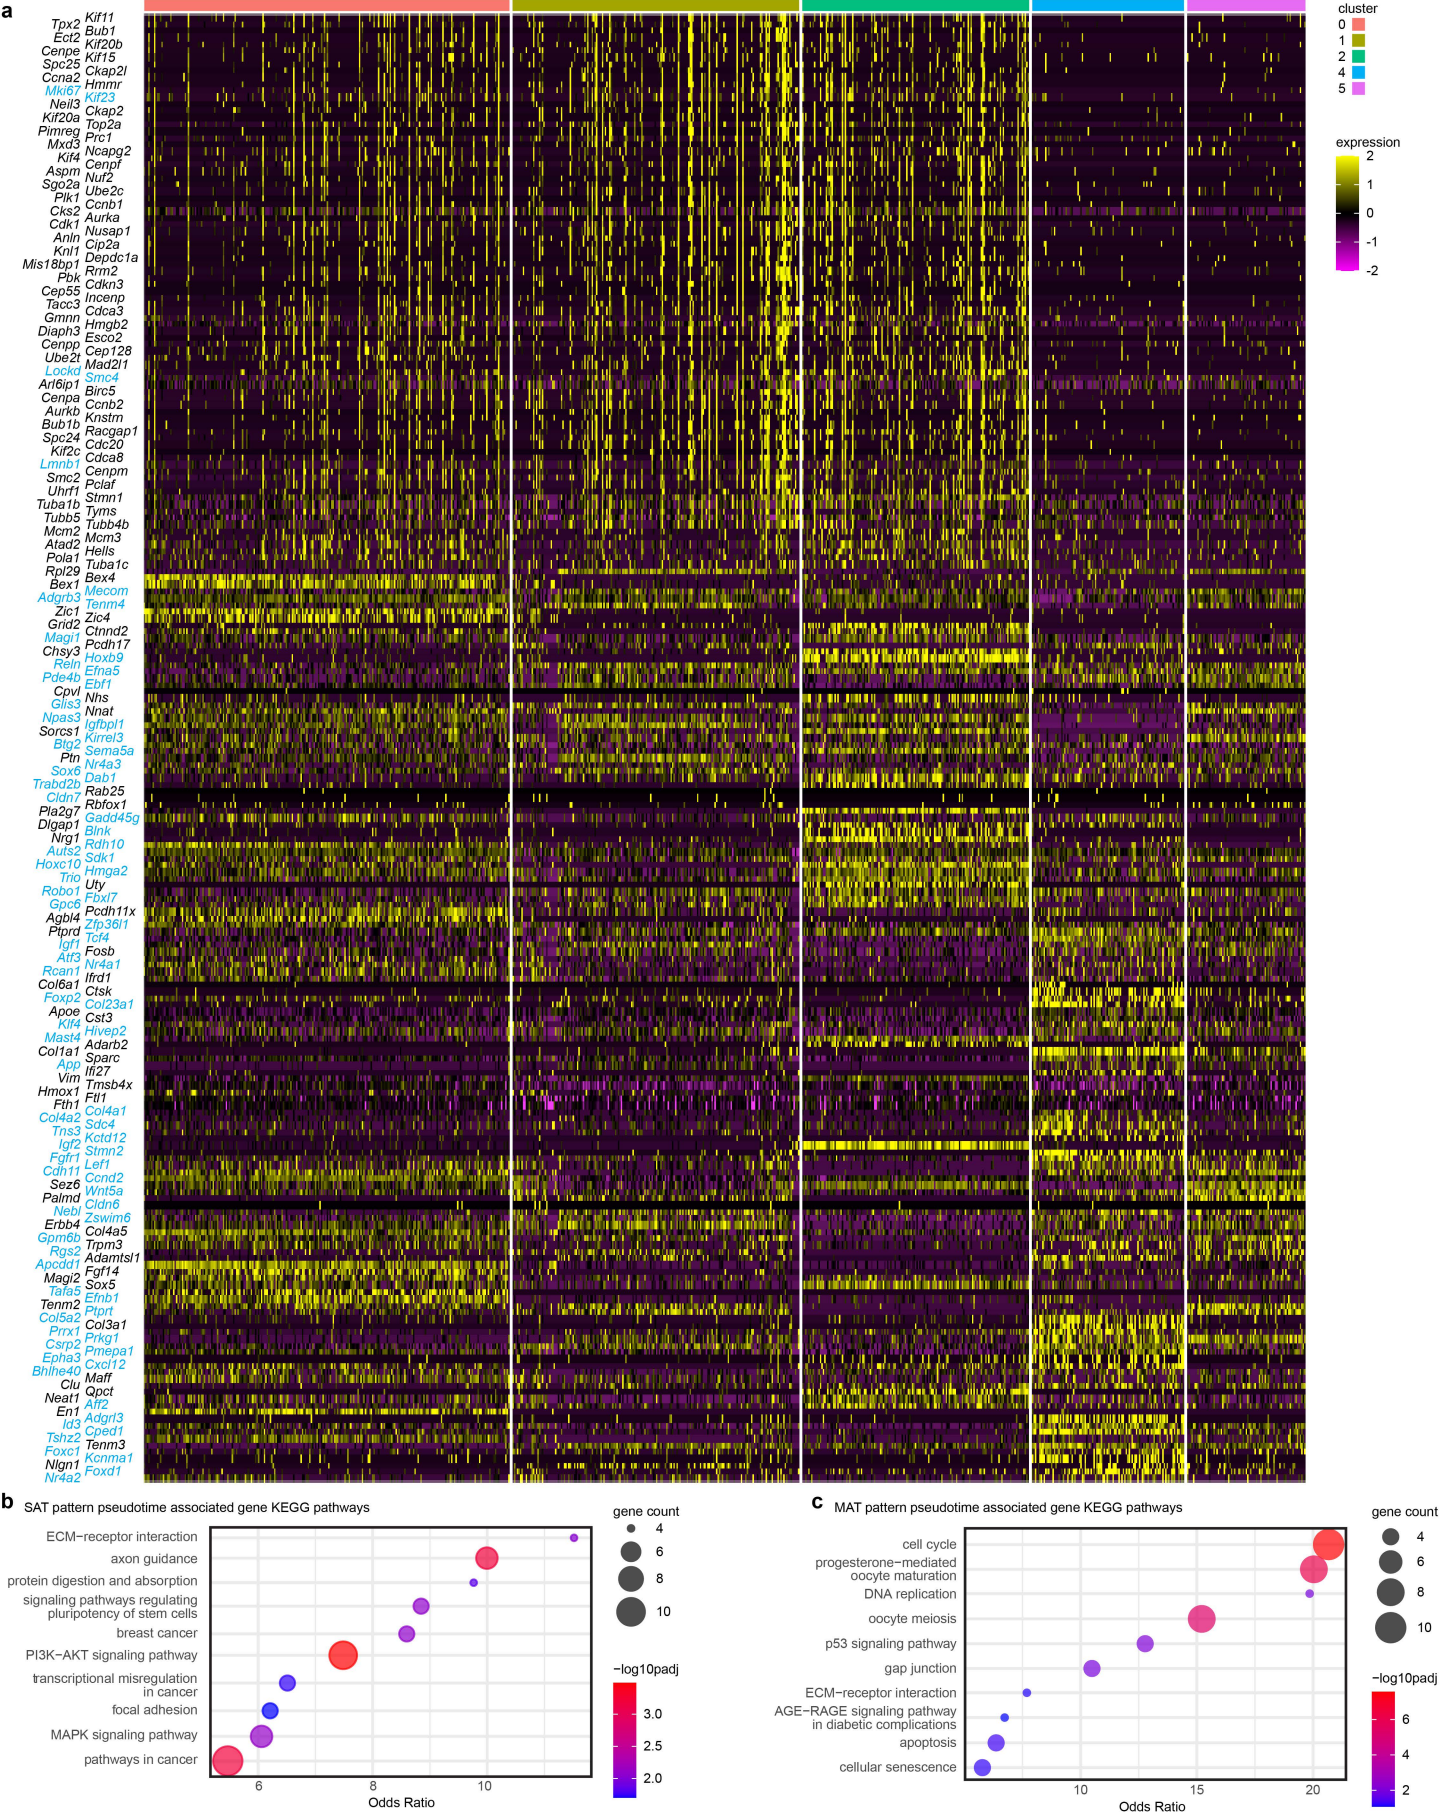

**a** Heatmap depicting gene expression profiles associated with pseudo-time trajectories in tumor cell populations (SAT pattern genes, cyan text; MAT pattern genes, black text). **b** KEGG pathway analysis of SAT pattern genes and **c** MAT pattern genes, each from the pseudo-time associated list.

**Supplementary Fig. 6 (associated with Fig. 5). Accompanying SMARCB1 loss alters synovial sarcoma phenotypes.**

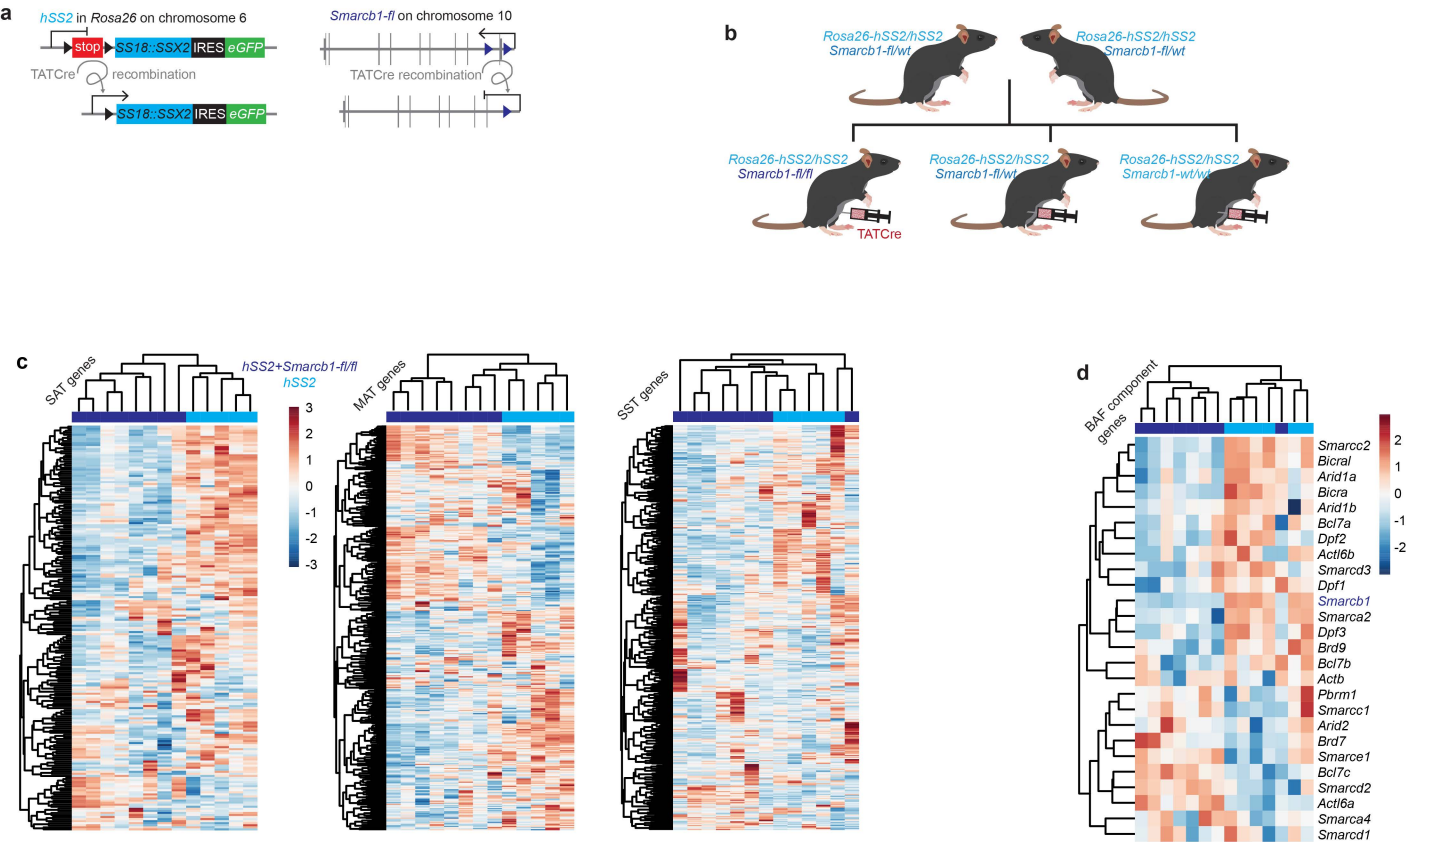

**a** Schematic of the *hSS2* and *Smarchb1*-floxed alleles, for simultaneous expression of SS18::SSX2 and deletion of critical *Smarchb1* exons upon Cre-mediated recombination. **b** *hSS2* breeding scheme to generate littermate-controlled tumorigenesis phenotyping experiments with varied *Smarchb1* genotypes. **c** Expression heatmaps for SAT, MAT, and SST genes expressed in *hSS2*; *Smarchb1*-wt/wt and *hSS2*; *Smarchb1*-fl/fl tumors. **d** Expression heatmaps for BAF component genes to test the depth of loss of the conditionally targeted allele and for any compensatory changes in other components.

**Supplementary Fig. 7 (associated with Fig. 6). Accompanying PBRM1 loss alters synovial sarcoma phenotypes.**

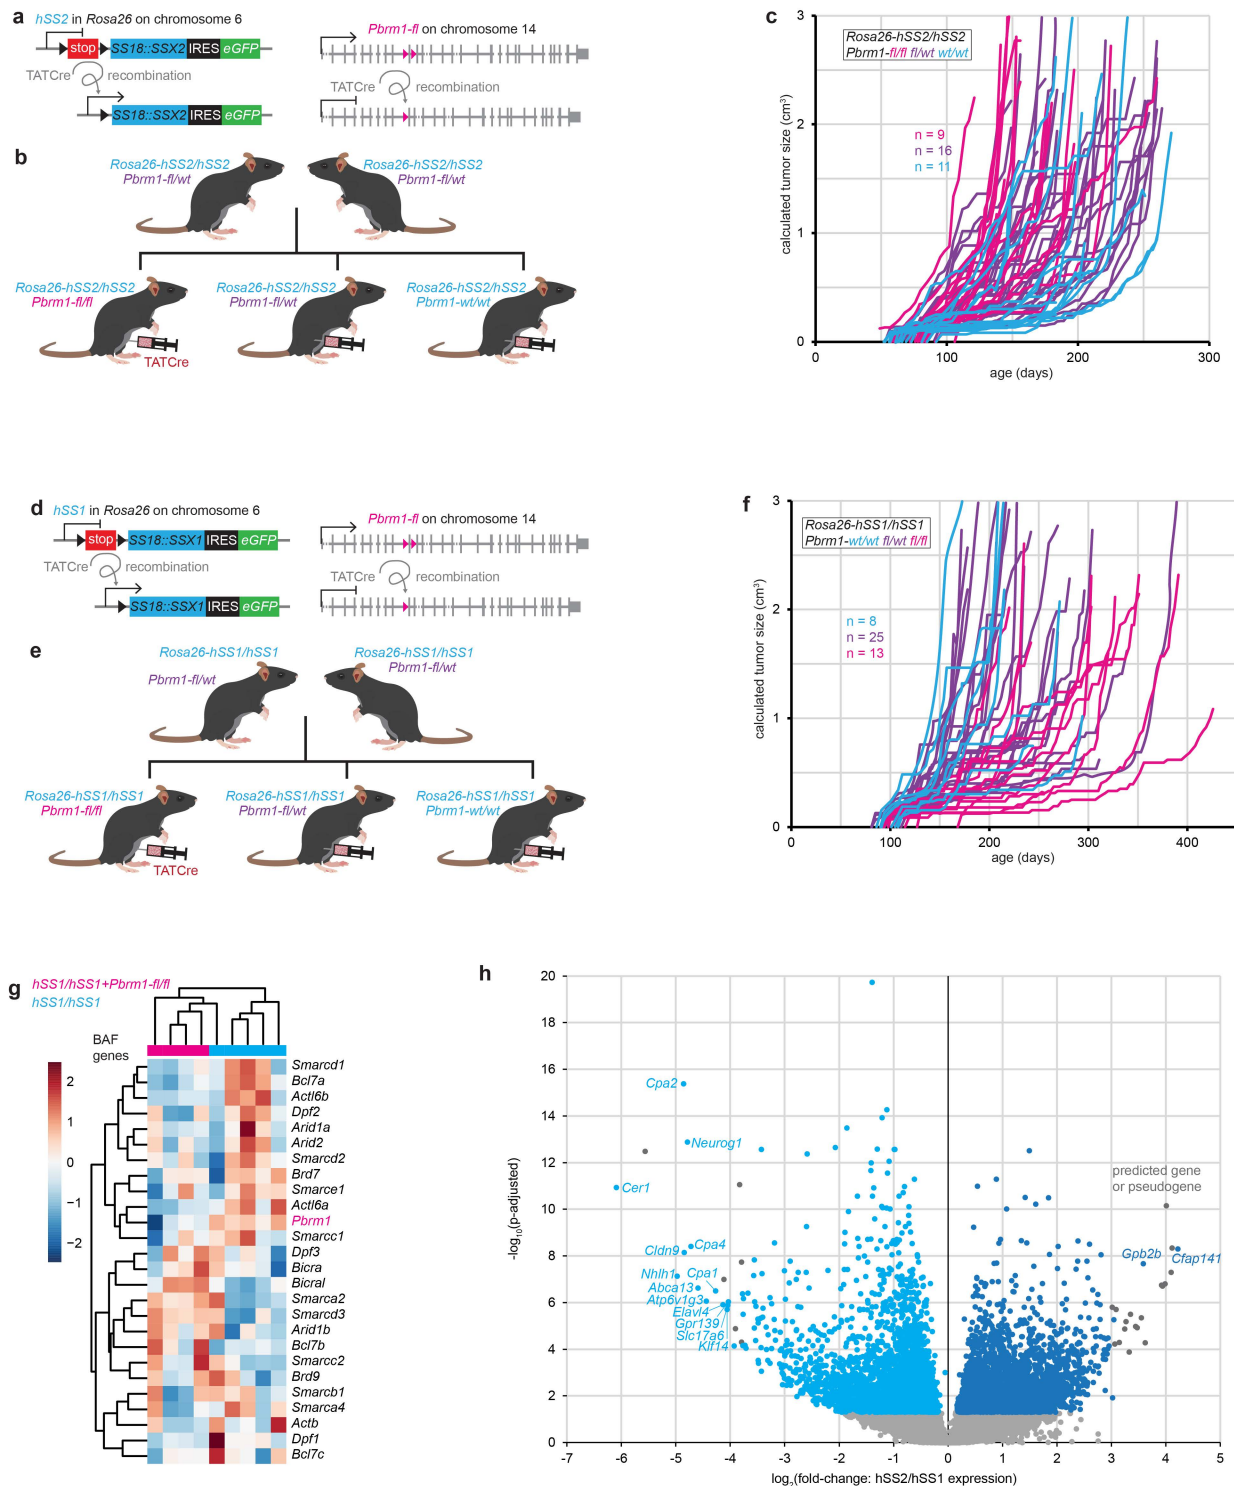

**a** Schematic of the *hSS2* and *Pbrm1*-floxed alleles, for simultaneous expression of *SS18::SSX2* and excision of *Pbrm1* exon 11 by Cre-mediated recombination. **b** *hSS2* breeding scheme to generate littermate-controlled tumorigenesis phenotyping experiments with varied *Pbrm1* genotypes. **c** Individual tumor growth trajectories for cohorts of *hSS2* mice with varied *Pbrm1* genotypes. **d** Schematic of *hSS1* allele and the *Pbrm1*-floxed allele and the breeding scheme **e** to generate littermate-controlled tumor phenotyping experiments. **f** Individual growth curves in *hSS1* mice injected with TATCre at day 8 of life comparing littermates with varied *Pbrm1-fl* genotypes. **g** Expression heatmap for bulk RNA-seq of BAF components among *hSS1* tumors arising in mice with homozygous floxed or wildtype *Pbrm1*, demonstrating only subtle reduction in *Pbrm1* in the homozygous floxed tumors, suggesting heterozygous recombination of the floxed alleles in the cells that gave rise to these tumors. **h** Differential expression comparing *hSS2* to *hSS1* driven tumor transcriptomes without secondary genetic alterations shows mostly predicted and pseudogene, or spurious differences, such as pancreatic gene expression differences.

# Supplementary Fig. 8 (associated with Fig. 7): CBAF component disruptions enhance synovial sarcomagenesis.

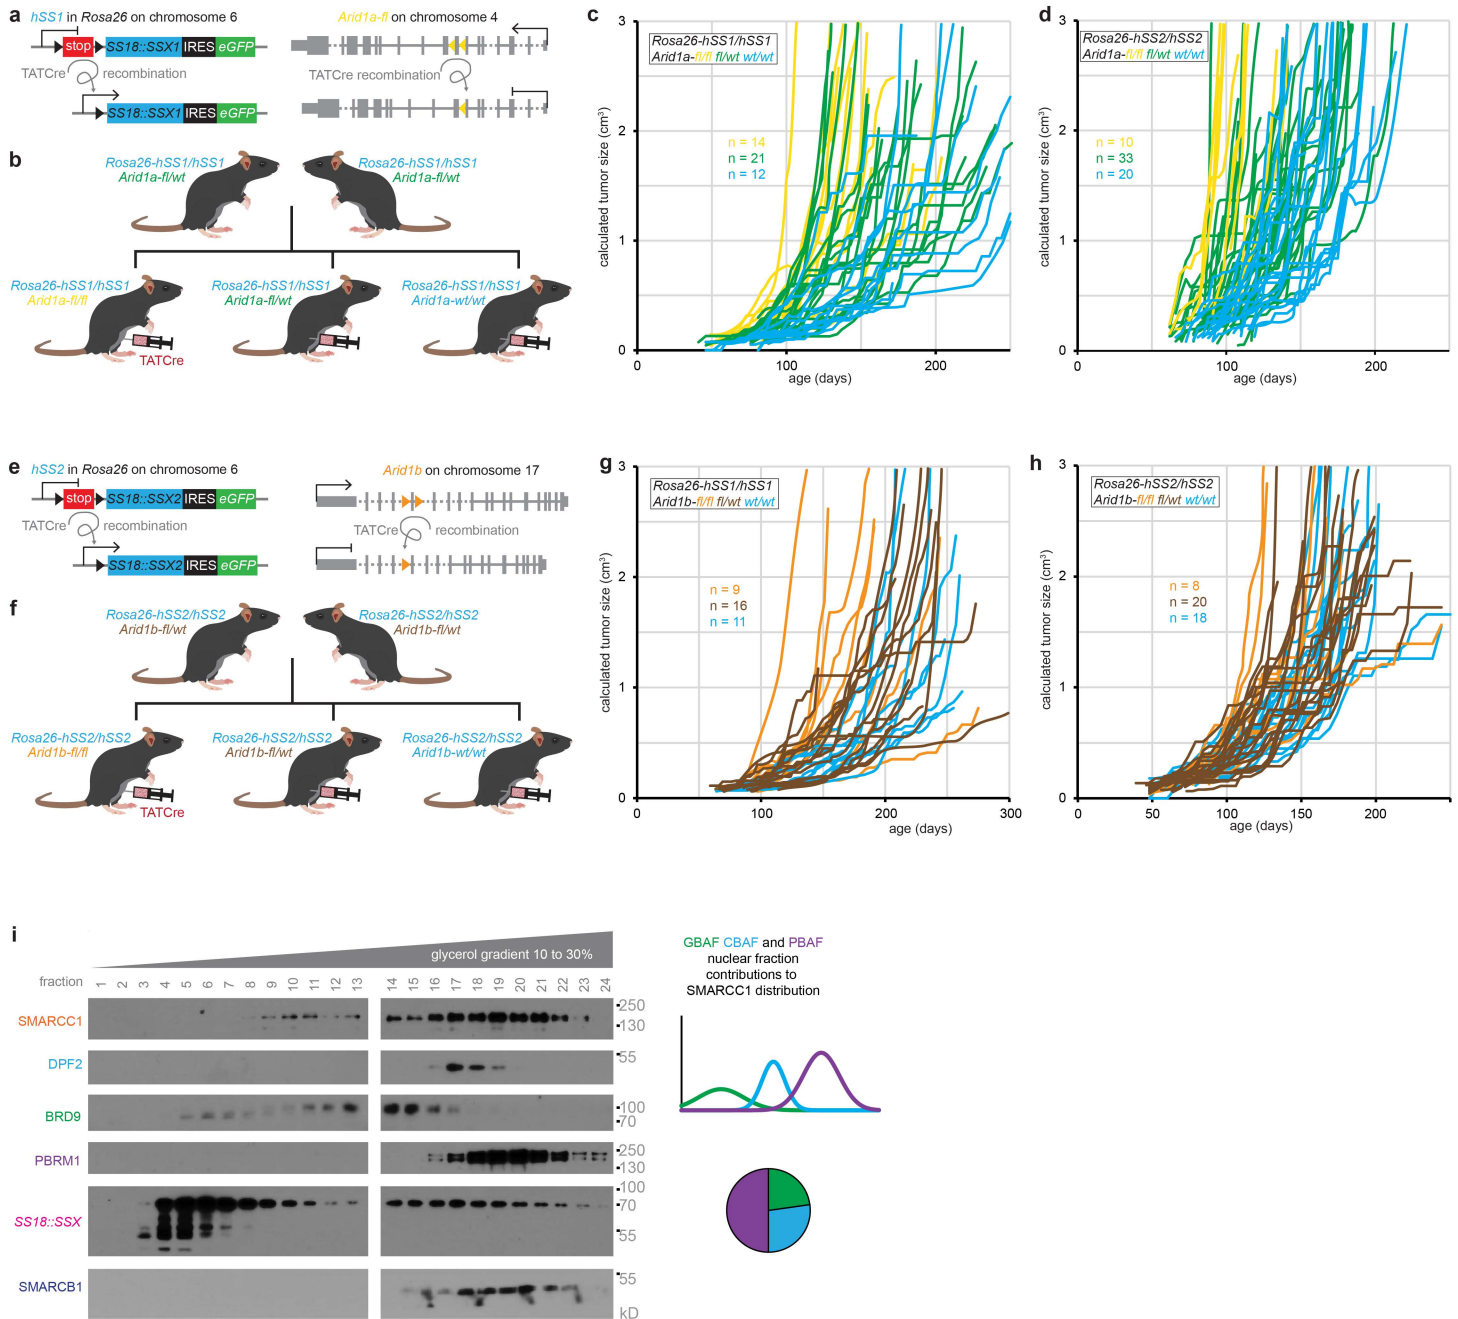

**a** Schematic of *hSS1* and *Arid1a*-floxed alleles, for simultaneous expression of SS18::SSX1 and excision of *Arid1a* exon 8 by Cre-mediated recombination. **b** Breeding scheme for generating littermate-controlled cohorts of *hSS1* mice bearing variable *Arid1a* genotypes. **c** Individual growth curves for *hSS1* tumors with variable *Arid1a* genotypes, as well as **d** for *hSS2* phenotyping experiments with varied *Arid1a* genotypes. **e** Schematic of *hSS2* and *Arid1b*-floxed alleles, for simultaneous expression of SS18::SSX2 and excision of *Arid1b* exon 5 by Cre-mediated recombination. **f** Breeding scheme for generating littermate-controlled cohorts of *hSS2* mice bearing variable *Arid1b* genotypes. **g** Individual growth curves for *hSS1* tumors with variable *Arid1b* genotypes, as well as **h** for *hSS2* phenotyping experiments with varied *Arid1b* genotypes. **i** Western blots of BAF components following glycerol size fractionation of nuclear extracts, showing contributions of CBAF, GBAP and PBAF to the overall SMARCC1 distribution calculated for each fraction.

**Supplementary Fig. 9 (associated with Fig. 8): Unlike *Arid1a* disruption, *Pbrm1* disruption alters synovial sarcoma transcriptional features.**

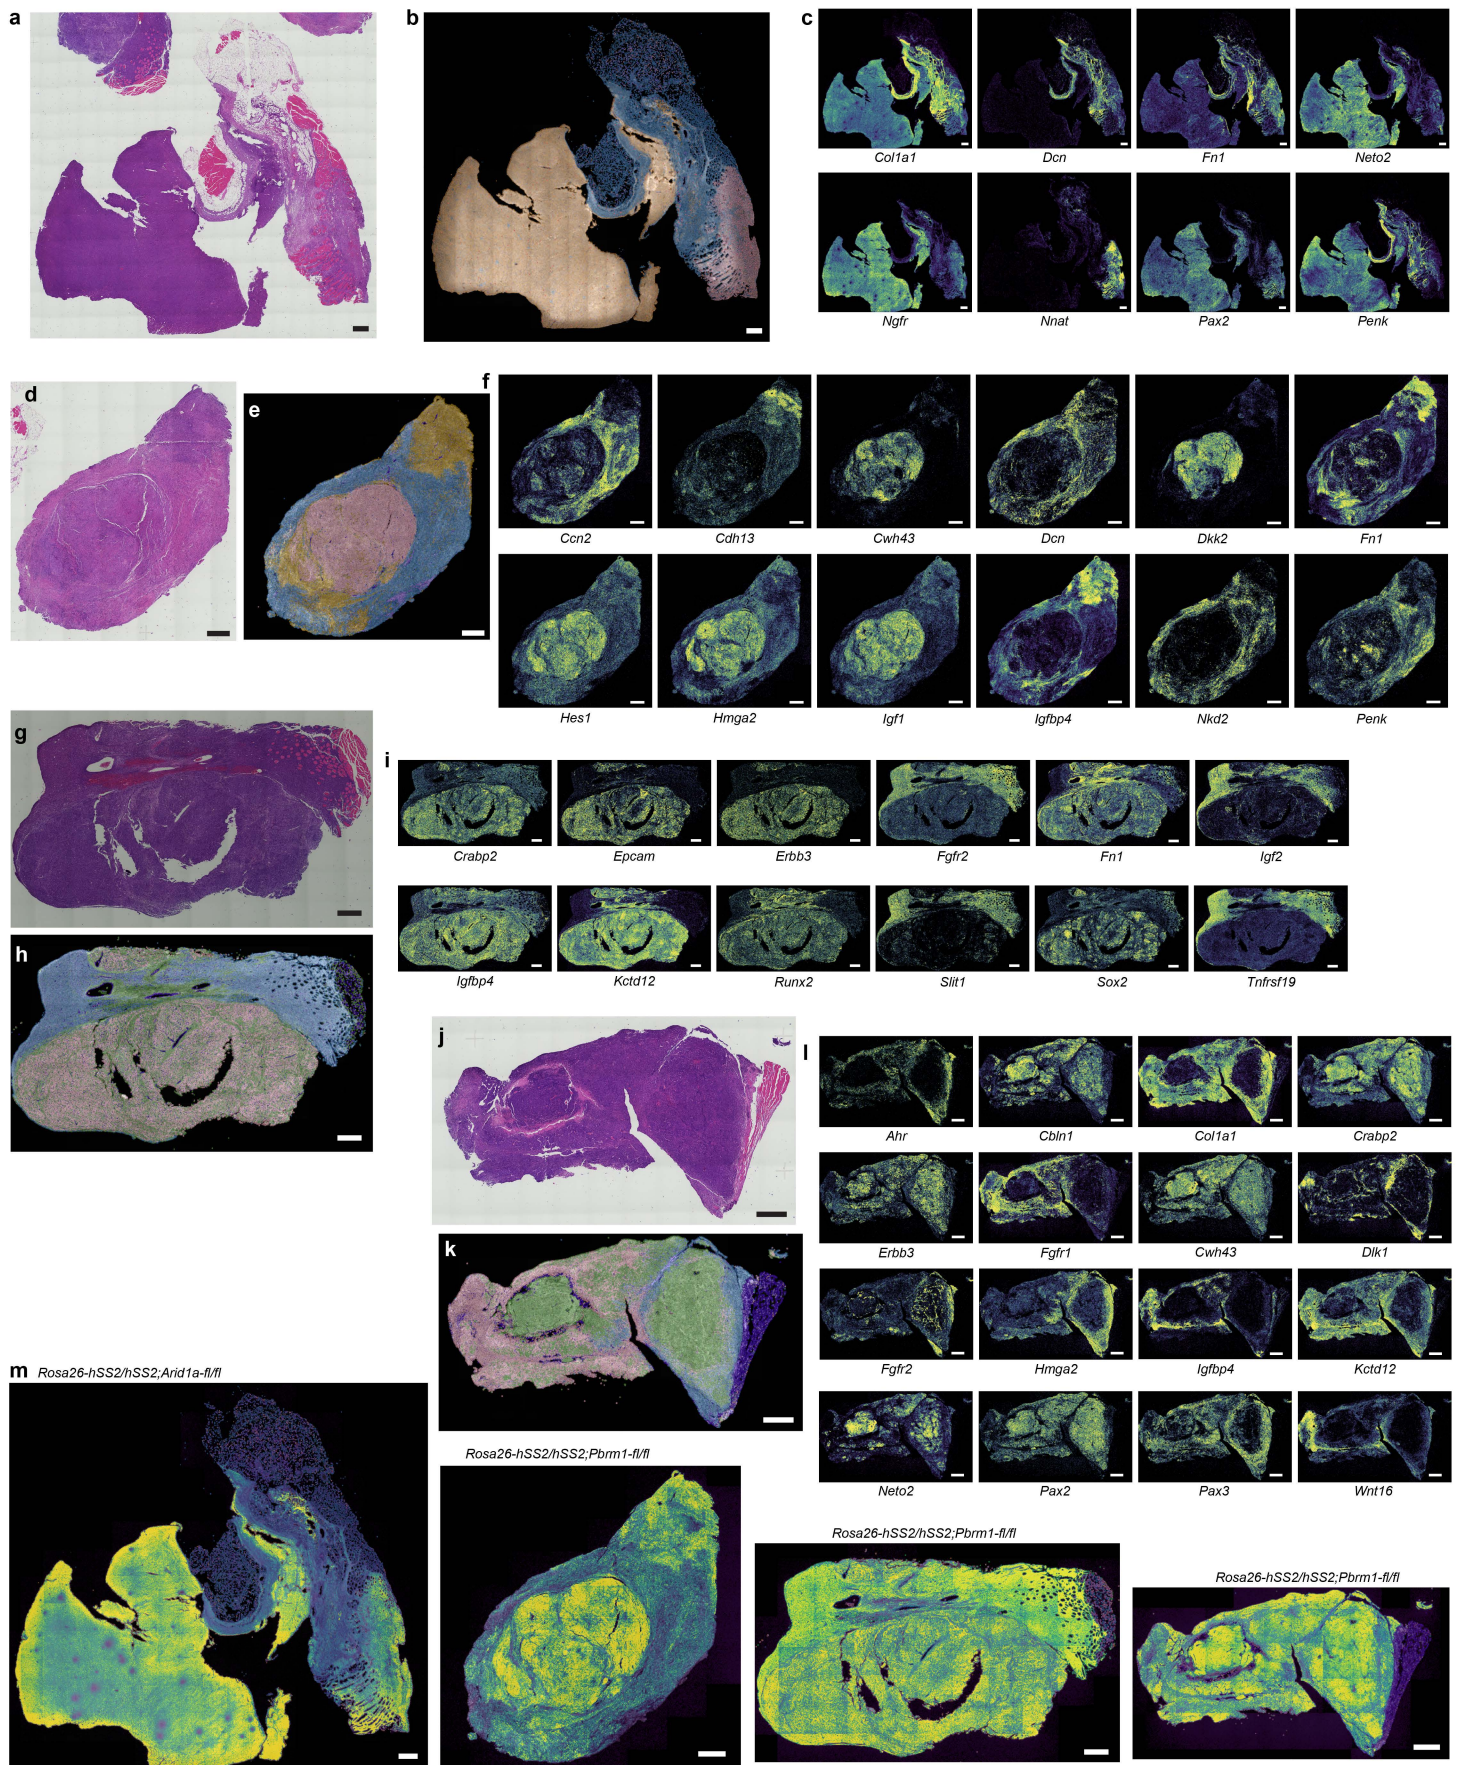

**a** Hematoxylin and eosin (H&E) photomicrograph of a *Rosa26-hSS2/hSS2;Arid1a-ff/ff* tumor with **b** Xenium clustering annotation and **c** expression heatmaps for individual genes. **d**, **g**, **j** H&E photomicrographs of *Rosa26-hSS2/hSS2;Pbrm1-ff/ff* tumors with Xenium clustering **e**, **h**, **k** and expression heatmaps for individual genes **f**, **i**, **l**. **m** Heatmaps for expression of a 100 SAT gene set included on the Xenium. (All magnification bars are 500µm in length).

**Supplementary Fig. 10 (associated with Fig. 8): Human synovial sarcomas observations correlate with findings from mouse disruptions of *Arid1a*, *Arid1b*, *Pbrm1*, or *Smarcb1*.**

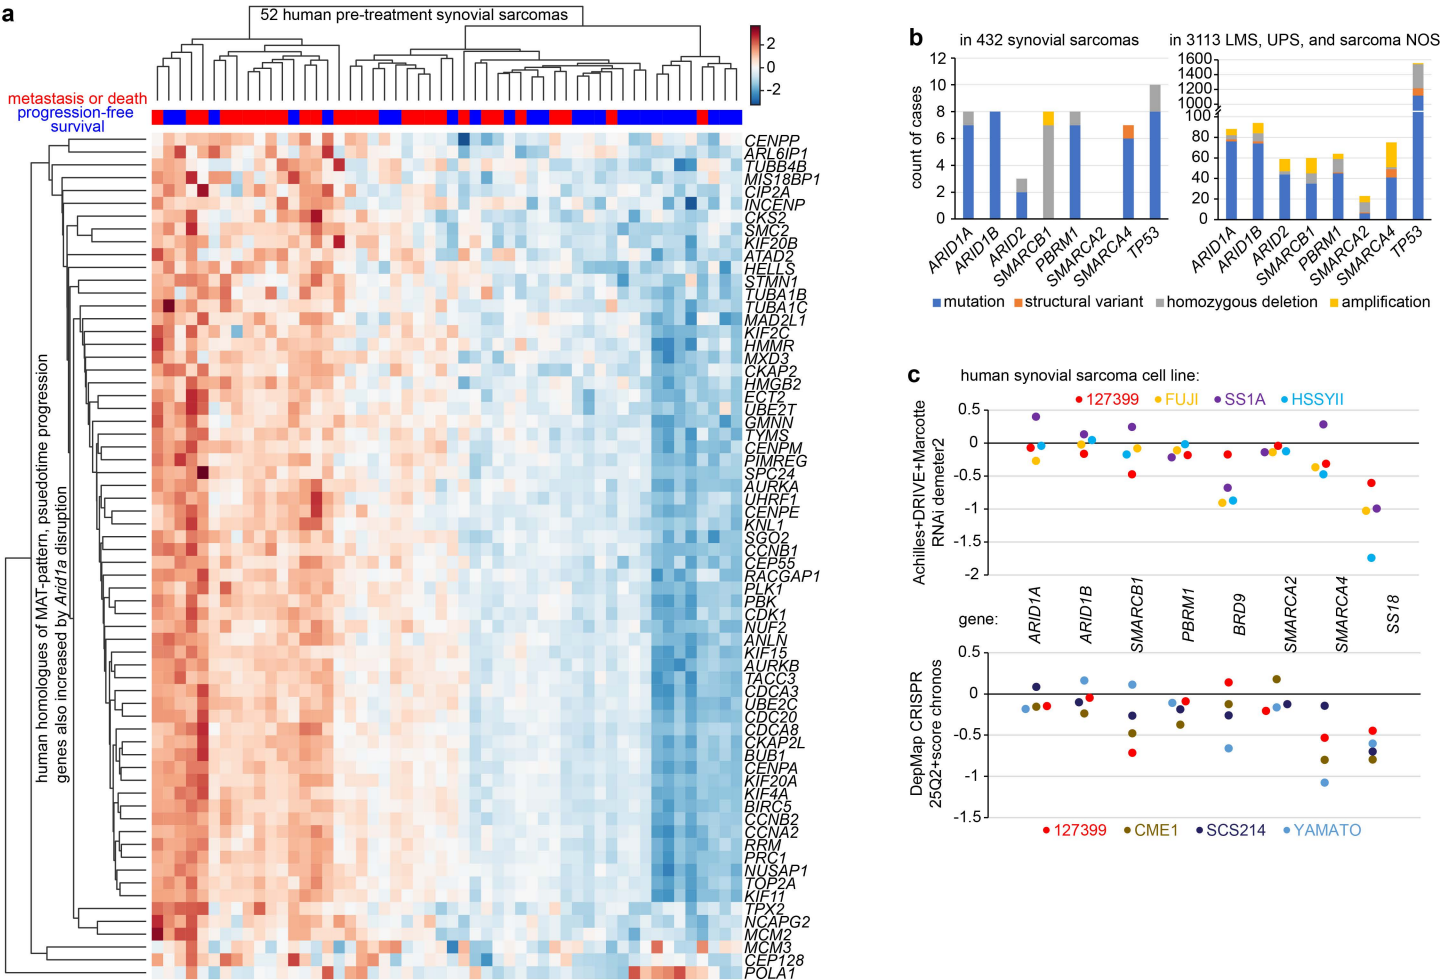

**a** Nonhierarchical clustering of differential expression of the human homologues of MAT-pattern pseudotime-associated genes with human SySs categorized by favorable or poor prognosis. **b** Number of cases of each identified DNA-level genomic change of the associated BAF subunit (or positive control of *TP53*) loci in human SySs or a comparison cohort of undifferentiated pleiomorphic sarcoma (UPS), leiomyosarcoma (LMS), and sarcoma not otherwise specified (NOS) cases from cBioPortal. **c** DepMap portal defined DEMETER2 scores from RNA interference (RNAi) among human SyS cell lines in the Achilles, DRIVE, and Marcotte databases and CRISPR/Cas9 chronos scores from the 25Q2 DepMap database for BAF subunit genes.

# Supplementary material for: Synovial sarcoma reprograms transcription by GBAF activation of polycomb targets and loss of CBAF enhancers
**Source:** Nat Commun. 2025 Dec 21;17:1081. doi: 10.1038/s41467-025-67841-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our Editorial Policies and the Editorial Policy Checklist.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. F, t, r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's d, Pearson's r), indicating how they were calculated                                                                                                                                                               |

Our web collection on statistics for biologists contains articles on many of the points above.

Software and code

Policy information about availability of computer code

|                 |                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Living image software PerkinElmer IVIS system version 4.7.3.                                                                                                                                                                                                                                                           |
| Data analysis   | GraphPad Prism software (version 9.0); featureCounts (version 1.6.3); CellRanger (v7.2.0) Monocle 3 (version 1.3.4); Seurat package (v5.0.3); HiC-Pro (v2.11.4); Hicchipper (v0.7.0); Novoalign (Version 3.00); MACS2 (version 2.2.9); deepTools (version 3.5.6); STAR (2.7.11); DESeq2 version 3.11; Scanpy (v1.10.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio guidelines for submitting code & software for further information.

Data

Policy information about availability of data

All manuscripts must include a data availability statement. This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our policy

The genomics dataset generated from this study are available at GSE269770, GSE269772, GSE269773 on the GEO.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes are explained throughout the manuscript. For the mouse tumorigenesis study, n=10 was the goal for each group to ensure the adequate statistical power.                         |
| Data exclusions | No data was excluded from analysis.                                                                                                                                                         |
| Replication     | Mouse bearing SS18::SSX1 or SS18::SSX2 were employed as replicate for the tumorigenesis study. Technical replicates of the experiment are indicated in the figure legends where applicable. |
| Randomization   | Mouse littermates were used as controls, and the sex, strain, and age were randomized according to NIH protocol.                                                                            |
| Blinding        | All pathology assessments involved reviewing tissue samples in a blinded manner. Unsupervised analysis was utilized for all the genomic datasets.                                           |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |     |
|-------------------|-----|
| Study description | N/A |
| Research sample   | N/A |
| Sampling strategy | N/A |
| Data collection   | N/A |
| Timing            | N/A |
| Data exclusions   | N/A |
| Non-participation | N/A |
| Randomization     | N/A |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |     |
|--------------------------|-----|
| Study description        | N/A |
| Research sample          | N/A |
| Sampling strategy        | N/A |
| Data collection          | N/A |
| Timing and spatial scale | N/A |
| Data exclusions          | N/A |
| Reproducibility          | N/A |
| Randomization            | N/A |
| Blinding                 | N/A |

Did the study involve field work? ☐ Yes ☒ No

## Field work, collection and transport

|                        |     |
|------------------------|-----|
| Field conditions       | N/A |
| Location               | N/A |
| Access & import/export | N/A |
| Disturbance            | N/A |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-SMARCA4 antibody (Western), Abcam, Cat# ab4081, RRID:AB_304271, Lot:GR3267188-2;<br>Anti-SMARCA4 antibody (ChIP), Abcam, Cat# ab110641, RRID:AB_10861578, Lot:GR150844-37;<br>Anti-SMARCB1 antibody (Western), Bethyl, Cat# A301-087A, RRID:AB_2191714, Lot:2;<br>Anti-SMARCC1 antibody (Western), Proteintech, Cat# 17722-1-AP, RRID:AB_2191987, Lot:00055895;<br>Anti-SMARCC1 antibody (ChIP), Invitrogen, Cat# PA5-30174, RRID:AB_2547648;<br>Anti-SS18 antibody (Western), Cell Signaling, Cat# 21792, RRID:AB_2728667, Lot 1;<br>Anti-SS18-SSX antibody (Western and ChIP), Cell Signaling, Cat# 72364, Lot 2;<br>Anti-PBRM1 antibody (Western), Bethyl, Cat# A301-591A, RRID:AB_1078808, Lot 3 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Anti-PBRM1 antibody (ChIP), Cell Signaling, Cat# 89123, RRID:AB\_2936366, Lot 1;  
 Anti-ARIAD1A antibody (Western, ChIP), Cell Signaling, Cat# 12354, RRID:AB\_2637010, Lot 6  
 Anti-BRD9 antibody (Western and ChIP), Proteintech, 24785-1-AP, Lot 00052422;  
 Anti-DPF2 antibody (Western and ChIP), Abcam, Cat# ab134942, RRID:AB\_2728668;  
 H3K4me1 (ChIP), Diagenode, Cat# C15410037-50, CiteAb: pAb-037-050, Lot A1657D;  
 H3K4me3 (ChIP), Cell Signaling, Cat# 9751S, RRID:AB\_2616028;  
 H3K27ac (ChIP and HiChIP), Abcam, Cat# ab4729, RRID:AB\_2118291;  
 H3K27me3 (ChIP), Diagenode, Cat# C15410069, CiteAb: pAb-069-050, Lot A1811-001P;  
 H3K36me3 (ChIP), Abcam, Cat# ab9050, RRID:AB\_306966, Lot A1857P;  
 H2AK119ub (ChIP), Cell Signaling, Cat# 8240T, RRID:AB\_10891618;  
 Goat Anti-Rabbit IgG (H + L)-HRP Conjugate, BIO-RAD, Cat# 170-6515, RRID:AB\_11125142;  
 Goat Anti-Mouse IgG (H + L)-HRP Conjugate, BIO-RAD, Cat# 170-6516, RRID:AB\_11125547.  
 SOX2 (IF), Abcam, Cat# ab97959, RRID:AB\_2341193  
 TLE1 (IF), Abcam, ab183742  
 Goat Anti-Rat IgG (H+L) Antibody, Alexa Fluor™ 647 Conjugated (IF), Invitrogen, Cat# A-21247, RRID:AB\_141778  
 Goat Anti-Rabbit IgG (H+L) Antibody, Alexa Fluor™ 594 Conjugated (IF), Invitrogen, Cat# A-11012, RRID:AB\_141359  
 Goat anti-Chicken IgY (H+L) Secondary Antibody, Alexa Fluor™ 488 (IF), Invitrogen, Cat# A-11039, RRID:AB\_2534096  
 GFP (IF), Abcam, Cat# ab13970, RRID:AB\_300798

Validation

Each antibody was validated by western, IF, or ChIP-qPCR

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

N/A

Authentication

N/A

Mycoplasma contamination

N/A

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Palaeontology and Archaeology

Specimen provenance

N/A

Specimen deposition

N/A

Dating methods

N/A

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Mus musculus was used, mixed strain of CB57Bl/6-svJ aged between 2 to 6 months.

Wild animals

No wild animals was used in the study.

Reporting on sex

Both male and female mice were included in each experiment.

Field-collected samples

No field-collected samples were included in this study.

Ethics oversight

All mouse experiments were conducted in accordance with the Institutional Animal Care and Use Committees at the University of Utah (Protocol: 00001493 ), following international legal and ethical guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |     |
|-----------------------------|-----|
| Clinical trial registration | N/A |
| Study protocol              | N/A |
| Data collection             | N/A |
| Outcomes                    | N/A |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

RNA-seq, ChIP-seq, Hi-ChIP and scRNA-seq datasets are available on the GEO.

RNA-seq: GEO accession GSE269772, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269772>,

Token :qxryrgeaipbolbef

ChIP-seq and Hi-ChIP: GEO accession GSE269770, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269770>, Token: aningosshxydnev

scRNA-seq: GEO accession GSE269773, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE269773>, Token: inexeowytdubjaf

## Files in database submission

ChIP-seq

GSM8326620 N269 DPF2  
 GSM8326621 N269 180  
 GSM8326622 N269 input  
 GSM8326623 N339 DPF2  
 GSM8326624 N339 180  
 GSM8326625 N339 input  
 GSM8326626 N302 DPF2  
 GSM8326627 N302 180  
 GSM8326628 N302 input  
 GSM8326629 N255 DPF2  
 GSM8326630 N255 180  
 GSM8326631 N255 input  
 GSM8326632 969 SS18::SSX  
 GSM8326633 969 BRD9  
 GSM8326634 969 input  
 GSM8326635 171 SS18::SSX  
 GSM8326636 171 single ARID1A  
 GSM8326637 171 input 1  
 GSM8326638 128 SS18::SSX  
 GSM8326639 128 input 1  
 GSM8326640 171 BRD9  
 GSM8326641 163 BRD9  
 GSM8326642 171 double ARID1A  
 GSM8326643 128 double SS18::SSX  
 GSM8326644 171 input 2  
 GSM8326645 163 input  
 GSM8326646 128 input 2  
 GSM8326647 171 double input  
 GSM8326648 128 double input  
 GSM8326649 128\_T\_H3K4me3  
 GSM8326650 128\_T\_H2AK119ub  
 GSM8326651 128\_T\_input  
 GSM8326652 163\_T\_H3K4me3  
 GSM8326653 163\_T\_H2AK119ub  
 GSM8326654 163\_T\_input  
 GSM8326655 171\_T\_H3K4me3  
 GSM8326656 171\_T\_H2AK119ub  
 GSM8326657 171\_T\_input  
 GSM8326658 857\_T\_H3K4me3  
 GSM8326659 857\_T\_H2AK119ub  
 GSM8326660 857\_T\_input  
 GSM8326661 969\_T\_H3K4me3  
 GSM8326662 969\_T\_H2AK119ub  
 GSM8326663 969\_T\_input  
 GSM8326664 Mouse\_SynSa\_G2\_N302\_MyF5\_input  
 GSM8326665 Mouse\_SynSa\_B3\_N302\_MyF5\_H3K4me1  
 GSM8326666 Mouse\_SynSa\_B4\_N302\_MyF5\_H3K27me3  
 GSM8326667 Mouse\_SynSa\_B5\_N302\_MyF5\_H3K36me3  
 GSM8326668 Mouse\_SynSa\_B1\_N302\_MyF5\_H3K27ac  
 GSM8326669 Mouse\_SynSa\_C3\_N308\_MyF5\_H3K4me1  
 GSM8326670 Mouse\_SynSa\_G3\_N308\_MyF5\_input  
 GSM8326671 Mouse\_SynSa\_C4\_N308\_MyF5\_H3K27me3  
 GSM8326672 Mouse\_SynSa\_C5\_N308\_MyF5\_H3K36me3  
 GSM8326673 Mouse\_SynSa\_C1\_N308\_MyF5\_H3K27ac  
 GSM8326674 Mouse\_SynSa\_D3\_N332\_1\_H3K4me1  
 GSM8326675 Mouse\_SynSa\_D4\_N332\_1\_H3K27me3  
 GSM8326676 Mouse\_SynSa\_G4\_N332\_1\_input

GSM8326677 Mouse\_SynSa\_D5\_N332\_1\_H3K36me3  
 GSM8326678 Mouse\_SynSa\_D1\_N332\_1\_H3K27ac  
 GSM8326679 Mouse\_SynSa\_E2\_N332\_2\_H3K4me1  
 GSM8326680 Mouse\_SynSa\_E3\_N332\_2\_H3K27me3  
 GSM8326681 Mouse\_SynSa\_E1\_N332\_2\_H3K27ac  
 GSM8326682 Mouse\_SynSa\_E4\_N332\_2\_H3K36me3  
 GSM8326683 Mouse\_SynSa\_G5\_N332\_2\_input  
 GSM8326684 Mouse\_SynSa\_F3\_N292\_H3K4me1  
 GSM8326685 Mouse\_SynSa\_F4\_N292\_H3K27me3  
 GSM8326686 Mouse\_SynSa\_F5\_N292\_H3K36me3  
 GSM8326687 Mouse\_SynSa\_G6\_N292\_input  
 GSM8326688 Mouse\_SynSa\_F1\_N292\_H3K27ac

Genome browser session  
 (e.g. [UCSC](http://genome.ucsc.edu/s/Li%20Li/mouse_SS_BAF_histoneMarkers))

[http://genome.ucsc.edu/s/Li%20Li/mouse\\_SS\\_BAF\\_histoneMarkers](http://genome.ucsc.edu/s/Li%20Li/mouse_SS_BAF_histoneMarkers)

## Methodology

### Replicates

SS18-SSX (ChIP): 4  
 PBRM1 (ChIP): 4  
 ARIAD1A (ChIP): 2  
 BRD9 (ChIP): 3  
 DPF2 (ChIP): 4  
 H3K4me1 (ChIP): 5  
 H3K4me3 (ChIP): 5  
 H3K27ac (ChIP): 5  
 H3K27me3 (ChIP): 5  
 H3K36me3 (ChIP): 5  
 H2AK119ub (ChIP): 5

### Sequencing depth

2x150 bp paired-end~50M reads per sample for DPF2, PBRM1, SS18::SSX, BRD9, ARIAD1A. 2x50 bp paired-end~50M reads per sample for H3K4me1, H3K4me3, H3K27me3, H3K27ac, H3K36me3.

### Antibodies

Anti-SS18-SSX antibody (ChIP), Cell Signaling, Cat# 72364, Lot 2;  
 Anti-PBRM1 antibody (ChIP), Cell Signaling, Cat# 89123, RRID:AB\_2936366, Lot 1;  
 Anti-ARIAD1A antibody (ChIP), Cell Signaling, Cat# 12354, RRID:AB\_2637010, Lot 6  
 Anti-BRD9 antibody (ChIP), Proteintech, 24785-1-AP, Lot 00052422;  
 Anti-DPF2 antibody (ChIP), Abcam, Cat# ab134942, RRID:AB\_2728668;  
 H3K4me1 (ChIP), Diagenode, Cat# C15410037-50, CiteAb: pAb-037-050, Lot A1657D;  
 H3K4me3 (ChIP), Cell Signaling, Cat# 9751S, RRID:AB\_2616028;  
 H3K27ac (ChIP and HiChIP), Abcam, Cat# ab4729, RRID:AB\_2118291;  
 H3K27me3 (ChIP), Diagenode, Cat# C15410069, CiteAb: pAb-069-050, Lot A1811-001P;  
 H3K36me3 (ChIP), Abcam, Cat# ab9050, RRID:AB\_306966, Lot A1857P;  
 H2AK119ub (ChIP), Cell Signaling, Cat# 8240T, RRID:AB\_10891618.

### Peak calling parameters

Reads were aligned to mm10 mouse genome version using Novoalign (Version 3.00) for paired-end reads. Peaks were called from each of the aligned bam files against input reads using MACS2 33, (version 2.2.9) with the parameters: callpeak -B --SPMR --qvalue=1e-3 --mfold 15 100.

### Data quality

All raw reads are subject to QC pipeline with FastQC package, which correct the issue of position-dependent biases ("Per base sequence quality" analysis), sequencing adapter contamination ("Overrepresented sequences" analysis), or DNA over amplification ("Sequence duplication levels" analysis). A further Quality control is performed in mapping step, to remove duplicates, low mapping quality alignments (< 30), check chromosome content and insert size (~200-300 bp). We finally Visualize mapped data in genome browsers (e.g., IGV) to manually inspect alignments and check for any anomalies or misalignments.

### Software

Alignments: Novoalign (Version 3.00)  
 Visualization: igv (2.16.2)  
 Annotation: ChIPseeker (1.38.0)  
 Heatmaps and profile plots are performed by deepTools (3.5.6)  
 Peaks operation are done by bedtools(v2.31.0)

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |     |
|---------------------------|-----|
| Sample preparation        | N/A |
| Instrument                | N/A |
| Software                  | N/A |
| Cell population abundance | N/A |
| Gating strategy           | N/A |

☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |     |
|---------------------------------|-----|
| Design type                     | N/A |
| Design specifications           | N/A |
| Behavioral performance measures | N/A |

### Acquisition

|                               |                                                                            |
|-------------------------------|----------------------------------------------------------------------------|
| Imaging type(s)               | N/A                                                                        |
| Field strength                | N/A                                                                        |
| Sequence & imaging parameters | N/A                                                                        |
| Area of acquisition           | N/A                                                                        |
| Diffusion MRI                 | <input type="checkbox"/> Used <input checked="" type="checkbox"/> Not used |

### Preprocessing

|                            |     |
|----------------------------|-----|
| Preprocessing software     | N/A |
| Normalization              | N/A |
| Normalization template     | N/A |
| Noise and artifact removal | N/A |
| Volume censoring           | N/A |

### Statistical modeling & inference

|                           |                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------|
| Model type and settings   | N/A                                                                                                   |
| Effect(s) tested          | N/A                                                                                                   |
| Specify type of analysis: | <input type="checkbox"/> Whole brain <input type="checkbox"/> ROI-based <input type="checkbox"/> Both |

Statistic type for inference

N/A

(See [Eklund et al. 2016](#))

Correction

N/A

## Models & analysis

| n/a                                 | Involvement in the study                                              |
|-------------------------------------|-----------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Functional and/or effective connectivity     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Graph analysis                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Multivariate modeling or predictive analysis |

Functional and/or effective connectivity

N/A

Graph analysis

N/A

Multivariate modeling and predictive analysis

N/A

How the deposited data were processed for this re-analysis (not part of the article)

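Chromatin loops were measured by H3K27ac HiChIP in 2 hSS2 mouse SyS tumors, both initiated by TATCre injection at day 8 of life. The authors mapped the read pairs to mm10 with HiC-Pro, called loops with hichipper, whose Mango step gives each loop an FDR, and merged the loops of both tumors. The deposited list gives a count of paired-end tags per loop, a whole number that is not normalized. It also gives the FDR that the authors' loop caller assigned to each loop, which is a p-value adjusted for multiple testing. The methods name an FDR threshold of 0.05 and the legend of Supplementary Fig. 1a one of 0.01. How the counts were merged is not stated in the text of the paper. The ChIP-seq, RNA-seq and single cell data of the paper are not analysed here, and neither is the fusion enrichment at the loop anchors.

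The list has no header and was read as a pair of anchors, a count and an FDR, with positions converted to start at 1. It was found, after the values were seen, to be made of 2 parts that are each sorted by position. Both were used together as the merged list, as the paper does, and neither was assigned to a tumor. The 115 loops listed more than once at the same anchors were kept. The depth was a total count of 41574 tags over 24244 loops, with most loops at a single tag, which limits the precision of any single loop. There are no replicate values, so no test between tumors or conditions was made. Wilson 95% intervals were given for shares, and a count of 0 was taken to allow up to 3 tags. The list holds only loops that passed the authors' FDR threshold. A 0 therefore means no called loop, and that limit does not bound the tags that were present.

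TSSs were the first bases of all transcripts in GENCODE vM21 on GRCm38, for 55304 genes. An anchor was near a TSS when it overlapped the window of 2 kb on either side, as in the paper. SAT and MAT genes were the 185 and 371 genes of the source data of Fig. 2a, and all of them had a TSS. The comparison with the loop scores of Supplementary Fig. 1b used instead the 106 promoters marked as SAT there, 97 of which are among these genes. The loop score of a promoter was the sum of the counts of its loops. The span of a loop was the distance between the midpoints of its anchors. The SAT and MAT categories were compared by the percentile of their difference among 10000 random relabellings of the genes, and a difference was taken to stand out when it lay outside the central 95%. The share of distal anchors near TSSs was compared with 10000 lists of looped promoters matched in 10 groups of gene density within 500 kb. Correlations across genes are Spearman rho with a bootstrap of 1000 resamples and no p-value. The mean counts of loops to far and near anchors were compared by the same number of resamples of genes, with each loop kept with 1 gene. MboI sites were counted in the GRCm38 sequence.

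The named genes were every gene labeled in Fig. 2a, Fig. 2h, Supplementary Fig. 1b or the tracks of Supplementary Fig. 2j, the 10 SAT genes with the largest loop score and the 5 promoters with the largest loop score of all. This rule, the main settings and the alternatives were fixed before the data were examined. Gm34157 of Supplementary Fig. 2j has no symbol in GENCODE vM21 and was left out. The alternatives were promoter windows of 1 and 5 kb, TSSs of protein-coding genes only, loops with an FDR under 0.001, loops with a count of at least 4, leaving out the 4 Hox clusters, the number of loops in place of summed counts, anchors resized to 4 kb, anchors weighted by loop count, and loops up to 1 Mb. An FDR under 0.01, each part of the list alone and TSSs of RefSeq transcripts were added after the values were seen. So were at least 2 and at least 3 tags for the share of looped promoters. The mean loop score, the share of genes with a loop score of at least 50 and the mean count of SAT loops to far and near anchors were also compared without Hoxc5, without the Hox clusters and with RefSeq TSSs, all added after the values were seen. The share with a loop score of at least 50 and the comparison of far and near anchors were themselves added after the values were seen.

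The assignment of loops was tested on simulated data, with 712 loops planted at 400 GENCODE promoters. All planted loops were assigned to their promoter and all distal anchors received the planted class. A planted difference in the looped share was recovered at percentile 100 of the relabellings. Of 1000 random labellings of the same promoters, 5.2% lay outside the central 95%, as random labels give by construction. Planted anchors were centered on TSSs or, for the far class, placed outside the same window of 2 kb, so full recovery checks the code only. Loops were planted gene by gene, so the simulation does not cover genes that share anchors, such as the Hox genes. Computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The source data of Supplementary Fig. 1b were held in part, with 1998 of 10173 promoters, so no enrichment was computed on them. The loop score of 1 promoter of that source data is not reported here.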

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

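The tests of short spans and of anchor width in this part were chosen only after the result was seen, and the test of both parts of the list was set after the parts were found but before the tags of these promoters were counted in each part.

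The largest loop scores outside the SAT and MAT categories lay side by side in the HoxC cluster on chromosome 15 of mm10. They were 381 for Mir196a-2 (102973350 to 102973434), 332 for Hoxc10 (102966796 to 102971893), 321 for Hoxc9 (102976439 to 102985099) and 264 for Hoxc11 (102954427 to 102957708). They were taken up as 4 of the 5 largest loop scores in the list, at promoters that the text of the paper does not discuss. No control HiChIP was analysed here. They lie above the 3 tags that a count of 0 was taken to allow, but so does the median loop score of the 13200 looped promoters, 4, so that limit does not set them apart. The source data of Supplementary Fig. 1b give the same loop scores for Hoxc10, Hoxc9 and Hoxc11, as the paper's values. These promoters share anchors and tags, so their scores are not independent. Their 79 loops together held 723 tags, 1.74% of all tags in the list.

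Short-range ligation between neighboring anchors would place these tags on short spans. Loops under 20 kb carried 48.4% of the 723 tags, against 14.8% over all loops, just under the limit of one tag in every 2 that was set first. The test was then replaced by one with a limit of 100 ranks, chosen after that value was seen. Without loops under 20 kb these promoters ranked 3, 8, 4 and 12 in the genome, so the lowest rank was 12, which argues against short-range ligation as the whole cause, although it may add to the size of the scores.

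Wide anchors collect more read pairs. The 6 anchors at these promoters had a median width of 4.54 kb, at percentile 94.5 of all anchors and just below the 95th percentile of 4.61 kb that was set first as the limit. This test was also replaced after that value was seen. Divided by the width of the promoter anchors, the loop scores ranked 14, 23, 22 and 1, and the lowest rank of 23 argues against anchor width as the whole cause. All 4 promoters had loops in both parts of the list, but 11.3% of their tags came from the second part. The second part held 31.1% of all tags in the list. In the second part alone the loop scores were 33 for Mir196a-2, 20 for Hoxc10, 33 for Hoxc9 and 47 for Hoxc11. In the first part they were 348, 312, 288 and 217. Hoxb2 had 56 in the second part, above all 4. Having loops in both parts therefore does not argue against the first part as the source of these large scores.

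Also open are the strength of H3K27ac at these anchors and the copy number of the locus in the tumors, neither of which was tested. The list holds tumors of one kind and no comparison condition, so no biological explanation was tested.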

How the results depend on the processing

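The settings with an FDR under 0.01, at least 2 or 3 tags, each part of the list alone and RefSeq TSSs were chosen after the values were seen. The cause of each change below was not tested, except where fewer loops by construction leave fewer tags. No paired analysis was possible because the merged list has no values per tumor.

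The lower share of looped SAT promoters kept its direction and stayed outside the central 95% of relabellings with promoter windows of 1 and 5 kb, protein-coding TSSs, without the Hox clusters, in each part of the list alone and with RefSeq TSSs, between -26.3 points (first part) and -14.7 points (second part). It was -5.87 points (percentile 6.76; 21.6% of SAT and 27.5% of MAT promoters) at an FDR under 0.01 and -1.85 points (percentile 28.5; 11.9% and 13.7%) with at least 4 tags, both inside the central 95%, and reversed to 2.74 points (17.3% and 14.6%) at an FDR under 0.001. With at least 2 tags it was -12.9 points (percentile 0.16; 23.2% and 36.1%), outside the central 95%, and with at least 3 tags -4.27 points (percentile 11.4; 14.6% and 18.9%), inside it. Single-tag loops were therefore not the whole of the difference. Stricter sets of loops also leave fewer looped genes, 22 SAT and 51 MAT with at least 4 tags, which limits the difference that can be detected there. The number of tags, the FDR and the span were not separated.

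The difference in median loop score, -2, was the same with the 5 kb window, protein-coding TSSs and without the Hox clusters. It was -1 and inside the central 95% with the 1 kb window (percentile 5.19), the number of loops (5.21), the first part (9.17), the second part (4.00) and RefSeq TSSs (4.76), and 0 for an FDR under 0.01, an FDR under 0.001 and at least 4 tags, where both medians were 0. The difference in span, 47.8 kb, was inside the central 95% in the main setting. It reversed to -11.2 kb with at least 4 tags and to -38.9 kb in the first part alone, and with loops up to 1 Mb it was 74.0 kb and outside the central 95% (percentile 98.4). The difference in mean loop score, 2.30, was inside the central 95% in all settings run for it. It was 0.421 with RefSeq TSSs, 0.256 without Hoxc5 and reversed to -1.29 (percentile 8.62) without the Hox clusters, all chosen after the values were seen. In the same settings the difference in the share of genes with a loop score of at least 50, 4.06 points (percentile 99.5), was 3.52 points (98.9) with RefSeq TSSs and 3.54 points (99.0) without Hoxc5, and was 1.48 points (87.0) and inside the central 95% without the Hox clusters. This measure was itself added after the values were seen. The mean count of SAT loops to far anchors minus that to near anchors, -0.752 tags, was -0.442 with RefSeq TSSs and -0.120 without Hoxc5, and reversed to 0.264 without the Hox clusters, with a bootstrap interval that included 0 in all of these settings.

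The share of SAT distal anchors near other TSSs, 76.6%, became 81.3% with the 5 kb window, 70.1% with protein-coding TSSs, 82.1% weighted by count, 85.3% in the first part and 67.1% in the second. It stayed within its interval in the other settings. The list held 1955 loops at an FDR under 0.001, 3693 at an FDR under 0.01, 1633 with at least 4 tags, and 13683 and 10561 in its parts. The share of the promoters marked as SAT in Supplementary Fig. 1b with the loop score of the paper was 77.4% with the 5 kb window, 51.9% with the number of loops and 93.4% with RefSeq TSSs. The correlation with the looped enhancer score stayed between 0.781 and 0.839.

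Of the loop scores of the 39 named genes, 29 were lower by more than 1.5 times at an FDR under 0.001, 25 at an FDR under 0.01, 20 with at least 4 tags, 26 as the number of loops, 13 in the first part and 31 in the second. With the 1 kb window 5 were lower, with RefSeq TSSs 4 were lower and with the 5 kb window 9 were higher. Protein-coding TSSs moved none of them and gave no value for Mir196a-2, a microRNA gene.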

Differences from the paper's values

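RefSeq TSSs and the limit of 0.01 on the FDR were chosen after the values were seen, and no cause of a difference was tested here.

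The source data of Supplementary Fig. 1a give 24244 merged loops, the paper's value, for a list whose legend names an FDR under 0.01. The list analysed here also holds 24244 loops, but 3693 of them have an FDR under 0.01. The alternatives set before the data were examined, an FDR under 0.001 (1955 loops) and at least 4 tags (1633 loops), only remove loops from the list, so they could not close the gap and do not bear on it. All loops of the list have an FDR under 0.05, the threshold in the methods.

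Of 110 promoters whose loop score could be compared with the paper's value in the source data of Supplementary Fig. 1b, 11 differed by more than 1.5 times, and 10 of them are given here. The paper's value was 57 for Hoxc5, against 385 here. For Ppfia3 it was 1, against 57. For Hoxb3 it was 33, against 80, and for Dlx6os1 38, against 67. The paper's loop score of Hoxd3 was 11, against 17 here, that of Mfsd13a 4, against 15, and that of Pax6 4, against 11. Lower scores in the paper were also found for Il17re (the paper's 1, against 5), Col2a1 (the paper's 1, against 3) and Sez6 (the paper's 1, against 2).

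With the promoter window of 1 kb, set before the data were examined, Hoxb3 (33), Sez6 (1) and Dlx6os1 (54) came within 1.5 times of the paper's value. With the number of loops Hoxd3 (10) did. None of the windows of 1 and 5 kb and the number of loops closed the gap for Hoxc5, Ppfia3, Mfsd13a, Il17re, Col2a1 or Pax6. RefSeq TSSs, chosen after seeing the values, gave the paper's value for Hoxc5, Ppfia3, Hoxd3, Mfsd13a, Il17re, Col2a1 and Sez6, and left Pax6 at 9, Dlx6os1 at 67 and Hoxb3 at 103. It also opened a gap for Bcl11b, with 10 against the paper's 4, where GENCODE TSSs gave 4. Further settings were run only for named genes. Among those set before the data were examined, at least 4 tags gave Pax6 its value in the paper, 4, and an FDR under 0.001 gave 30 for Hoxb3. Of those chosen after seeing the values, Hoxb3 reached 33 in the second part alone, 41 at an FDR under 0.01 and 47 in the first part alone. In the copy of the paper's source data used here, which is partial, Efna3, with 75, ranked first among the promoters marked as SAT. Among the same promoters the recomputed scores ranked Hoxc5 first with GENCODE TSSs and Hoxb3 first with RefSeq TSSs.

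Fig. 2e describes distal fusion peaks and their distance from the looped SAT gene TSS. The largest distance in the paper's source data is 17.6 Mb, while the largest span in the loop list is 2.00 Mb. The paper's source data list 54 peaks, of which 7 are listed with a SAT gene here. No alternative was set for these values.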

Other observations

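The tests of overlapping anchors, of low counts per loop, of chance overlap between the parts and of gene density at SAT and MAT promoters were chosen only after the result was seen. No biological explanation was tested for any pattern here unless it is named, since the list holds tumors of one kind.

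Of the 16864 distinct anchors, 6384 (37.9%) overlapped another anchor with different borders. Loop lists called on separate anchor sets and placed one after the other would overlap only between the parts. Within each part 0 anchors overlapped another anchor of the same part, and 4874 of the 10254 anchors of the second part overlapped one of the first. These overlaps are consistent with separate calls whose anchors were not combined. For the individual tumors the source data of Supplementary Fig. 1a give 28706 and 18633 loops, the paper's values, and neither part has either size. The parts are therefore not the complete lists of those tumors, and what each part holds stays open.

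Few loops were shared between the parts. A loop with both anchors overlapping those of a loop in the other part was found for 890 of 13683 loops of the first part (6.50%) and 889 of 10561 of the second (8.42%). Counting matched loops once would leave 23355 loops. In 100 shuffled lists each loop of the second part kept its first anchor. It was given a span from loops of similar span on its chromosome, and its other end was set to the nearest anchor of that part. Between 721 and 802 loops matched, with a median of 762.5, so 889 argues against such overlap alone. Shuffled loops can fall back on their own anchors, so the margin does not measure how far the sharing exceeds chance. Low counts per loop are a candidate explanation for the little sharing. In the first part 18.8% of loops with at least 4 tags had a match (16.7 to 21.1%), against 3.44% of single-tag loops (3.09 to 3.83%). In the second part the shares were 30.6% (26.1 to 35.4%) and 7.29% (6.78 to 7.83%). Loops with more tags are also shorter, but at spans of 344.2 kb or more, where the single-tag loops of the first part begin, the loops of the first part with at least 2 tags still matched more often (8.32%, 7.07 to 9.78%) than those with a single tag, and so did those of the second (16.2%, 11.0 to 23.1%, against 8.86%, 8.10 to 9.69%). Most loops with at least 4 tags had no match either, and what else separates the parts stays open.

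Promoters were shared more than loops, with 6748 of 13200 looped promoters (51.1%) reached in both parts. Across looped promoters, which are not independent replicates, the loop scores of the parts had a Spearman rho of 0.168, and of 0.369 over the promoters with loops in both.

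SAT promoters were looped less often than MAT promoters. Gene density around the promoters was tested, with a median of 27 other genes within 500 kb of SAT and 31 of MAT promoters. With genes relabelled within 10 groups of gene density, the difference of -20.1 points lay at percentile 0 of the relabellings. This argues against gene density around the promoters as the whole cause. Averaged within these groups the difference was -18.0 points. All loops had a single tag at 61 SAT (33.0%) and 149 MAT genes (40.2%), and with at least 2 tags the difference was -12.9 points. At an FDR under 0.001 it was 2.74 points in the other direction. The SAT and MAT categories differ in expression before transformation, by the definition in the paper, and this was not tested with the loops. The strength of H3K27ac at these promoters was not tested either and stays open.

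The share of SAT distal anchors near the TSS of another gene, 76.6%, may follow from where anchors lie rather than from SAT genes. Over all anchors of the list, 77.0% lay near a TSS, inside the interval of the SAT share. Gene density around the looped promoters alone would give the same share at positions mirrored across the promoter, at the same distance and width. Only 30.0% of those positions were near a TSS for SAT genes (26.0 to 34.2%) and 32.9% for MAT genes (30.3 to 35.6%), below the shares at the anchors. Mirrored positions need not be anchors, which lie near a TSS in 77.0% of cases, so a lower share was likely whatever the gene density. The test therefore cannot decide what gene density adds to the share.

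SAT distal anchors lay far from every TSS more often than those of promoters matched on gene density, whose lists had a median share near TSSs of 85.9%. Gene density farther out than the 500 kb used for matching was tested with lists matched on the TSSs within 2000 kb. Their shares ranged from 76.0 to 94.3% with a median of 86.8%, and the SAT share lay at percentile 0.01, which argues against gene density at that range as the whole cause. Among loops with more support the SAT share lay at percentile 0.89 of its matched lists at an FDR under 0.01 (73.3% of 116 anchors), outside their central 95%. It lay at percentile 3.33 at an FDR under 0.001 (75.0% of 76 anchors) and 10.9 with at least 4 tags (75.4% of 57 anchors), both inside the central 95%. A hypothesis is that SAT promoters may contact more sites outside promoters. The strength of H3K27ac at the anchors was not tested and stays open.

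Fig. 2e was also compared with the loop list. Of the 54 distal peaks in its source data, 12 had a loop of the listed gene at the listed distance, within 5 kb, and 18 lay at a distal anchor of a SAT promoter. Among the 47 peaks listed with a gene outside the SAT category, the listed gene had its TSS at a distal anchor of a SAT promoter for 16. The largest listed distances were 17.6 and 13.4 Mb, both the paper's values, and the median was 411.3 kb.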
